# Cross-species efficacy of AAV-mediated ARSA replacement for metachromatic leukodystrophy

**DOI:** 10.1172/JCI185001

**Published:** 2025-06-19

**Authors:** Shyam Ramachandran, Jeffery Ardinger, Jie Bu, MiAngela Ramos, Lilu Guo, Dhiman Ghosh, Mahmud Hossain, Shih-Ching Chou, Yao Chen, Erik Wischhof, Swathi Ayloo, Roger Trullo, Yuxia Luo, Jessica M. Hogestyn, Daniel M. DuBreuil, Emily Crosier, Johanna G. Flyer-Adams, Amy M. Richards, Michael Tsabar, Giorgio Gaglia, Shelley Nass, Bindu Nambiar, Denise Woodcock, Catherine O’Riordan, Qi Tang, Bradford Elmer, Bailin Zhang, Martin Goulet, Christian Mueller

**Keywords:** Genetics, Neuroscience, Gene therapy, Genetic diseases

## Abstract

Metachromatic leukodystrophy (MLD) is an autosomal recessive neurodegenerative disorder caused by mutations in the *arylsulfatase A* (*ARSA*) gene, resulting in lower sulfatase activity and the toxic accumulation of sulfatides in the central and peripheral nervous system. Children account for 70% of cases and become progressively disabled, with death occurring within 10 years of disease onset. Gene therapy approaches to restore ARSA expression via adeno-associated virus (AAV) vectors have been promising but hampered by limited brain biodistribution. We report the development of an engineered capsid, AAV.GMU01, demonstrating superior biodistribution and transgene expression in the central nervous system of nonhuman primates (NHPs). Next, we show that AAV.GMU01-*ARSA*–treated MLD mice exhibit persistent, normal levels of sulfatase activity and a concomitant reduction in toxic sulfatides. Treated mice also show a reduction in MLD-associated pathology and auditory dysfunction. Lastly, we demonstrate that treatment with AAV.GMU01-*ARSA* in NHPs is well tolerated and results in potentially therapeutic ARSA expression in the brain. In summary, we propose AAV.GMU01-*ARSA*–mediated gene replacement as a clinically viable approach to achieve broad and therapeutic levels of ARSA.

## Abstract 2

AAV-gene therapy for metachromatic leukodystrophy exhibits broad biodistribution, ARSA cross-correction and biologically meaningful expression in NHPs.

## Introduction

Metachromatic leukodystrophy (MLD) is a progressive, autosomal recessive neurodegenerative disorder caused by mutations in the *arylsulfatase A* (*ARSA*) gene, which result in a deficiency of the lysosomal enzyme ARSA and the pathological accumulation of sulfatides in cells (1–3). Over 200 mutations in the *ARSA* gene have been linked to MLD (4), leading to the buildup of 3-*O*-sulfogalactosyl ceramides (sulfatides) and their deacylated form, lyso-sulfatide (lyso-ST), a distinct marker of disease pathology (5, 6). Sulfatide accumulation in oligodendrocytes and Schwann cells (5, 7) drives demyelination in both the CNS and PNS (8–10), while short-chain fatty acid sulfatides in neurons and astrocytes contribute to neuronal dysfunction, cell loss, and progressive neurodegeneration (8, 11–15). In the CNS, this disruption destabilizes myelin, impairing oligodendrocyte function and leading to widespread demyelination in regions such as the basal ganglia, cerebellum, and spinal cord, resulting in cognitive decline, motor dysfunction, spastic tetraparesis, ataxia, spasms, and seizures (13, 16, 17). Similarly, PNS demyelination causes peripheral neuropathy, muscle weakness, and sensory deficits (13). Sulfatide accumulation also triggers calcium buildup and cellular stress (18), further exacerbating myelin instability and neurodegeneration (19). While non-neural tissues, such as the kidneys and gallbladder, are also affected (20), clinical symptoms are primarily concentrated in the nervous system, making the restoration of ARSA activity in both the CNS and PNS the primary therapeutic goal to mitigate the toxic effects of sulfatide accumulation.

MLD manifests in 3 primary forms, late infantile, juvenile, and adult, delineated by the age of onset. While the initial symptoms vary, all patients experience progressive and severe disability, regression of motor skills, gait difficulties, ataxia, and weakness. As the disease progresses, patients experience dysphagia, feeding intolerance, seizures, hypotonia, and peripheral neuropathy. Those with late infantile MLD have a mean life expectancy of around 4 years (21). Currently, atidarsagene autotemcel (Libmeldy/Lenmeldy, Orchard Therapeutics), an autologous hematopoietic stem cell therapy, is the sole approved disease-modifying therapy for MLD (17). However, its approval is limited to presymptomatic late infantile or early-juvenile patients without neurological impairment (22). Other treatment options are limited to palliative care, symptom alleviation, tube feeding, and psychological support. Thus, a considerable unmet need still exists for MLD patients.

Adeno-associated viruses (AAVs) deliver sustained expression of their transgene cargo, and AAV-mediated gene therapy has shown success in treating neurological disorders (23–26). Over 300 patients across 14 types of neurological disorders have undergone AAV infusions, showing good tolerance and safety (27–30). Here, we report the development of an AAV-mediated gene therapy for MLD. This therapy comprises an engineered AAV9 variant, AAV.GMU01, with enhanced CNS targeting in nonhuman primates (NHPs) and a WT human *ARSA* cDNA. We show that delivery of AAV.GMU01-*ARSA* into the CNS of *Arsa*-KO mice results in a reduction of toxic sulfatides and phenotypic reversal. In NHPs, we demonstrate broad biodistribution and a CNS-wide therapeutic footprint — enabled by ARSA protein cross-correction — following delivery via a minimally invasive and clinically feasible administration route. Finally, we establish in NHPs that this treatment delivers potentially therapeutic doses.

## Results

### AAV.GMU01 yields superior biodistribution compared with AAV.rh10 in cynomolgus NHPs

MLD affects all regions of the nervous system, and an effective therapy requires widespread distribution of ARSA protein. AAV.rh10, a naturally occurring capsid, efficiently targets the CNS in both rodents and NHPs (31, 32). However, despite promising preclinical results (33–35), a clinical trial employing intraparenchymal delivery of AAV.rh10 encoding *ARSA* did not achieve therapeutic endpoints (36). We aimed to identify a capsid that could yield enhanced biodistribution and superior transgene expression when delivered via a minimally invasive, intra-CSF route of administration (RoA).

Screening of a 7–amino acid peptide insert library based on the AAV9 capsid in rhesus macaques via intracerebroventricular (ICV) injection identified AAV.GMU01, with significantly enhanced vector biodistribution and transgene expression in critical CNS regions compared with the parental AAV9 capsid (37). To further evaluate its therapeutic potential, we compared the biodistribution and transgene expression of an eGFP-encoding AAV.GMU01 to AAV.rh10 following intrathecal delivery (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI185001DS1). We administered AAV.GMU01-CBA-*eGFP* or AAV.rh10-CBA-*eGFP* to cynomolgus monkeys at the cervical level 1–2 junction at a dose of 2.75e13 vector genomes (VGs) per animal; 16–29 days later, we evaluated vector exposure and eGFP expression. Despite displaying approximately 10-fold lower vector exposure across 41 gray matter punches (representing 16 brain regions) than AAV.rh10-treated NHPs (Figure 1, A–C), AAV.GMU01 exhibited improved eGFP expression (Figure 1, D–F). To visualize this difference, we plotted the correlation between eGFP expression and VGs, either by animal or by each of the 41 gray matter punches. This plot demonstrated a leftward shift in AAV.GMU01 correlation, relative to AAV.rh10, which signified higher expression at lower brain VG exposure (Figure 1, G and H). Immunohistochemistry against eGFP confirmed robust expression in AAV.GMU01-treated NHPs (Figure 1I). AAV.GMU01-treated NHPs also exhibited lower VGs in the spinal cord, dorsal root ganglia (DRGs), liver, heart, lung, and kidney with only the spleen showing higher exposure (Supplemental Figure 1A). Despite this, eGFP levels in spinal cord and DRGs were higher than or similar to those achieved by AAV.rh10 (Supplemental Figure 1B). These results indicate that AAV.GMU01 achieves widespread CNS biodistribution and transgene expression at a significantly lower AAV vector exposure than AAV.rh10.

### Comparison and selection of CSF delivery route

While the i.v. and intraparenchymal routes of administration can achieve AAV distribution to the CNS, both have considerable drawbacks. IV delivery requires high doses that present the risk of toxicity in non–target tissue. Intra-CSF delivery achieves more widespread biodistribution to the CNS at lower doses than i.v. administration (38–41), and low concentrations of IgG in the CSF make intra-CSF delivery less prone to risks related to preexisting neutralizing antibodies (42). Meanwhile, intraparenchymal delivery often results in nonhomogenous distribution (43). Therefore, intra-CSF is the preferred RoA for CNS-targeted therapies. To establish an optimal intra-CSF route of delivery, we examined the biodistribution of AAV.GMU01 delivered by 1 of 2 different routes: (a) bilateral ICV and (b) direct injection to the cisterna magna (ICM). We chose to evaluate the ICM route both because it is a clinically feasible and minimally invasive method for direct access to nervous system tissues (38–41, 44) and because it achieves better biodistribution to the CNS than intrathecal-lumbar administration (40, 43, 45).

Cynomolgus NHPs were administered AAV.GMU01-CBA-nLuc-mCherry at a dose of 2.0e13 VGs per animal (Supplemental Table 2). After 4 weeks, we collected brain, spinal cord, DRG, and peripheral tissues and analyzed VGs and luciferase activity. Histopathological analysis and quantification of neurofilament light chain (Nf-L) were also conducted to assess the relative tolerability of each RoA. In 20 brain regions, both administration routes demonstrated a broad distribution of VGs (Figure 2A). Cortical regions exhibited transduction levels of approximately 1 VG/cell, with ICV delivery showing a trend toward increased transduction in subcortical structures. ICV delivery demonstrated significantly increased nanoluciferase (nLuc) activity across the brain, particularly in cortical and subcortical regions (Figure 2B). Comparable vector biodistribution and transgene activity were observed in the spinal cord, DRGs (Figure 2, C and D), and other peripheral organs (Supplemental Figure 2, A and B). Neither RoA resulted in behavioral signs, and both caused a similar increase in Nf-L in the CSF (Supplemental Figure 2C). However, minimal to marked inflammatory and degenerative histopathological findings were noted in the brain of ICV-treated NHPs, whereas the ICM group exhibited only minimal findings (Figure 2, E and F). In the spinal cord and DRGs, minimal to moderate inflammatory and degenerative findings were observed in all groups (Supplemental Figure 2, D–G), an almost universal subclinical finding after AAV gene therapy (46). To evaluate cellular tropism in the NHP brain, we conducted an immunofluorescence codetection assay, demonstrating transduction to neurons, astrocytes, microglia, and oligodendrocytes (Supplemental Figure 3). Additional studies using single-nucleus RNA sequencing would be needed to further explore cell-type–specific transduction across NHP brain tissues. In summary, we concluded that ICM delivery of AAV.GMU01 is well tolerated and results in widespread transduction in the CNS.

### AAV.GMU01-ARSA administration is well tolerated, long lasting, and effective in MLD mice

To evaluate the short- and long-term efficacy of ARSA replacement, we conducted 4 pharmacology studies in MLD mice using AAV.GMU01-*ARSA*, targeting different stages of neuropathological disease progression (Supplemental Figure 4A). The MLD mouse model (referred to as *Arsa*-KO) was generated by Sanofi (described in supplemental information) and exhibits characteristic sulfatide accumulation in the CNS and visceral organs, evidence of modest gliosis and microglial activation, and an auditory deficit phenotype similar to the original Gieselmann model (47, 48). We selected the ICV administration route for its reproducibility and efficient AAV vector delivery into the CSF of mice. Additionally, in WT mice treated with AAV.GMU01-eGFP at a dose of 1.6e11 VGs per mouse, single-cell RNA sequencing revealed transduction of approximately 12% of cells in the forebrain and 3% in the hindbrain (Supplemental Figure 4, B–E).

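Nuclei were prepared from the forebrain and hindbrain of 4 WT mice (B9638, B9641, B9642, and B9643) that had received AAV.GMU01-eGFP, a GFP reporter packaged in the AAV.GMU01 capsid, which makes 8 libraries. The text and the submitters' design name this capsid, while the legend of Supplementary Figure 4B names AAV1999. Genes that pattern these brain regions followed the dissection in the 3 libraries used here. Genes of forebrain patterning, such as EMX1 and TBR1, summed to 829 CPM in the forebrain of mouse B9643, 538 CPM in the hindbrain of B9638, and 485 CPM in the hindbrain of B9643. Genes of hindbrain patterning (HOX, EN, ZIC, and IRX genes among them) summed to 31.3, 98.2, and 105 CPM in the same order. GABRA6, a GABA-A receptor subunit of cerebellar granule neurons, was at 0.0451, 2.17, and 38.0 CPM. Tissue was lysed in detergent and homogenized, nuclei were purified over a sucrose gradient and barcoded in droplets with 10x Genomics Chromium chemistry, and 3′ cDNA libraries were sequenced on an Illumina NovaSeq. The authors counted UMIs with Cell Ranger 7.0.1 against GRCm39, according to the submitters' processing notes, and each deposited matrix holds whole UMI counts per barcode for mouse genes and the transgene (eGFP-bGHpA). The matrices of 3 libraries were used here, and the other 5 libraries were not analysed here beyond their number of barcodes. Barcodes per library ranged from 11609 to 25365 in the forebrain (median 18109.5, n = 4) and from 2979 to 13611 in the hindbrain (median 11685, n = 4). The 3 matrices held 129560312 UMIs (forebrain B9643), 31367522 UMIs (hindbrain B9638), and 107868130 UMIs (hindbrain B9643). Nuclei with at least 500 UMIs, at least 300 genes, and at most 5% mitochondrial UMIs were kept, and the nuclei with the highest Scrublet doublet scores were removed at 0.8% per 1000 nuclei. This left 10466, 2908, and 10306 nuclei, with medians of 7706, 7303.5, and 5253.5 UMIs per nucleus. The nuclei of the 3 libraries were clustered together on 3000 variable genes, with the transgene and the genes of the lists left out of these, and clusters were named from fixed lists of cell type markers. Of the 2908 nuclei of hindbrain B9638, 2899 fell into 2 clusters of their own, and no cell class was named in that library. Cell classes are therefore reported for the forebrain and hindbrain of mouse B9643 alone, with no replicate, and 95% Clopper-Pearson intervals on shares cover counting error only.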

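GFP transcripts were detected in a larger share of forebrain than of hindbrain nuclei. In the forebrain of mouse B9643, 398 of the nuclei analysed had at least 1 GFP UMI (3.80%, 95% CI 3.44 to 4.19). In the hindbrain, 77 nuclei of mouse B9638 (2.65%, 95% CI 2.10 to 3.30) and 192 nuclei of mouse B9643 (1.86%, 95% CI 1.61 to 2.14) were GFP positive. The hindbrain libraries averaged 2.26% ± 0.555 (SD, n = 2), but B9638 did not separate into cell types and held about as many GFP-positive barcodes as a single shared RNA profile would give. The forebrain share was 2.04 times that of hindbrain B9643 alone and 1.69 times the mean of both. The forebrain interval lies above that of each hindbrain library, but with 1 forebrain library its spread between mice is not known, and no test between regions was made. Relative to all UMIs, GFP was at 8.41 CPM in the forebrain and at 2.71 CPM (B9638) and 2.56 CPM (B9643) in the hindbrain. When at least 2 GFP UMIs were required, the shares were 0.669% in the forebrain and 0.138% and 0.262% in the hindbrain of B9638 and B9643, which is a forebrain to hindbrain ratio of 3.35. Free RNA in droplets also gives UMIs to nuclei that do not make a transcript. TTR, the transthyretin gene of choroid plexus epithelium, had a UMI in 15.3% of forebrain neurons and 37.3% of hindbrain neurons of mouse B9643, at medians of 13145 and 10148.5 UMIs per neuron. From the percentage of GFP-positive cells per sample, the paper states what share of cells the vector transduced in each region.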

#### Long-term pharmacology and efficacy.

To assess efficacy of long-term ARSA replacement, we administered AAV.GMU01-*ARSA* at a dose of 1.6e11 VGs per mouse to pre-neuropathic *Arsa*-KO mice and monitored them for 13 months; formulation buffer–treated WT and Arsa-KO mice served as controls (study design in Supplemental Table 3). AAV.GMU01 VGs and *ARSA* mRNA expression were measured in brain and spinal cord samples (Supplemental Figure 5, A and B), and sulfatase activity was measured in several brain regions as well as spinal cord, DRGs, sciatic nerve, liver, and plasma. AAV.GMU01-*ARSA* treatment restored sulfatase activity to levels equivalent to WT levels in the brain, spinal cord, DRGs, and sciatic nerve (Figure 3A). In the liver and plasma, sulfatase activity was higher in treated mice compared with WT (Figure 3, A and B). We observed a corresponding reduction in sulfatide deposition, which is the primary driver of toxicity in patients. Treatment normalized lyso-ST, C16, C18, and total ST levels in the brain and spinal cord and significantly reduced lyso-ST, C16, C18, and total ST levels in DRGs and the sciatic nerve (Figure 3C and Supplemental Figure 6, A–C). MLD patients exhibit an increase in sulfatides in biological fluids (5), making them a critical biomarker readout in the clinic. We observed a substantial reduction in total sulfatides in plasma and cerebrospinal fluid of treated mice (Figure 3D). In the brain and spinal cord, the decrease in sulfatide levels coincided with a significant reduction in neuroinflammatory marker levels (*Gfap* and *Aif1*) and in the expression of *Lamp1*, a marker of immune cell activation and degradative lysosomes (Figure 3, E–G). Furthermore, compared with buffer-treated *Arsa*-KO mice, AAV.GMU01-*ARSA* treated mice displayed a significant reduction in plasma Nf-L levels (Supplemental Figure 6D).

Hearing impairment is common in MLD patients. The Auditory Brainstem Response (ABR) test provides functional insights into both the inner ear (cochlea) and central hearing pathways. Mice and humans perceive multiharmonic communication sounds similarly (49), with mice having the best hearing range between 12 and 20 kHz. While mice perceive high-frequency sounds (12–20 kHz) better than low-frequency sounds (3–12 kHz), like humans, they respond better to low-frequency sounds (49). *Arsa*-KO mice exhibit a progressive decline in sound perception over time, with the largest change in ABR observed at lower frequencies (Figure 3H). Treatment with AAV.GMU01-*ARSA* largely prevented the loss of hearing in *Arsa*-KO mice (Figure 3H), with the difference between groups appearing as early as 4 months after dosing (earliest time point assessed), indicating the potentially rapid physiological and functional benefits of AAV-mediated ARSA gene replacement.

Consistent with other models, *Arsa*-KO mice displayed histopathological changes, including vacuolation and neurodegeneration, chiefly in the brainstem and/or cerebellum (Figure 3I). Treated mice exhibited a notable reduction in both the severity and incidence of these histological changes (Figure 3I). Additionally, all untreated *Arsa*-KO mice exhibited vacuolation in the spinal cord, which was absent in both WT and treated mice (Figure 3J). Histopathological alterations in the DRGs occurred in only 1 treated mouse (Figure 3K).

#### Longitudinal pharmacology.

This study aimed to assess target engagement and reversibility of MLD-associated pathological and biochemical traits in the *Arsa*-KO model over a 6-month period. Six-month-old early-neuronopathic *Arsa*-KO mice underwent bilateral ICV injections of AAV.GMU01-ARSA at a dose of 5.0e10 VGs per mouse. Control groups, including age-matched WT and *Arsa*-KO mice, received doses of formulation buffer (study design in Supplemental Table 4). Animals were monitored for 6 months, with assessments of VGs, sulfatase activity, and sulfatide levels performed at 1, 2, 3, and 6 months after dose. AAV.GMU01-*ARSA* VG exposure in the brain (forebrain + midbrain) remained consistent over the 6-month period (Figure 4A). Sulfatase activity was restored to levels equivalent to WT animals (Figure 4B) and reached its peak by 1 month after dose. We observed significant reductions in sulfatide deposition, including in lyso-ST, C16, C18, and total ST, at all time points (Figure 4, C–F). Clearance of sulfatides was progressive, returning to normal by 6 months after dose. Due to low vector exposure in the hindbrain and spinal cord (Supplemental Figure 7, A and G), we measured only a minimal increase in sulfatase activity (Supplemental Figure 7, B and H); however, lyso-ST, C16, C18, and total ST were all reduced in both tissues (Supplemental Figure 7, C–E and I–L), suggesting ARSA protein distribution to the hindbrain and spinal cord. Furthermore, AAV.GMU01-*ARSA* treatment significantly reduced total ST levels in cerebrospinal fluid and plasma (Figure 4, G and H). AAV administration resulted in a marginal increase in plasma Nf-L levels, which resolved over time, and by 6 months after dose, plasma Nf-L levels were significantly decreased (Figure 4I).

Notably, a reduction in the incidence and severity of neuronal and neuropil changes was evident in the brains of AAV.GMU01-*ARSA* treated *Arsa*-KO mice, as early as 2 months after dose (Supplemental Figure 8). In the brains of some AAV.GMU01-*ARSA* treated mice, perivascular infiltrates of mononuclear cells with minimal severity were observed, usually near the hippocampus (Supplemental Figure 8). Additionally, increased cellularity of glial cells and/or mononuclear cells, typically of minimal or occasionally mild severity, was also present in the DRGs of certain AAV.GMU01-*ARSA* treated mice (Supplemental Figure 8). No test article–related histopathological changes were detected in the spinal cord (Supplemental Figure 8). Histological changes in the sciatic nerve were observed in most *Arsa*-KO mice, with the incidence and severity occasionally increased to minimal or mild in AAV.GMU01-*ARSA* treated *Arsa*-KO mice (Supplemental Figure 8).

#### Dose-dependent pharmacology.

To evaluate dose-dependent ARSA expression and its impact on efficacy (sulfatide clearance), we ran 2 studies, 1 in neonatal (dosing at P0) and another in early-neuronopathic (dosing at 6 months of age) *Arsa*-KO mice. Mice underwent bilateral ICV injections of AAV.GMU01-*ARSA* at 4 increasing doses ranging from 1e10 to 3.3e11 VG/g brain weight. Control groups, including age-matched WT and *Arsa*-KO mice, received formulation buffer (study design in Supplemental Table 5). Six months after dose, animals treated neonatally showed dose-dependent vector biodistribution (Figure 5A) and a robust increase in sulfatase activity in the brain (forebrain + midbrain), with levels surpassing those of WT mice at all doses (Figure 5B). We also observed a concomitant decrease in sulfatide deposits in the brain (Figure 5, C and D, and Supplemental Figure 9, A and B). Similarly, 3 months after dose, early-neuronopathic mice showed a dose-dependent vector biodistribution (Figure 5E) and a robust increase in brain (forebrain + midbrain) sulfatase activity at the top 2 doses (Figure 5F), with a significant decrease in sulfatide deposits in the brain across all doses (Figure 5, G and H, and Supplemental Figure 9, C and D).

Taken together, these data demonstrate that, in *Arsa*-KO mice, AAV.GMU01-*ARSA*–mediated gene replacement is well tolerated and rectifies MLD-associated phenotypes, validating our therapeutic approach.

### ARSA protein cross-correction generates a large therapeutic footprint

As mentioned above, in certain tissues, we observed a discrepancy between sulfatase activity and sulfatide levels with a minimal increase in activity generating a larger than expected reduction in sulfatides. While the relative sensitivity of the 2 assays likely explains much of this discrepancy, in some tissues (hindbrain and spinal cord), very low vector exposure leads to robust sulfatide clearance. ARSA enzyme is naturally secreted into the extracellular matrix, where it is taken up by neighboring and distant cells via the mannose 6-phosphate receptor (50–52). Our data suggest that the recombinant human protein can leverage normal ARSA secretion and reuptake mechanisms facilitating enzyme spread to secondary, nontransduced cells, resulting in cross-correction in a broad range of cells (50–52), including oligodendrocytes (13, 53) and microglia (54), which are not efficiently transduced in vivo by AAV vectors.

To measure the extent of cross-correction, 13-month-old *Arsa*-KO mice underwent bilateral ICV injections of AAV.rh10-*ARSA* at a dose of 1.6e11 VGs per mouse. Three months after dose, consecutive 5 mm brain sections were processed for *ARSA* mRNA ISH and ARSA protein IHC (Figure 5I), imaged, and registered, and the ratio of cells containing ARSA protein to cells containing the VG was determined (Figure 5J). We observed robust ARSA protein biodistribution throughout the brain, with more than 84% of brain by area showing evidence of cross-correction (Figure 5J and Supplemental Figure 10). In neonatal *Arsa*-KO mice dosed bilaterally (ICV) at P0 with AAV.GMU01-*ARSA* at 3.3e11 VG/g brain weight, we performed an immunofluorescence codetection assay to evaluate cross-correction. These animals demonstrated a robust increase in sulfatase activity and a concomitant decrease in sulfatide deposits in the brain (Figure 5, B–D, and Supplemental Figure 9, A and B). Additionally, cross-correction was evident in neurons, astrocytes, and microglia (Supplemental Figure 11), highlighting the widespread therapeutic potential of the vector.

### AAV.GMU01-ARSA treatment is well tolerated in NHPs and results in widespread ARSA expression in CNS

To validate our therapeutic approach in a large-animal model, we examined the biodistribution and tolerability of AAV.GMU01-*ARSA* in a NHP model. AAV.GMU01-*ARSA* was delivered via ICM infusion to 2- to 3-year-old cynomolgus NHPs at 4 doses ranging from 7.5e11 to 2.5e13 VGs/animal (study design in Supplemental Table 6). Neurological and behavioral tests were performed before dose, 7 days after dose, and at necropsy (day 35). Tissue, CSF, and plasma were collected for analysis of VGs, *ARSA* mRNA, and ARSA protein. A dose-dependent increase in AAV.GMU01-*ARSA* vector biodistribution was observed throughout the brain (Figure 6A) and gray and white matter punches collected from 19 and 7 brain regions, respectively (Figure 6B). This correlated with dose-dependent increases in *ARSA* mRNA (Figure 6, C and D) and protein levels (Figure 6, E–G) at the 7.5e12 and 2.5e13 VG/animal doses. Additionally, uniform, dose-dependent vector biodistribution (Supplemental Figure 12A) and ARSA expression (Supplemental Figure 12B) were observed in DRGs and spinal cord along the rostral-caudal axis. We also noted a dose-dependent increase in vector biodistribution in liver, spleen, and cervical lymph nodes (Supplemental Figure 12C).

Clinical signs (functional or behavioral deficits) were absent in NHPs at 1 or 5 weeks (necropsy) after dose in either dosing group (Supplemental Table 7). ICM infusion led to an increase in CSF Nf-L levels, which was more pronounced in the AAV.GMU01-*ARSA*–treated animals; the increase was not dose dependent (Figure 7A). No significant change in plasma cytokine concentrations was observed at any dose (Figure 7B and Supplemental Figure 13), and IFN-γ enzyme-linked immunosorbent spot indicated the absence of cell-mediated immune responses to either the GMU01 capsid or ARSA protein at all doses (Figure 7C). Subclinical microscopy findings were observed in the brain, DRG, spinal cord, and peripheral nerves (Figure 7, D–G, and Supplemental Figure 14), including scant degenerate neurons surrounded by gliosis present in the cortex, cerebellar Purkinje cells, and rarely in the thalamus (Figure 7D and Supplemental Figure 14A). Neuronal degeneration in the spinal cord consisted of nerve fiber degeneration, while in peripheral nerves, degeneration phenotype of the sciatic, femoral, and radial nerves was also observed (Figure 7E and Supplemental Figure 14, B and C). Neuronal degeneration in the DRG was noted at all test article doses (Figure 7F and Supplemental Figure 14, D and E). No test article–related findings were observed in visceral organs (heart, liver, gallbladder, spleen, pancreas, adrenal gland, lung, bone, sternum/marrow, ovary, duodenum, testis, epididymis, thymus, eye, uterus with cervix, and kidney) at any dose (Supplemental Figure 14F).

In conclusion, single administration of AAV.GMU01-*ARSA* by direct ICM injection results in widespread ARSA expression in CNS and is well tolerated in cynomolgus monkeys.

### AAV.GMU01-ARSA treatment results in potentially therapeutic levels of ARSA expression

Diminished ARSA function without clinical symptoms, referred to as ARSA pseudodeficiency, is present in approximately 1% to 2% of the global population (55, 56). Genetic and phenotypic comparisons indicate that individuals with ARSA enzyme levels between 5% and 20% of normal are largely asymptomatic (14, 57–61). To investigate the potential for AAV.GMU01-*ARSA* treatment to achieve therapeutic ARSA levels, we measured postmortem ARSA protein in the brains (12 brain regions) of 7 healthy human donors aged between 3 and 8 years old. Human brain regions from the 7 age-matched donors showed an average of 1.9 fmol ARSA protein per 100 μg total protein (Figure 8A). In comparison, brain-wide mean human ARSA protein levels in NHPs were 2.5 fmol (7.5e12 VG/NHP) and 20.4 fmol (2.5e13 VG/NHP) per 100 μg total protein (Figure 6E). This corresponded to 1.2- and 8.1-fold higher ARSA protein levels than in the human samples (Figure 8B). Within-sample comparisons of human ARSA and endogenous cynomolgus ARSA (cynoARSA) protein levels across 19 brain regions indicated that human ARSA protein levels were approximately 63% and 546% higher than the endogenous cynoARSA (Figure 8C) at the 7.5e12 and 2.5e13 VG/NHP doses, respectively.

We conclude that AAV.GMU01-*ARSA* treatment in NHPs results in clinically promising ARSA protein expression in the CNS.

## Discussion

AAV vector gene therapy represents a promising approach for treating genetic diseases due to its ability to deliver sustained transgene expression, particularly within the CNS. Early evidence supporting the potential efficacy of ARSA replacement therapy in MLD emerged from studies in mouse models, where high doses of i.v. administered recombinant ARSA were shown to decrease sulfatide levels (62). However, enzyme replacement therapy (ERT) has demonstrated limited success in patients, primarily due to its inability to effectively cross the blood–brain barrier (63). Lentiviral hematopoietic stem cell gene therapy (HSC-GT) has shown considerable efficacy in early-stage MLD, offering a continuous source of ARSA production. However, this approach is associated with substantial risks stemming from the myeloablative conditioning required for transplantation (22). In contrast, AAV-mediated ARSA replacement therapy addresses these limitations by providing a safer, minimally invasive alternative. Preclinical studies across cellular, small-animal, and NHP models have demonstrated the efficacy and safety of AAV-mediated ARSA delivery (62, 64–68).

The ability of AAV vectors to facilitate stable and sustained ARSA expression from a single administration promises long-term therapeutic benefits without the need for repeated treatments. This approach eliminates the peak-to-trough fluctuations in enzyme activity observed with ERT while circumventing the procedural risks associated with HSC-GT. Consequently, AAV-mediated ARSA replacement offers a robust and practical strategy for addressing the neurological and systemic manifestations of MLD.

### Advantages of AAV.GMU01 for ARSA delivery.

AAV.rh10-mediated gene replacement alleviated many long-term MLD-associated phenotypes in a mouse model of MLD (33–35) but failed to demonstrate efficacy in the clinic despite long-lasting restoration of ARSA activity in the CSF (ClinicalTrials.gov NCT01801709) (69). This failure has been attributed to the inability of intracerebral delivery to achieve sufficient and widespread ARSA expression across the brain regions impacted by MLD (70). While well tolerated in NHPs, the practicality and tolerability of multiple intracerebral injections in patients with extensive white matter disease remain uncertain.

To overcome these limitations, AAV.GMU01 was specifically selected for its enhanced brain penetration, broad CNS biodistribution, and robust transgene expression in NHPs following a minimally invasive ICM delivery. This approach enables targeted expression of ARSA in affected brain regions, achieving near-normal levels of ARSA activity without the need for direct intracerebral administration, which may be poorly tolerated in pediatric MLD patients. While historically considered a higher-risk procedure, recent advances in image-guided techniques and catheter design have improved the safety and feasibility of ICM delivery, particularly in pediatric settings. The clinical feasibility of ICM delivery is further supported by its use in ongoing trials for similar CNS conditions, including phase 3 trials for GM1 gangliosidosis (ClinicalTrials.gov NCT04273269) and MPS type II (ClinicalTrials.gov NCT03566043) in young children. Early-phase trials in adults with CNS disorders such as frontotemporal dementia (ClinicalTrials.gov NCT04747431 and NCT04408625), Parkinson’s disease (ClinicalTrials.gov NCT04127578), MPS type I (ClinicalTrials.gov NCT03580083), and Gaucher type II (ClinicalTrials.gov NCT04411654) also demonstrate its broad applicability. Nevertheless, ICM delivery still requires specialized expertise and clinical infrastructure, and its procedural risks must be carefully considered in the clinical context. Ongoing clinical studies will be instrumental in further defining its safety profile across patient populations.

Importantly, intrathecal administration of AAV.GMU01 in NHPs resulted in lower vector exposure across the brain compared with AAV.rh10, while achieving superior biodistribution and transgene expression. This enhanced efficiency supports the potential for dose reduction, mitigating AAV-associated toxicity without compromising therapeutic efficacy. These attributes position AAV.GMU01 as a promising capsid for addressing the limitations of previous approaches and advancing ARSA gene replacement therapy for MLD.

### Preclinical validation in mouse and NHP models.

To evaluate the therapeutic potential of AAV.GMU01-*ARSA*, we conducted comprehensive pharmacology and efficacy studies in both mouse and NHP models. In mice, 4 studies were designed to model therapeutic intervention at various stages of neuropathological progression, reflecting presymptomatic and early-symptomatic MLD patients. Pharmacology studies in neonatal mice corresponded to the developmental age of the youngest intended patient population.

In the absence of ARSA activity, *Arsa*-KO mice exhibited progressive sulfatide accumulation in the CNS and visceral organs, gliosis, microglial activation, and histopathological abnormalities, including degeneration and vacuolation in brain parenchyma. Auditory dysfunction, a hallmark of MLD, was also present in these models. Treatment with AAV.GMU01-*ARSA* restored ARSA activity to WT levels in various tissues, normalizing sulfatide levels, reducing neuroinflammatory markers, and reversing hearing impairment. Longitudinal studies demonstrated consistent ARSA-mediated sulfatase activity and sustained sulfatide reduction in the brain, spinal cord, CSF, and plasma. These findings support the applicability of CSF and plasma biomarkers for monitoring therapeutic efficacy.

Dose-ranging studies revealed robust increases in sulfatase activity and reductions in sulfatide deposits in neonatal and early-neuronopathic mice, supporting the therapeutic potential of this approach and informing dose selection for NHP studies. Notably, cross-correction extended the therapeutic reach of ARSA, with over 84% of the brain showing evidence of corrected cells, despite fewer than 10% being directly transduced. This process, mediated by uptake of extracellular enzyme via the cation-independent mannose-6-phosphate receptor (50–52), underscores the broad applicability of AAV.GMU01-*ARSA*.

Although bulk tissue assessments do not provide cell-specific resolution, our data suggest that AAV.GMU01 facilitates more productive transduction events compared with other capsids. This is consistent with prior studies, such as those by Goertsen et al., in which AAV.CAP-B10 achieved higher expression per cell despite lower cell transduction than AAV-PHP.eB, and AAV.CAP-B22 outperformed AAV.CAP-B10 in brain expression despite similar DNA exposure (71). Kondratov et al. reported discrepancies between VG exposure and mRNA expression in a 29-capsid AAV library for the NHP CNS, showing that AAV.2i8 achieved higher expression than AAV5 at lower vector exposure (71), highlighting capsid efficiency as a key factor in improving therapeutic outcomes while mitigating AAV-associated toxicity.

In NHP studies, AAV.GMU01-*ARSA* was delivered via ICM infusion at varying doses. Dose-dependent increases in vector biodistribution and human ARSA mRNA and protein levels were observed throughout the CNS. Remarkably, human ARSA protein levels in NHP brains exceeded 126% of endogenous levels measured in healthy human donors at 1e11 VG/g brain weight and over 800% at 3.3e11 VG/g brain weight. Such levels surpass those associated with ARSA pseudodeficiency, where individuals remain asymptomatic despite significantly reduced enzyme activity (14, 55–60). These findings suggest that even modest restoration of ARSA activity could have profound therapeutic effects in MLD patients, enabling effective treatment at lower doses.

The therapeutic potential of AAV.GMU01-*ARSA* was reinforced by its tolerability in NHPs. Although neuronal degeneration and mononuclear cell infiltrates were observed in some tissues, they were not associated with functional or behavioral deficits. Increased CSF Nf-L levels were detected after treatment but were not dose dependent, and no significant changes in plasma cytokine levels or cell-mediated immune responses were observed. These results suggest a favorable safety profile for AAV.GMU01-ARSA.

### Challenges and limitations.

While these preclinical studies highlight the promise of AAV.GMU01-*ARSA*, several areas warrant further investigation. The lack of cell-specific resolution in transgene expression assessments underscores the need for future detailed studies on cellular tropism. Moreover, GLP toxicology studies using clinically representative materials are essential for advancing this therapy to human trials.

Gene therapy inherently results in a mosaic distribution, with only a subset of transduced cells producing WT or elevated levels of ARSA to compensate for nontransduced cells. This mosaicism highlights the challenge of replicating natural low-activity states, such as those seen in individuals with ARSA pseudodeficiency, through therapeutic interventions. This limitation likely contributes to the incomplete normalization of sulfatide metabolites observed in this study, despite restored ARSA activity. Additionally, differences in sulfatide metabolism dynamics between mice and humans may contribute to incomplete sulfatide clearance in preclinical models, even when sufficient enzyme activity is present.

Cross-correction, where ARSA is taken up by nontransduced cells, is a key mechanism of therapy but may vary in efficiency across cell types, necessitating broader transduction or higher enzyme activity to achieve complete correction. Moreover, disease kinetics and specific metabolic demands in mouse models may not fully replicate human pathology. For example, murine ARSA exhibits approximately 3.5 times higher activity than human ARSA (72), potentially influencing the therapeutic response. Understanding the interplay between enzyme distribution, activity thresholds, and tissue-specific requirements will be essential for optimizing future therapeutic strategies.

Nf-L serves as a sensitive biomarker for neuronal injury, neurodegeneration, and therapeutic efficacy in both preclinical and clinical settings. However, its interpretation in the context of AAV-based therapies is complex. Nf-L levels reflect neuronal damage or repair, which may lag behind metabolic changes, making it a delayed biomarker of disease progression or treatment response. In this study, Nf-L levels increased in both mouse and NHP models following AAV delivery, a phenomenon well documented in the field. It is important to note that AAV administration is often associated with transient Nf-L elevations, confounding its use as a biomarker of disease repair during the early posttreatment phase. For example, in NHPs treated with AVB-101 (AviadoBio), Nf-L levels increased after intrathalamic AAV delivery but returned to baseline in serum and approached baseline in CSF after 6 months. Similarly, in clinical trials of AMT-130 (uniQure), patients experienced Nf-L elevations after treatment that returned to near-baseline levels within 12–24 months, indicating a transient neuronal response to therapy. These observations highlight the need to interpret early Nf-L changes cautiously and to focus on long-term trends to assess therapeutic efficacy and safety accurately.

### Immune considerations.

Human ARSA shares 96% similarity with cynomolgus monkey ARSA, raising the possibility of cross-reactive immune responses even in WT animals. While this high level of similarity suggests that central tolerance could mitigate immunogenicity, it does not entirely eliminate the risk of an immune response to the human ARSA transgene. This highlights the complexity of interpreting immune responses across species and underscores the need for immune monitoring during preclinical and clinical development.

In addition, the cross-reactive immunologic material (CRIM) status is a critical factor in shaping treatment strategies for MLD. CRIM-negative individuals, who lack endogenous ARSA protein expression, may be at higher risk of developing an immune response to the ARSA transgene. However, comprehensive data on CRIM status in MLD patients are limited. This gap stems partly from the challenges of measuring ARSA protein levels and the reliance on standardized dried blood spot sulfatide and ARSA enzyme assays in newborn screening, which primarily aim to identify individuals at high risk of developing MLD rather than evaluate CRIM status. Existing data suggest that CRIM-negative patients may represent a small subset of the MLD population. A newborn screening study in Minnesota analyzing 100,000 blood spots identified 73 screen-positive samples, including 51 with pseudodeficiency variants (reduced but detectable ARSA protein), 20 heterozygous for pathogenic or unknown variants (reduced but detectable ARSA protein), and 2 homozygous for potentially pathogenic mutations (likely CRIM negative) (73). This suggests that approximately 2.73% of newborns at high risk of MLD lack ARSA protein. Similarly, among European MLD patients, 3 common ARSA mutations were identified, with only 1 allele (allele I) associated with immunologically undetectable ARSA. Approximately 6% of MLD patients are homozygous for this allele, suggesting that 94% of MLD patients retain immunologically detectable ARSA (74, 75). These findings indicate that CRIM-negative individuals likely represent a small proportion of the overall MLD population, which has implications for clinical adoption of gene replacement strategies like the one described in this study.

Finally, while NHP studies provide critical insights into biodistribution and transgene expression, they have limitations in predicting human immune responses. Clinical experience has revealed risks such as complement activation and thrombotic microangiopathy (76, 77). Additionally, T cell–mediated responses against AAV capsid or transgene-expressing cells have been observed in both clinical and preclinical settings, contributing to DRG pathology and sensory neuron degeneration (26, 78). As such, careful clinical monitoring and consideration of immunomodulatory strategies will be important as this approach advances toward human trials.

### Summary.

This study highlights the therapeutic potential of AAV.GMU01-*ARSA* gene replacement therapy for MLD. Preclinical findings demonstrate that AAV.GMU01-*ARSA* effectively addresses key MLD-associated phenotypes, including sulfatide level normalization, reduction of neuroinflammation, and restoration of functional deficits, while maintaining a favorable safety profile in both mouse and NHP models. Notably, a single administration of AAV.GMU01-*ARSA* via ICM delivery in NHPs was well tolerated, achieving human ARSA expression at potentially therapeutic levels. These results provide a robust foundation for progressing to large-animal toxicology assessments with clinically representative materials. However, translating these promising preclinical outcomes to clinical applications requires careful consideration. Variations in enzymatic activity, biodistribution, and disease progression between species highlight the need for rigorously designed clinical trials to validate the safety and efficacy of this therapy in patients. In conclusion, AAV.GMU01-ARSA offers considerable promise as a long-term, minimally invasive treatment for MLD, with the potential to transform patient outcomes and improve the lives of affected individuals and their families.

## Methods

### Sex as a biological variable

Both male and female animals were included in all in vivo studies unless otherwise stated. Experimental groups were balanced by sex when feasible, and data were analyzed to assess potential sex-based differences. No significant differences attributable to sex were observed in the key outcome measures; therefore, data from both sexes were pooled for analysis and presentation.

### Vector design

Three AAV constructs were used: (a) CBA-ARSA-WPRE-bGH, expressing human ARSA under a ubiquitous CBA promoter with WPRE and bGH poly(A) (4,397 nt); (b) CBA-nLuc-Flag-T2A-NLS-mCherry-bGH, coexpressing FLAG-tagged nLuc and mCherry (4,537 nt); and (c) CBA-eGFP-bGH, expressing eGFP (4,380 nt). All vectors were produced by transient transfection in HEK293 cells.

### Animal models and AAV administration

#### Rodent studies.

The model is listed (The Jackson Laboratory) as B6N.129P2(CBA)-Arsatm1Gie/J (ARSA^–/–^). Disruption of the Arsa gene results in the progressive accumulation of sulfatide species in visceral organs and the CNS, similar to the Gieselmann model (12, 77, 79). Gliosis and microglial activation were observed, with a notable auditory phenotype in line with the loss of neurons of the ventral cochlear nucleus, posterior part, and spiral ganglion, as seen in the Gieselmann model (12). Mice received ICV injections of AAV.GMU01-ARSA or formulation buffer at varying ages (neonatal and 2, 6, and 13 months) and doses (up to 3.3e11 VG/g brain). All animals used in this manuscript were bred and housed, and experiments performed at The Jackson Laboratory.

#### NHP studies.

Cynomolgus monkeys (2–3 years old, 2–3 kg) received AAV via lumbar intrathecal catheter, ICV, or ICM injections. In dosing studies, animals received 2.5 mL of vector (0.125 mL/min) with formulation buffer flush.

### Human tissue

Human tissue was acquired from the NIH NeuroBioBank at the University of Miami and the Sepulveda Research Corporation.

### Histopathology and IHC

Formalin-fixed NHP tissues were embedded in paraffin embedded and stained with H&E for pathology review. GFP immunohistochemistry was conducted on FFPE slides with antigen retrieval and DAB detection.

### Biochemical and molecular assays

Tissue homogenates were used for sulfatase activity (p-Nitrocatechol sulfate hydrolysis), nanoluciferase activity (Nano-Glo), total protein (bicinchoninic acid), and lipid extraction for sulfatide liquid chromatography–mass spectrometry (LC-MS). VG copies were quantified by digital PCR (dPCR). RNA was extracted and analyzed by reverse transcription-dPCR for ARSA, inflammatory markers, and lysosomal genes.

### Proteomics and imaging

LC-MS–quantified ARSA protein in rodent and NHP tissues using high-field asymmetric waveform ion mobility spectrometry parallel reaction monitoring with isotope-labeled peptides. FISH and IHC codetection assays were used to visualize WPRE RNA and transgene proteins alongside cell-type markers.

### Statistics

Various statistical tests were used in this work to analyze the data, as noted in the figure legends. We widely applied 1- and 2-way ANOVA, either with Tukey’s, Šidák’s, or Dunnett’s test, where appropriate. Correlation analysis was applied to assess the relationship between VG exposure and transgene expression or protein levels. All data in graphs are shown as the mean ± SEM.

### Study approval

All experiments were conducted in Association for Assessment and Accreditation of Laboratory Animal Care International accredited institutions. Animals were handled in accordance with the rules and regulations of the IACUC, in compliance with the Animal Welfare Act, and adhered to principles stated in the Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize pain and distress in these purpose-bred animals. Only purpose-bred naive cynomolgus NHPs were used in studies. NHPs were prescreened for AAV neutralizing antibodies, and seronegative animals were selected for the studies.

### Data availability

All data used to generate graphs are included in the Supporting Data Values file that accompanies this manuscript. The single-nucleus RNA sequencing data supporting the findings of this study are openly available in the Gene Expression Omnibus database under accession number GSE299162. Details of all assays and procedures are provided in the Supplemental Methods.

## Author contributions

SR, MG, and CM conceived the study. SR, JA, JB, LG, DG, YC, SA, QT, CO, BZ, and GG designed the methodology. JA, JB, MR, LG, DG, MH, YC, EW, SA, QT, RT, YL, JMH, DMD, EC, JGFA, AMR, SN, BN, DW, SCC, and MT performed the investigations. JA, JB, DG, SA, QT, JMH, JGFA, MT, and SCC curated the data. SR, JA, DG, SA, JMH, JGFA, BE, MT, GG, and SCC analyzed the data. SR, JA, SA, JMH, JGFA, BE, MT, and SCC contributed to data visualization. SR, MG, and CM supervised the study. SR, JA, and JB wrote the original draft. SR, MG, BE, and JMH reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
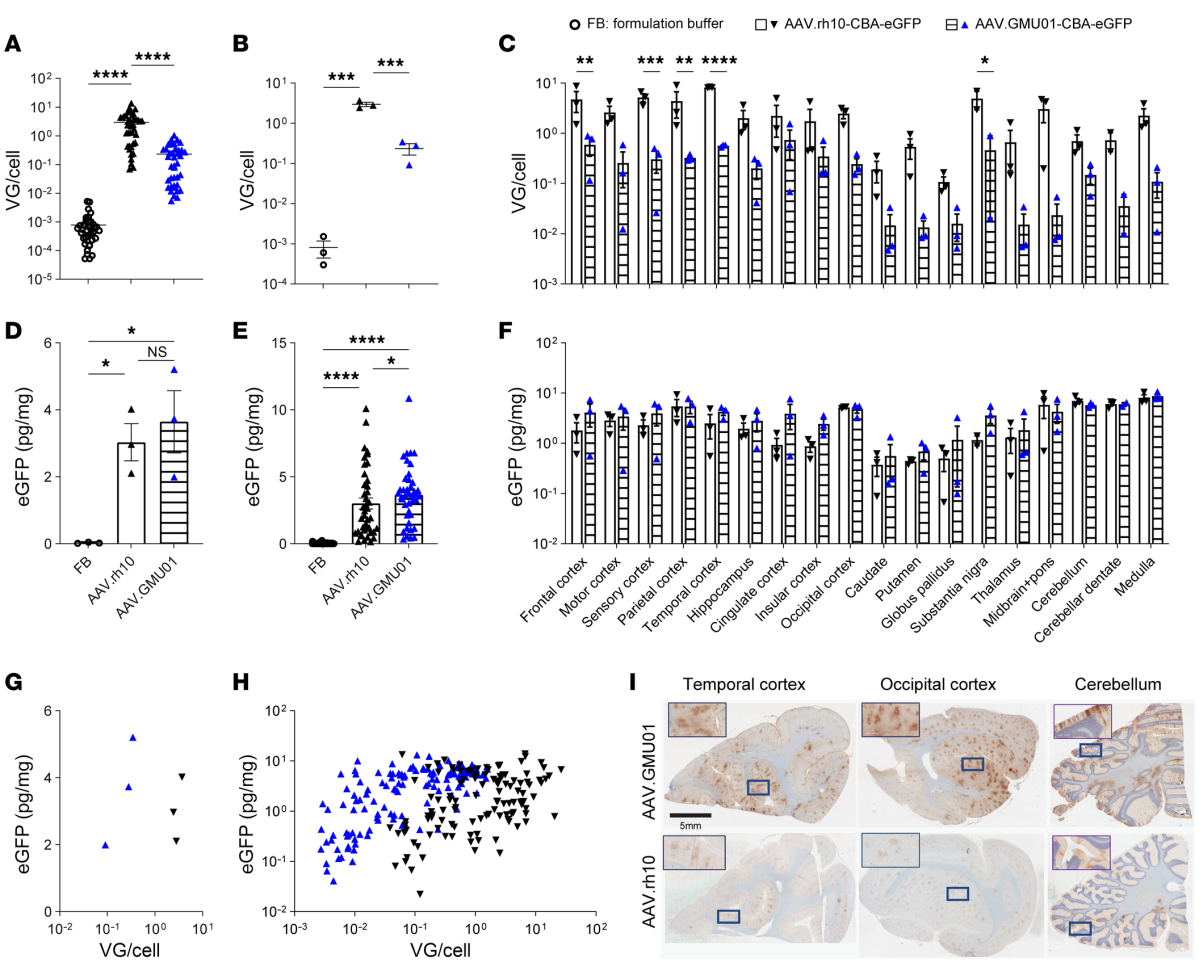
The engineered capsid AAV.GMU01 shows higher transgene expression in the brain of NHPs compared with AAV.rh10. Cynomolgus monkeys (male, Mauritius, 2 years old, 2–3 kg) seronegative for AAV.rh10 and AAV.GMU01 were dosed by intrathecal delivery at the cervical level 1–2 junction using a ported intrathecal catheter inserted at the lumbar region. Animals were dosed in the Trendelenburg position. One dose of AAV.GMU01 or rh10-CBA-eGFP was administrated at 2.75e13 VG/NHP (3.65e11 VG/g brain weight). At 16–29 days after dose, animals were euthanized. (**A**–**H**) Forty-one tissue biopsy punches from 19 different gray matter brain regions were taken. AAV VG copies (**A**–**C**) were measured in brain biopsy punches by bovine growth hormone-digital polymerase chain reaction and normalized to *TUBB1* gene intron to obtain VG copies per cell, presented by animal (**A**) or by punch (**B** and **C**). eGFP expression (**D**–**F**) in the same regions was measured by ELISA, presented by animal (**D**) or by punch (**E** and **F**). (**G** and **H**) Correlation of vector exposure to eGFP expression in brain, presented by animal (**G**) or by punch (**H**). (**I**) Representative images depicting distinct brain regions from AAV.GMU01- and AAV.rh10-treated NHPs stained for eGFP. Scale bar: 5 mm. Data are shown as the mean ± SEM. Two-way ANOVA with Tukey’s or Šidák’s (**B** and **D**) multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
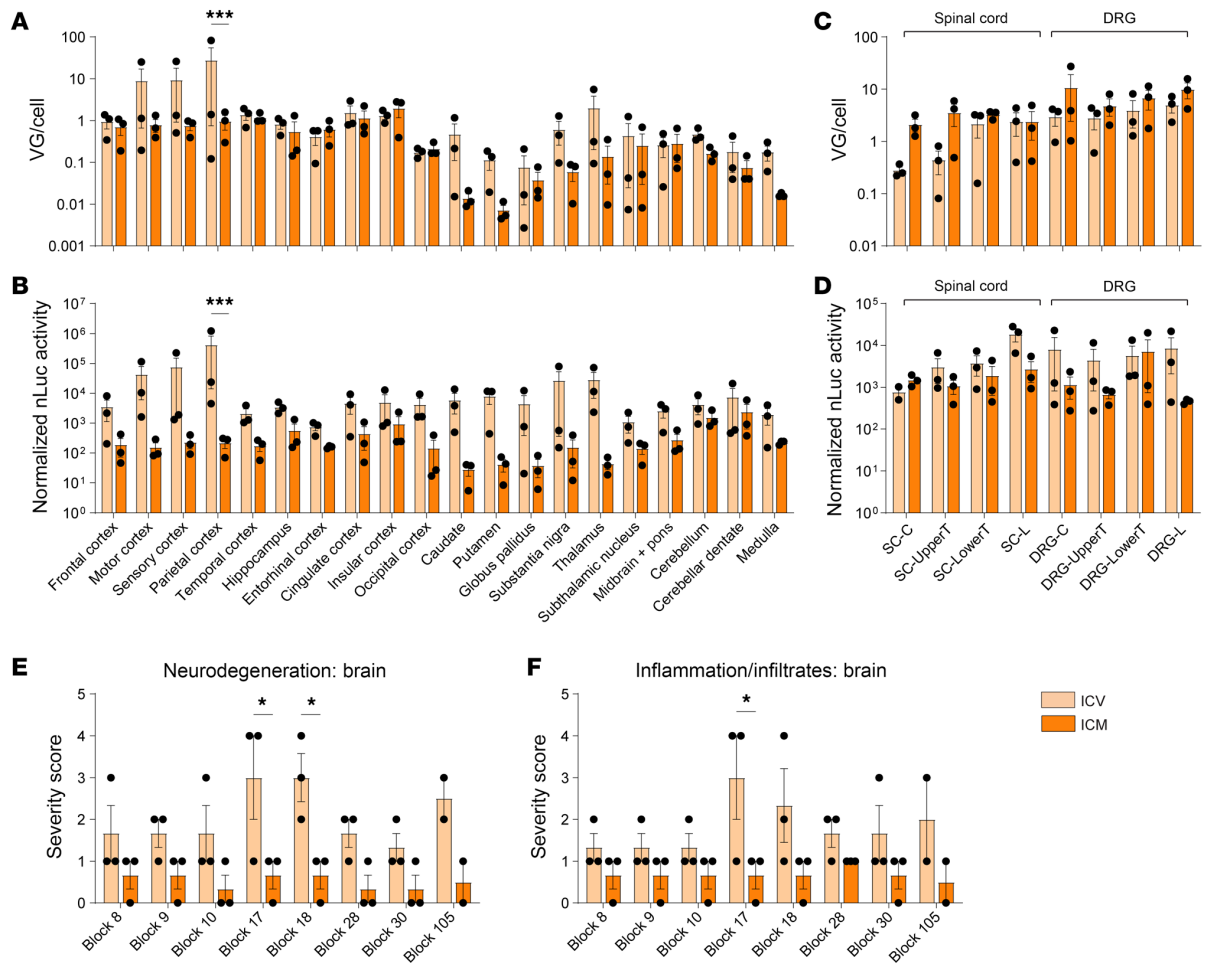
AAV.GMU01 shows widespread vector biodistribution and transgene activity throughout brain, spinal cord, and DRGs. Cynomolgus monkeys (male, Vietnam, 2–3 years old, 2–3 kg) seronegative for AAV.GMU01 were dosed with AAV.GMU01-CBA-nLuc-mCherry at 2.0e13 VG/NHP (2.75e11 VG/g brain weight) either by bilateral ICV injection or direct ICM. Four weeks after dose, animals were euthanized, and brain, spinal cord, and DRG tissues were flash-frozen. Tissue biopsy punches corresponding to the indicated brain regions and 4 spinal cord levels were assessed for VG exposure (**A** and **C**) by dPCR. nLuc activity (**B** and **D**) was assessed using the Nano-Glo luciferase assay and normalized to total protein measured by bicinchoninic acid assay. (**E** and **F**) Histopathological findings in brain, spinal cord, and DRG; each data point represents the maximum severity of findings scored on 1–2 sections per animal. Severity scores refer to findings graded as 0 = no findings, 1 = minimal, 2 = mild, 3 = moderate, 4 = marked, and 5 = severe. Block 8: frontal cortex, striatum; Block 9: insular cortex, temporal cortex; Block 10: motor cortex, striatum; Block 17: thalamus, insular cortex; Block 18: hippocampus, entorhinal cortex; Block 28: parietal cortex; Block 30: cerebellum, medulla, Block 105: midbrain, pons. Data are shown as the mean ± SEM; 1- and 2-way ANOVA with Šidák’s multiple-comparison test. *P < 0.05; ***P < 0.001.

**Figure 3:**
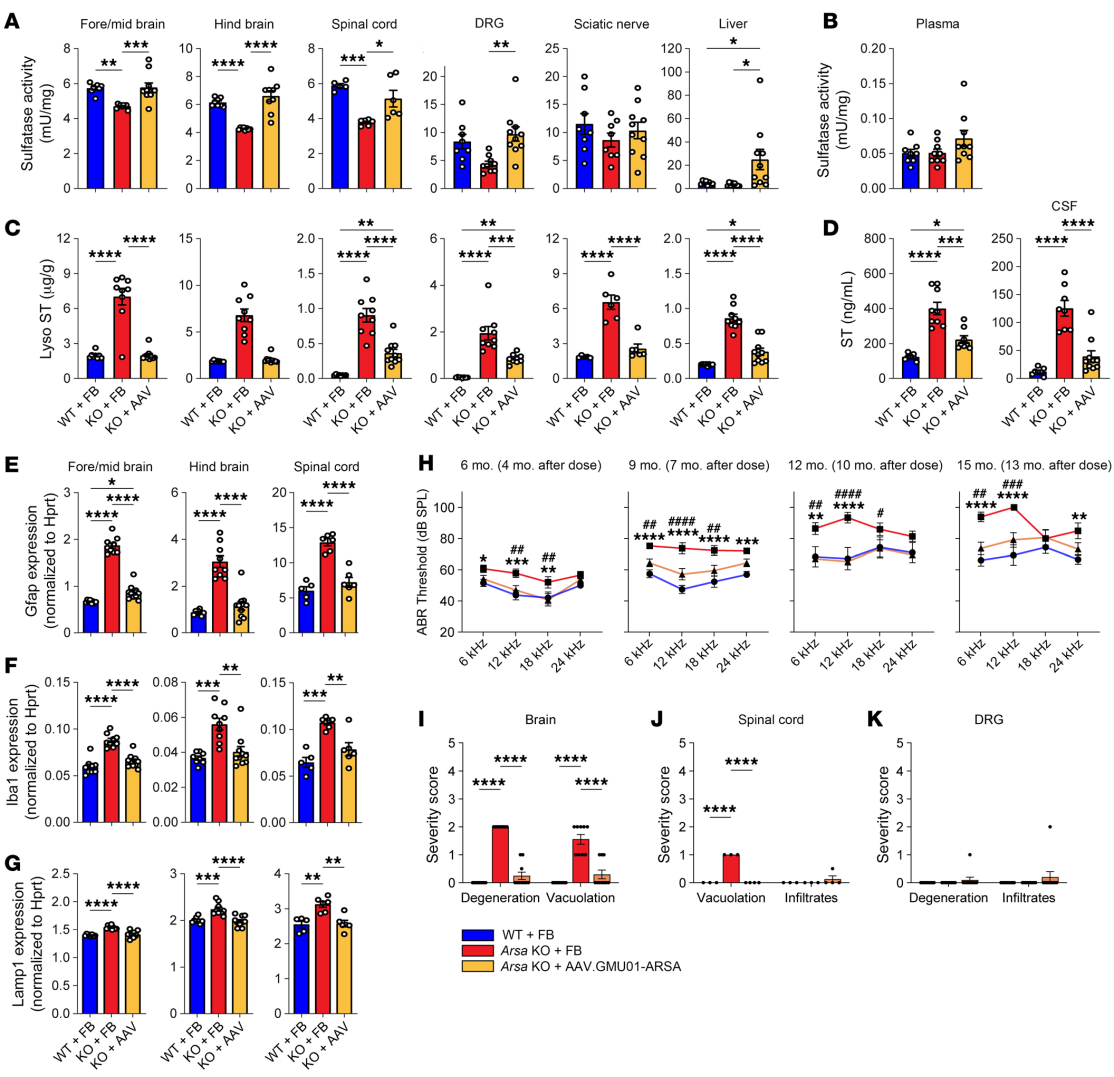
Phenotypic reversal in *Arsa*-KO mice treated with AAV.GMU01-*ARSA*. Pre-neuronopathic *Arsa*-KO mice and age-matched control animals were dosed with AAV.GMU01-*ARSA* at 1.6e11 VG/mouse (3.3e11 VG/g brain weight). Thirteen months after dose, *Arsa*-KO mice were euthanized, and brain, spinal cord, DRG, sciatic nerve, liver, plasma, and CSF samples were collected. (**A** and **B**) ARSA-mediated sulfatase activity was measured using the sulfatase activity assay; data normalized to total protein measured by bicinchoninic acid (BCA) assay. (**C** and **D**) Sulfatide levels were measured using liquid chromatography–mass spectrometry. Data normalized to tissue weight: converted from ng/mL (50 μL) to μg/g (ng ST/μg total protein for DRG and sciatic nerve). For fluids, data are presented as ng/mL (CSF). (**E**–**G**) RT-dPCR was performed to quantify *Gfap*, *Aif1* (gene for Iba1), and *Lamp1* levels, normalized to mouse *Hprt* gene. Each data point represents a single animal. Data are shown as the mean ± SEM; 1-way ANOVA with Tukey’s multiple-comparison test. (**H**) At 4, 7, 10, and 13 months after dose, ABR measurements were recorded via electrodes placed on the scalp of an anesthetized animal. Data are shown as the mean ± SEM; 2-way ANOVA with Tukey’s multiple-comparison test. ^#^denotes “KO+FB” versus “KO+AAV” group; *denotes “WT+FB” versus “KO+FB” group. (**I**–**K**) Histopathological findings in brain, spinal cord, and DRG; each data point represents the maximum severity of findings scored on 1–2 sections per animal. Severity scores refer to findings graded as 0 = no findings, 1 = minimal, 2 = mild, 3 = moderate, 4 = marked, and 5 = severe. Data are shown as the mean ± SEM. *^/#^*P* < 0.05; **^/##^*P* < 0.01; ***^/###^*P* < 0.001; ****^/####^*P* < 0.0001. FB, formulation buffer; ST, sulfatide.

**Figure 4:**
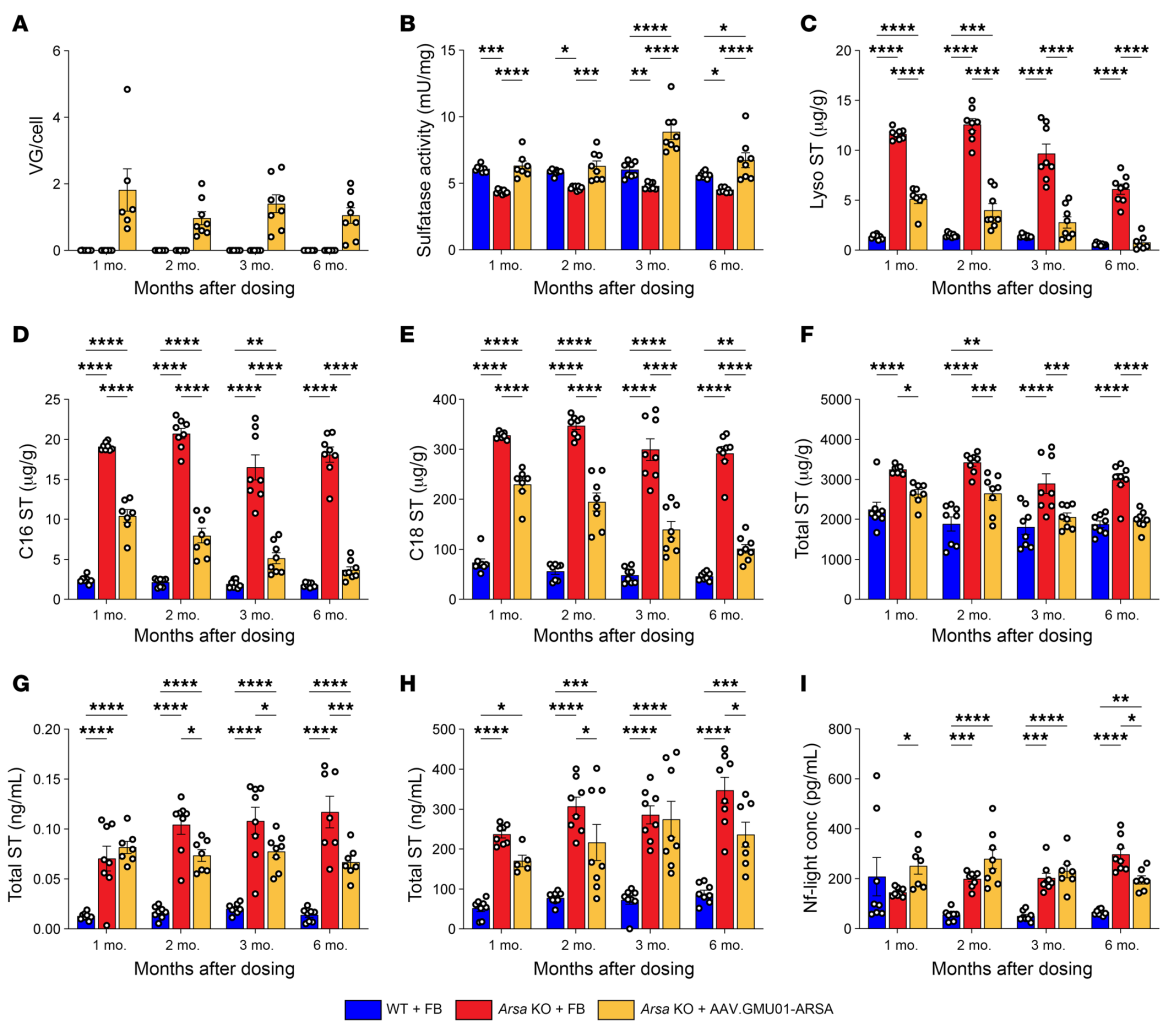
ARSA expression and function are persistent over time. Early-neuronopathic *Arsa*-KO mice (6 months at dosing) and age-matched control animals were dosed with AAV.GMU01-*ARSA* at 5e10 VG/mouse (1.0e11 VG/g brain weight). At 1, 2, 3, and 6 months after dose, *Arsa*-KO mice were euthanized and samples collected. (**A**–**F**) Brain (forebrain + midbrain) samples. (**A**) Vector exposure by bovine growth hormone-digital polymerase chain reaction normalized to the *Rab1a* gene (intronic region). (**B**) ARSA-mediated sulfatase activity was measured using the sulfatase activity assay kit, and data were normalized to total protein measured by bicinchoninic acid assay. (**C**) Lyso-ST, (**D**) C16-sulfatide isoform, (**E**) C18-sulfatide isoform, and (**F**) total sulfatide levels were measured using liquid chromatography–mass spectrometry. Data were normalized to tissue weight: converted from ng/mL (50 μL) to μg/g. Total sulfatide levels were also measured in (**G**) CSF and (**H**) plasma samples. (**I**) Plasma samples were collected at necropsy and assayed using the Simoa platform (Quanterix) to quantify Nf-L. Data are shown as the mean ± SEM. Two-way ANOVA with Tukey’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. FB, formulation buffer; ST, sulfatide.

**Figure 5:**
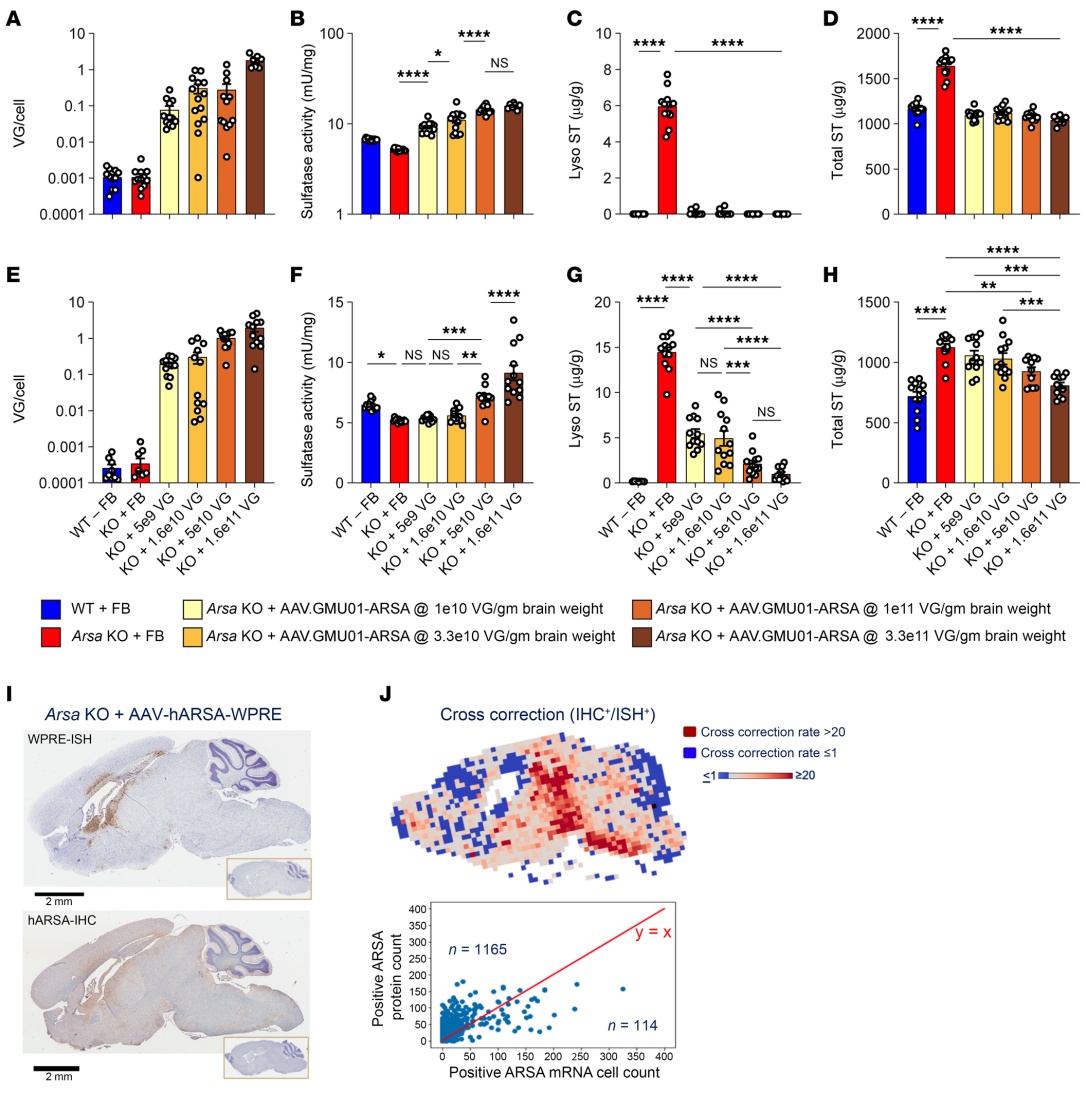
AAV-*ARSA* treatment results in dose-dependent sulfatide clearance in *Arsa*-KO mice with evidence of robust cross-correction. (**A**–**H**) Brain (forebrain + midbrain) samples. (**A**–**D**) Neonatal *Arsa*-KO mice (P0 at dosing) and age-matched control animals were dosed with AAV.GMU01-*ARSA* at noted doses. Six months after dose, mice were euthanized and samples collected. (**A**) Vector exposure by bovine growth hormone-digital polymerase chain reaction (bGH-dPCR) normalized to the *Rab1a* gene (intronic region). (**B**) ARSA-mediated sulfatase activity was measured using the sulfatase activity assay kit and data normalized to total protein measured by bicinchoninic acid (BCA) assay. (**C**) Lyso-ST and (**D**) total sulfatide levels were measured using liquid chromatography–mass spectrometry (LC-MS). Data normalized to tissue weight: converted from ng/mL (50 μL) to μg/g. (**E**–**H**) Early-neuronopathic *Arsa*-KO mice (6 months at dosing) and age-matched control animals were dosed with AAV.GMU01-*ARSA* at noted doses. Three months after dose, mice were euthanized and samples collected. gm, gram. (**E**) Vector exposure by bGH-dPCR normalized to the *Rab1a* gene (intronic region). (**F**) ARSA-mediated sulfatase activity was measured using the sulfatase activity assay kit and data normalized to total protein measured by BCA assay. (**G**) Lyso-ST and (**H**) total sulfatide levels were measured using LC-MS. Data normalized to tissue weight: converted from ng/mL (50 μL) to μg/g. Data are shown as the mean ± SEM. Two-way ANOVA with Tukey’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. FB, formulation buffer; ST, sulfatide. (**I** and **J**) AAV.rh10-ARSA-WPRE–treated *Arsa*-KO mice showing evidence of ARSA protein cross-correction. Late-stage (13 month) *Arsa*-KO mice were dosed with AAV.rh10-CBA-ARSA-WPRE. Three months after dose, ARSA mRNA ISH and ARSA protein IHC were performed on matched sagittal brain hemisections. The sections were imaged and analyzed for signal overlay. (**I**) Representative sections from mouse brain stained for *ARSA* mRNA (ISH) and ARSA protein (IHC) with DAPI staining for nuclei (inset: staining from buffer-treated *Arsa*-KO mice). Scale bars: 2 mm. (**J**) Cross-correction factor (ratio of IHC^+^ cells to ISH^+^ cells) is represented as a heatmap with highly cross-corrected tiles shown in shades of red. ISH+ cell count versus IHC^+^ cell count from each tile is plotted as a scatterplot with *y* = *x* line shown in red. Tiles above the *y* = *x* line indicate cross-corrected cells.

**Figure 6:**
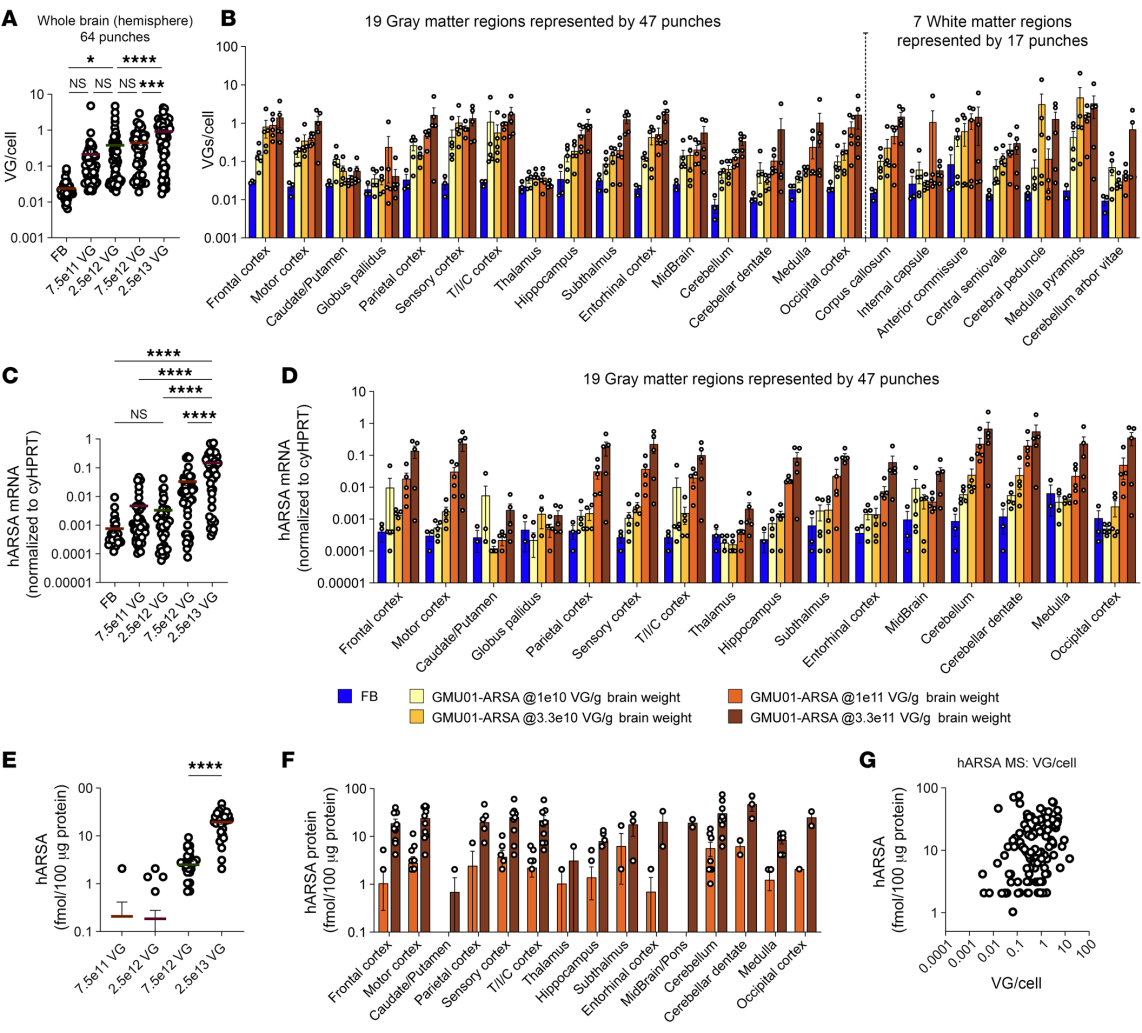
Widespread dose-dependent vector biodistribution and ARSA expression in NHP brain. Purpose-bred, naive, male/female cynomolgus (Cambodia 2 to 3 years old, 2.6 to 3.1 kg) NHPs seronegative for AAV.GMU01 neutralizing antibodies were dosed by single direct ICM infusion. Animals received a single 2.5 mL infusion of AAV.GMU01-*ARSA* at 0.125 mL/min, followed by a 250 μL flush with formulation buffer. Five weeks after dose, the animals were euthanized, and samples were assessed. (**A** and **B**) Vector biodistribution (digital PCR [dPCR]) normalized to the *TUBB1* gene intron. Each data point represents VG/cell exposure for that tissue punch, either (**A**) averaged across all NHPs in that group or (**B**) presented by individual brain regions. (**C** and **D**) *ARSA* mRNA (RT-dPCR) normalized to endogenous *HPRT* gene. Each data point represents normalized ARSA expression in that tissue punch, either (**C**) averaged across all NHPs in that group or (**D**) presented by individual brain regions. (**E** and **F**) Human ARSA protein expression (liquid chromatography–mass spectrometry). Each data point represents the amount of human ARSA in that tissue punch, averaged across 3 animals in that group, either presented as an (**E**) average across all NHPs in that group or (**F**) presented per individual brain region. Data below lower limit of quantitation have been excluded. (**G**) Correlation of ARSA protein and VG/cell at 7.5e12 and 2.5e13 VG/NHP doses (*R*^2^ = 0.06 and 0.18, respectively). Samples represent 64 biopsy punches from brain representing 19 distinct gray matter regions and 7 distinct white matter regions. Data are shown as the mean ± SEM. Two-way ANOVA with Tukey’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. FB, formulation buffer; T/I/C cortex, temporal/insular/cingulate cortex.

**Figure 7:**
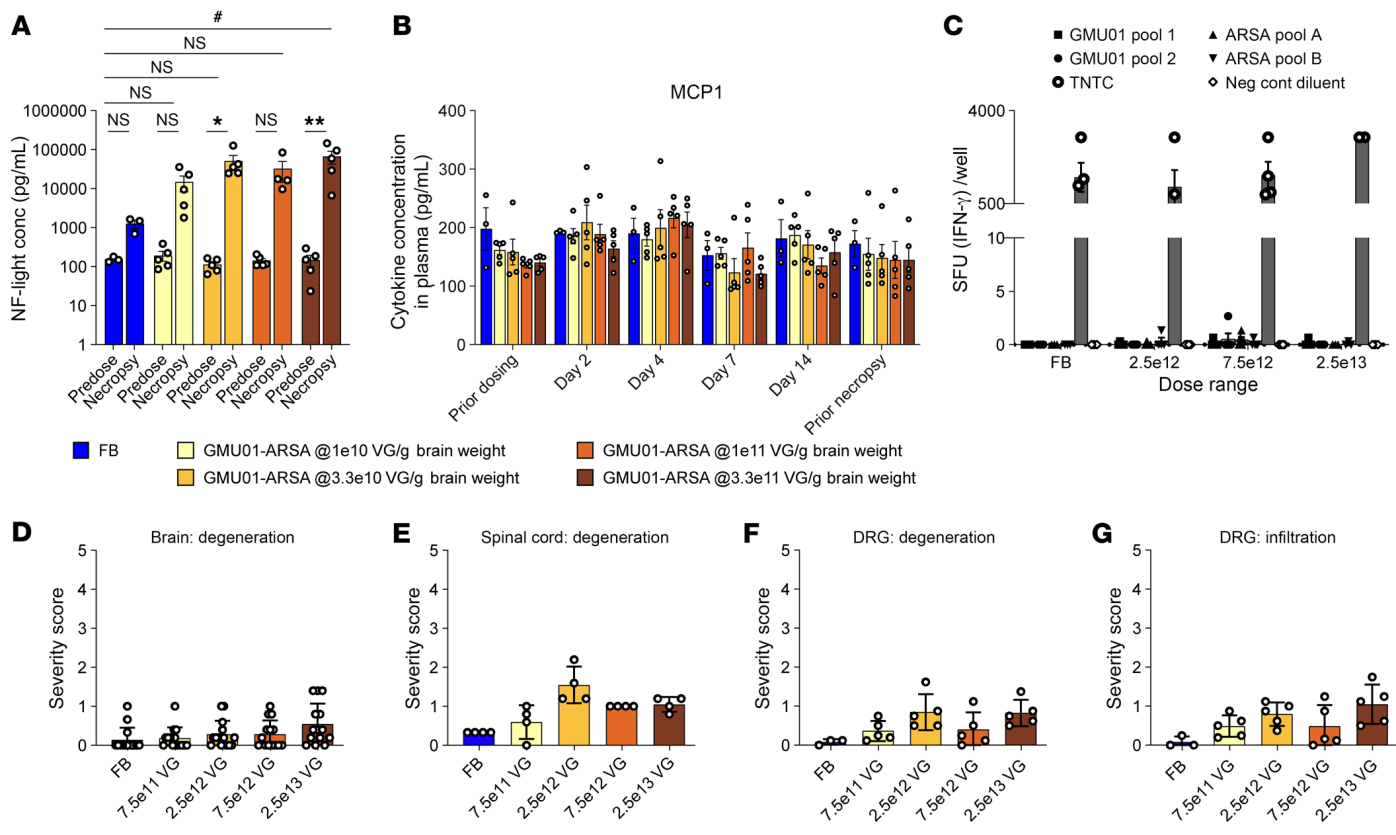
ICM infusion was well tolerated, resulted in expected Nf-L elevation, and did not trigger innate nor cell-mediated immune responses. (**A**) Predose and at necropsy, CSF was collected and analyzed for Nf-L levels by the Simoa platform (Quanterix). Each data point represents Nf-L levels per animal, averaged across all NHPs in that group. (**B**) Plasma was isolated predose at days 2, 4, 7, 14 after dose, and at necropsy. The Luminex assay was used to determine the concentration of MCP1 (graphed) and IL-1b, IL-1RA, IL-6, IL-10, IL12/23 (p40), IL-15, IL-18, IFN-γ, TNF-α, G-CSF, MCP-1, MIP-1b, GM-CSF, IL-2, IL-4, IL-5, IL-8, IL-13, and IL-17A (graphed in Supplemental Figure 13). Each data point represents cytokine concentration in that sample, averaged across all NHPs in that group. (**C**) PBMCs isolated from animals in the 1e11 and 3.3e11 VG/g brain weight dosing groups were subjected to IFN-γ enzyme-linked immunosorbent spot. (**D**–**F**) Histopathological findings in brain, spinal cord, and DRG; each data point represents the maximum severity of findings scored on 1–2 sections per animal. Severity scores refer to findings graded as 0 = no findings, 1 = minimal, 2 = mild, 3 = moderate, 4 = marked, and 5 = severe. Data are shown as the mean ± SEM; 2-way ANOVA with *Tukey’s and ^#^Dunnett’s multiple-comparison test.

**Figure 8:**
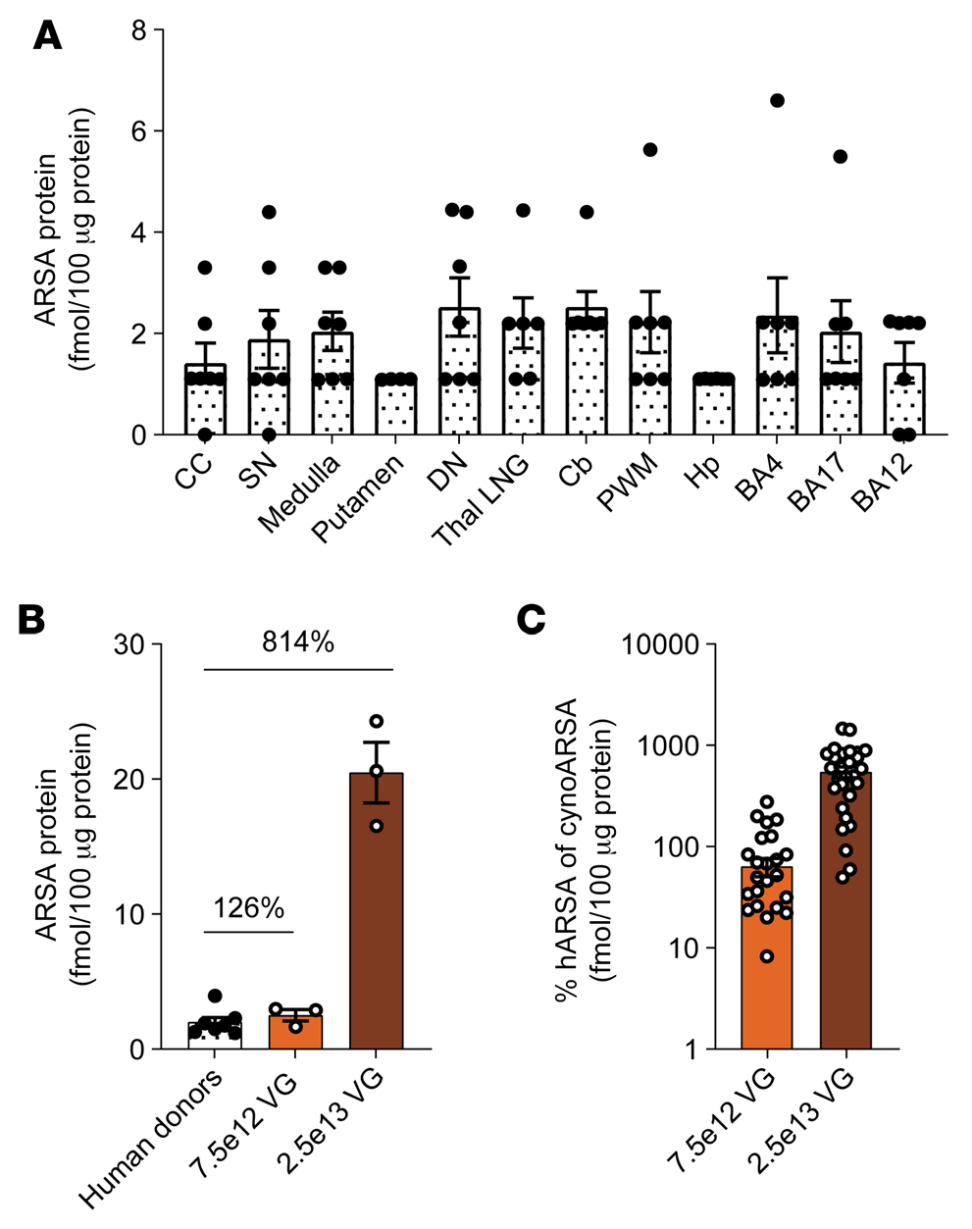
AAV.GMU01-*ARSA* effective doses are at potentially therapeutic levels. (**A**) Liquid chromatography–mass spectrometry (LC-MS) was performed to quantify human ARSA protein levels in 12 brain regions from 7 healthy 3- to 8-year-old organ donors. Human tissue was received from the NIH NeuroBioBank at the University of Miami and the Sepulveda Research Corporation. gm, gram. (**B**) LC-MS was performed to quantify human ARSA protein levels in 30 tissue biopsy punches collected from brain (gray matter) of NHPs in dose-ranging study. Mean ARSA protein in each group is presented. (**C**) LC-MS was performed to quantify both human and endogenous *Macaca fascicularis* cynoARSA protein levels. Each data point is represented as a ratio of human ARSA to cynomolgus cynoARSA protein in that tissue punch and averaged across 3 animals in that group. Data are shown as the mean ± SEM. CC, corpus callosum; SN, substantia nigra; DN, dentate nucleus; Thal LNG, lateral geniculate nucleus of the thalamus; Cb, cerebellum; PWM, periventricular white matter; Hp, hippocampus; BA, Brodmann area.

## Version 1 06/19/2025

In-Press Preview

## Version 2 08/15/2025

Electronic publication

# Supplementary material for: Cross-species efficacy of AAV-mediated ARSA replacement for metachromatic leukodystrophy
**Source:** J Clin Invest. 2025 Jun 19;135(16):e185001. doi: 10.1172/JCI185001
**Supplement:** Supplemental data

SUPPLEMENTARY METHODS

Vector design:

CBA-ARSA-WPRE-bGH: A 4397 nucleotide payload comprised of AAV2 Inverted Terminal Repeats (ITRs), a 1.7kb ubiquitous CBA promoter (CMV enhancer, chicken β -actin promoter, and a chicken β -actin/rabbit β -globin hybrid intron) expressing a functional copy of the human ARSA gene (ARSA), and having the bGH polyA and termination signal. The transgene also incorporates an engineered Woodchuck Hepatitis Virus Posttranscriptional Regulatory Element (WPRE) to enhance ARSA expression in transduced cells.

CBA-Nanoluciferase-Flag-T2A-NLS-mCherry-bGH: A 4537 nucleotide payload comprised of AAV2 ITRs, a 1.7kb CBA promoter expressing both a FLAG-tagged Nanoluciferase (Nluc) and mCherry separated by the T2A ribosomal skipping peptide from a common ORF sequence with the bGH polyA and termination signal.

CBA-eGFP-bGH: A 4380 nucleotide payload comprised of AAV2 ITRs, the CBA promoter expressing a eGFP ORF and having the bGH polyA and termination signal.

In vivo studies were performed utilizing material manufactured by transient transfection in adherent HEK293 cells.

ARSA knockout mouse model: The model used mirrors the Gieselmann model (48) and was commissioned by Sanofi through Regeneron in 2012. The model is listed (Jackson Labs) as B6N.129P2(CBA)-^{Arsatm1^{Gie}/J} (*ARSA*^{-/-}) and screened by “Loss of Native Allele (LOA) assay (77). 

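Arsa (ENSMUSG00000022620) encodes arylsulfatase A, the lysosomal enzyme that removes sulfate from sulfatide. In NCBIM37 the gene lies on the minus strand of chromosome 15 from 89302907 to 89307856, a span of 4950 bp. Its transcript ENSMUST00000165199 has 9 exons, of which 8 are coding, with 1518 coding bases. The sequence AAGCTT cut by HindIII occurs at 1 place in the gene, from 89305106 to 89305111. This site lies in exon 5 of the transcript, which is coding exon 4 and spans 89304971 to 89305140. The genotyping interval from 89305085 to 89305128 is 44 bp long, holds the HindIII site, and starts 12 bp after the 5′ end of this exon on the gene's strand. On that strand its sequence is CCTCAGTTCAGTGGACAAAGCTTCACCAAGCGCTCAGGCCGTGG, with a GC content of 59.1%. The 60 bp before it, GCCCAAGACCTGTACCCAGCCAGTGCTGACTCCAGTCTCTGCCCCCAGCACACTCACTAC, are the end of the intron and the first 12 bases of the exon. The 60 bp after it are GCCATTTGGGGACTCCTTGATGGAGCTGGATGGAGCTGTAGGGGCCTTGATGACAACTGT. The interval covers coding bases 688 to 731, in codons 230 to 244, and a loss of 44 bases leaves a remainder of 2 when divided by 3. The paper describes a cassette with a polyA that disrupts exon 4, so this remainder does not give the reading frame of the knockout.

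**Figure D1:**
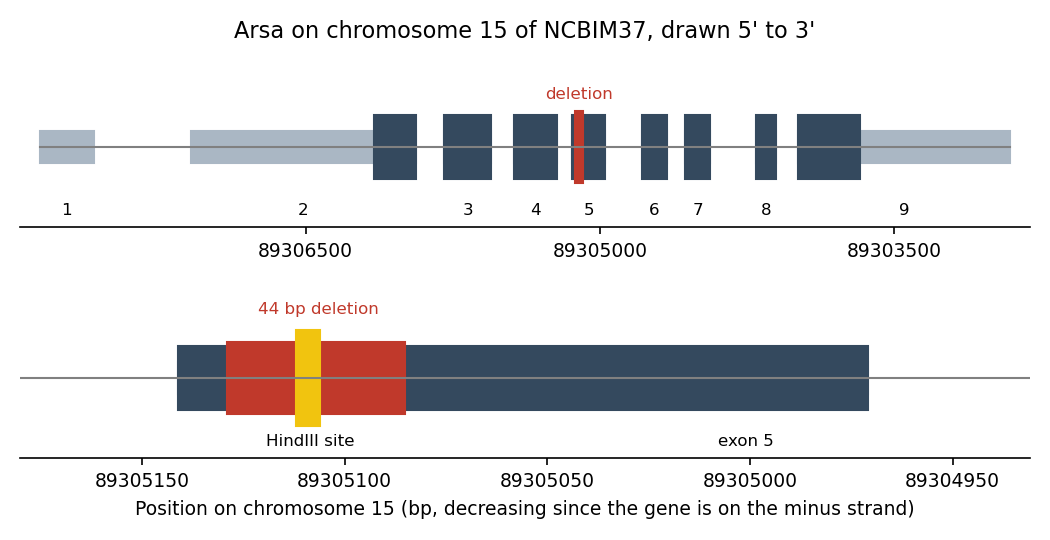
The Arsa gene on chromosome 15 of NCBIM37 with its exons, and an enlarged view of coding exon 4 with the 44 bp deletion of the knockout and the HindIII site, drawn to scale along genomic position (bp). The cassette inserted in the knockout is not drawn.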

The model was created through a disruption of *Arsa* Exon 4 near HindIII site (Genomic coordinates NCBIM37: chr15:89,302,907-89,307,855) with a loxP-hUBp-em7-Neo-polyA-loxP cassette in C57BL6 embryonic stem cell line, resulting in a positive clone (B-E9) with a Deletion of 44 bp for genotyping purposes NCBIM37:chr15:89,305,085-89,305,128. Disruption of the *Arsa* gene results in the progressive accumulation of sulfatide species in visceral organs, and the central nervous system, similar to the Gieselmann model (12, 78, 79). Gliosis and microglial activation is observed, with a notable auditory phenotype in line with the loss of neurons of the

ventral cochlear nucleus, posterior part, and spiral ganglion, as seen in the Gieselmann model (12, 80). Rodent study designs included in **Supplementary Tables 3-5**.

NHP Studies: For ICV injections, animals were anesthetized and placed in the integrated head fixation frame with the ClearPoint (ClearPoint Neuro) array base placed on the cranium. The targeted dosing regions and cannula trajectory were determined using MRI scans. Prior to surgery, approximately 1 mL of CSF was removed. Bilateral ICV injections were perfumed sequentially under MRI guidance using SmartFlow NGS-NC-05 cannula (ClearPoint Neuro). A total of 1 mL of AAV.GMU01-NLuc-mCherry was administered at 0.125 mL/min flow rate into each lateral ventricle. For direct cisterna magna (ICM) injection, animals were placed in Trendelenburg position throughout dosing and for up to 15 minutes following dosing completion. Prior to dosing, approximately 1 mL of CSF was removed. A 24-gauge needle was inserted into the cisterna magna under fluoroscopy guidance. Animals were infused with a total of 2.0 mL AAV.GMU01-NLuc-mCherry at 0.125 ml/min flow rate while under anesthesia; A flush volume of 0.250 mL formulation buffer was given at the end of the dosing and the needle was left in place for at least 1-3 minutes before removal. Following the procedure, veterinary care was given for recovery. NHP study designs included in **Supplementary Tables 1-2 and 6**.

NHP sample collection: At necropsy, animals were perfused with chilled PBS pH 7.4, and their brains were cut in a brain matrix into 4 mm coronal slices and hemisected. The left hemispheres were frozen on dry ice for biochemical analysis, while the right hemispheres were fixed in 10% neutral buffered formalin for 36-48 hours at room temperature before embedding in paraffin blocks for histopathology and immunohistochemistry analysis. The spinal cord and DRGs from 4 levels (cervical, upper thoracic, lower thoracic and lumbar), as well as peripheral tissues were collected as frozen and fixed samples. Tissue punches were collected using 3 mm biopsy punches from indicated brain regions on the frozen brain slices, as well as from 4 levels of spinal cords, DRGs and peripheral tissues. Paraffin tissue sections were stained for hematoxylin and eosin and submitted for histopathology analysis.

NHP Histopathology: Pathology evaluations were conducted by a board-certified veterinary pathologist at HistoWiz (Long Island City, NY) or StageBio (Mt Jackson, VA) on hematoxylin and eosin-stained slides. For each animal, eight key brain regions (cerebral cortex, basal ganglia,

thalamus, hippocampus, midbrain/pons, cerebellum, medulla and major white matter tracts), as well as spinal cord and DRGs from cervical, upper thoracic, lower thoracic and lumbar levels were examined for axon/neuron degeneration and/or inflammation/cell infiltration. A minimum of 8 DRGs (2 from each level) were evaluated. Microscopic findings were graded as 0 for absence of lesion, 1 for minimal, 2 for mild, 3 for moderate, 4 for marked, and 5 for severe.

NHP GFP Immunohistochemistry (IHC): For GFP IHC, antigen retrieval was performed on FFPE slides from brain using EDTA solution (pH.9.0) for 20 minutes at 90°C. After blocking with 3% hydrogen peroxide for 10 minutes and 5% horse serum for 45 minutes, the slides were incubated with GFP antibody (ThermoFisher A-11122) at 1:500 dilution for one hour at room temperature, followed by incubation with anti-rabbit HRP (Abcam ab6721) at 1:200 for one hour at room temperature. The color development for GFP signal was achieved by incubating slides in DAB solution (Thermofisher 34002) for 3 minutes at room temperature. Brightfield images were captured by an Aperio AT2 image scanner.

Tissue homogenization: Tissues were homogenized at 4C in cold TE buffer (10mM Tris pH7.4, 1mM EDTA) in 2mL tubes containing 1.4 mm ceramic beads using an Omni Beadruptor set for 20 second cycles 4.7 oscillation/sec. Following homogenization, aliquots were frozen at –80C until use.

Tissue solubilization for Sulfatase Activity: To homogenized tissue, Nonidet P-40 was added to 0.1% final concentration, allowed to solubilize at 4C for 1.5 hours on an orbital shaker, then centrifuged at 18,000 $\times g$ for 20 minutes. Supernatant was removed and transferred to fresh Eppendorf tube on ice prior to BCA and Sulfatase activity assays.

BCA Assay: Total protein concentration determined by BCA (bicinchoninic acid) assay (Thermo Scientific 23227) using 10ul supernatant diluted in water. Colorimetric detection of the cuprous cation (Cu^{1+}) by bicinchoninic acid (BCA) by absorbance at 562 nm. Molecular Devices SpectraMax 340PC-384 with SoftMax Pro version 5.4.4 software used to read 96 well microtiter plate.

Nanoluciferase activity: Crude tissue homogenates were assayed for nanoluciferase activity using the Nano-glo luciferase assay system (Promega) according to manufacturer's instructions.

Luminescence was read using the Cytation C10 and was normalized to total protein content as measured using the BCA assay.

Sulfatase Activity: Ten microliters of clarified supernatant was assayed for total sulfatase activity using sulfatase activity assay for hydrolyzed 4-Nitrocatechol (PNC) from 4-Nitrocatechol Sulfate (PNCS) substrate. (Abcam Ab204731). Activity determined by hydrolyzed 4-Nitrocatechol (PNC) of sample relative to PNC standard curve and read absorbance at 515 nm. Sulfatase activity reported as mU/mg (nmol/min/mg). Molecular Devices SpectraMax 340PC-384 with SoftMax Pro version 5.4.4 software used to read 96 well microtiter plate.

Lipid extraction: An aliquot of tissue homogenate (or fluid) was extracted with 20-100X extraction solution (5 mM Ammonium Formate, 0.2% Formic Acid in Acetonitrile:Methanol (70:30), supplemented with 10 ng/ml C17-sulfatide). After mixing vigorously for 10min, samples were sit for 5min and vortexed again quickly (30s). All samples were centrifuged at 8,400 rpm for 10 min at 4°C. An aliquot of the supernatant (200uL) was transferred into a deactivated Q-sert Vial for LC-MS analysis. Standard curve (linearity range 0.03-1000 ng/mL, 2x- serial dilutions) were prepared in the same extraction solution using sulfatides with C16, C18, C24 and C24:1 chain length (Matreya) and C18 2R-OH sulfatide and lyso-sulfatide (Avanti).

LC-MS analysis of Sulfatides: A Waters Acquity UPLC system (Milford, MA) was coupled to a Qtrap 6500 mass spectrometer system (Framingham, MA) equipped with a ESI source operated in negative ion mode with the following parameters: curtain gas 25.0; ionSpray voltage -4.5 kV; temperature 500°C; ion source gas: 50 and 70; declustering potential -80V; entrance potential -10V; collision energy -155V; and collision cell exit potential -15V. The sulfatide species were separated on a Waters Acquity UPLC BEH Amide (1.7 μ , 2.1 x 100 mm, P/N: 186004801). The autosampler and column oven were maintained at 10°C and 20°C, respectively. The mobile phase consisted of Solvent A: 5 mM Ammonium Formate in 95:5 of Acetonitrile:Water, and Solvent B: 5 mM Ammonium Formate in 90:10 Methanol:Water. The gradient program started at 0% B and hold for 2min, followed a linear curve from 0%B to 100% B. After 1 more min at 100% B, it re-equilibrated at 0%B. All sulfatide species are normalized to the internal standard of C17-sulfatide and calculated by the standard curve of the corresponding standard sulfatides.

GFP ELISA: Measurement of GFP protein was completed using the GFP SimpleStep ELISA® Kit from Abcam (ab171581). Samples homogenized in TE buffer as described above were diluted in complete cell extraction buffer as follows: grey matter 1:5, spinal cord 1:5, heart: 1:5, liver 1:20. Samples were read at 450nm on a SpectraMax plate reader (Molecular Devices) using Softmax software.

Genomic DNA (gDNA) isolation: DNA was isolated from 50ul tissue homogenate using QIAmp 96 DNA QIAcube HT kit (cat# 51331) on a Qiacube HT according to manufacturer's protocol "QIAamp® 96 DNA QIAcube® HT Handbook". DNA concentration then was measured via absorbance with NANODROP 8000 (Thermo Fisher Scientific).

Digital PCR: Vector genome copies were determined from extracted DNA by dPCR using the QIAcuity Eight digital PCR System (Qiagen, Inc.) gDNA was analyzed in a 12ul reaction volume. Probes for bGH (AAV) and an endogenous mouse or cynomologous reference gene (Integrated DNA Technologies, Inc.) were used to measure gene copy number and calculate vector genomes per cell (2X bGH copies divided by reference gene copies).

Total RNA isolation: An aliquot of TE tissue homogenate was used for RNA extraction from the QIAcube HT (Qiagen, Inc.) using the RNeasy 96 QIAcube HT kit (#74171) according to manufacturer's protocol "RNeasy 96 Qiacube HT Handbook" with on-plate DNase digestion, with noted QIAzol (Qiagen #79306) chloroform RNA extraction according to the QIAgen "QIAzol Handbook" steps 1-7 preceding and transferring the supernatant to the S-block for QIAcube HT RNA purification.

RT-dPCR : Isolated total RNA copies were reverse transcribed to cDNA (Qiagen One Step Advanced Probe kit, Qiagen #250132) and quantitated for copies/ul using the QIAcuity Eight digital PCR System (Qiagen, Inc.) utilizing specific qPCR primer and probe sets for *hARSA* (Integrated DNA Technologies, Inc.), gene normalizer (*Hprt*, mouse or cynomologous specific), inflammatory markers (*Gfap*, *Aif1*), and marker of lysosomal health (*Lamp1*). Total reaction volume is 12ul per well. The 8.5k 96 well nanoplate (Qiagen #250021) was placed into QIAcuity instrument and RT-dPCR performed using manufacture suggested cycling. RNA copies for each

target gene were analyzed automatically by the software. Target gene was then normalized to the housekeeping gene using the QIAcuity software suite.

Cross correction analysis: Adjacent 5 μ m FFPE sections were processed for either ARSA IHC and DAPI or *ARSA* ISH (against WPRE mRNA) and DAPI. Individual tiles were then stitched to obtain sagittal sections for both IHC and ISH images. These images were then registered globally with a transformation matrix (rotational and translational parameters) to align the IHC and ISH images. Individual tiles within the sagittal sections were then registered locally using DAPI to ensure good alignment between individual IHC and ISH tiles. In each tile, IHC positive cells and ISH positive cells were estimated by thresholding parameters empirically determined across the entire sagittal sections. In the case ISH, IHC positive cells had to have at least 20% overlap with a nuclei to be counted as a bonafide ISH signal. For IHC images, negative controls with no ARSA staining were used to determine thresholding parameters. Cross-correction factor which is the ratio of IHC positive cells to ISH positive cells was estimated for each tile and represented as a heat map.

ARSA LC-MS: Tissue homogenates from humans and non-human primates (NHPs) were processed for proteomic analyses using a stepwise protocol involving reduction, alkylation, and overnight digestion with Trypsin/Lys C. Sample handling was performed with the MINI 96 (Integra Biosciences) digital pipettor to enable high-throughput analysis. Digested peptides, spiked with synthetic heavy peptides labeled at the C-terminal R/K ($^{13}\text{C}^{15}\text{N}$), were clarified using EvoTip trap columns. These were connected online to an Evo 8 cm analytical column and separated using a preset 21-minute analytical gradient (60SPD) on the Evosep One nanoLC system. Absolute quantification of human and NHP ARSA proteins was attempted through an in-house multiplex LC-MS assay, leveraging high-field asymmetric waveform ion mobility spectrometry (FAIMS)-based gas-phase ion separation in high-resolution mode. Target peptide elution was empirically determined via chromatographic retention time (RT), and FAIMS-separated gas-phase ions were analyzed through parallel reaction monitoring (PRM).

For FAIMS-PRM, compensation voltages (CVs) for unique human and NHP peptides were optimized by ramping DC voltages from -50 CV to -30 CV to identify the optimal values for each peptide. While human brain homogenates followed a similar process, FAIMS was not

utilized for their analysis. MS1 data acquisition for all samples occurred at high resolution (240K), with tMS2 data acquired at 30K resolution. The accuracy and precision of the FAIMS-PRM assays were evaluated using a 12-point calibration curve with linear ranges of 0.02–50 fmol/μL for the human-unique peptide (QSLFFYPSYPDEV R) and 0.1–25 fmol/μL for the NHP-unique peptide (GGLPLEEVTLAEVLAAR). Quality controls (QCs) at low, medium, and high levels were prepared by spiking surrogate peptides into a pooled matrix. The ratio of endogenous to surrogate peptides was obtained from Skyline, with ARSA expression values calculated using a single-point calibration method:

$$C_{ARSA} \text{ (fmol/}\mu\text{L or nM)} = [(I) \times T_{Vd}] \div B_{Vd}$$

R= L/H; L= endogenous and H= surrogate (heavy)

S_O= spike (H) on-column (fmol)

V_{d0}= digests volume (on-column)

T_{Vd} (μL) = total volume (μL) of starting materials

BV_d (μL) = Total volume (μL) of brain homogenate (undigested) provided

To ensure precision and reproducibility, we achieved sub-nM quantification using a cutting-edge mass spectrometry platform, the Thermo Exploris 480 integrated with FAIMS and the Evosep nanoLC system. Isotope-labeled and unlabeled peptides for human-specific, NHP-specific, and shared peptide sequences were synthesized for calibration and QC. The human-unique peptide (QSLFFYPSYPDEV R) demonstrated a linear range of 0.02–50 fmol/μL, with a limit of quantification (LOQ) of 0.02 fmol/μL, while the NHP-unique peptide (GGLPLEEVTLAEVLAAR) exhibited a linear range of 0.1–25 fmol/μL and an LOQ of 0.1 fmol/μL. QC thresholds for high, medium, and low levels were defined as 5, 2.5, and 0.25 fmol/μL, respectively.

Sensitivity was validated through linear dynamic range and LOQ determination, with QC data consistently maintaining standard deviations within 10% for the human peptide and 17% for the NHP peptide, adhering to the FDA acceptability criteria of ±20%. These results highlight the assay's reliability, enabling accurate quantification of peptides at sub-nM concentrations and reinforcing its clinical relevance.

ELISpot procedure

- ***PBMC culture and immune stimulus:*** Frozen PBMCs were thawed at 37°C for 10 minutes and diluted in RMI-1640 medium containing 10% heat inactivated-FBS. Cells were plated at 100ul/well, in triplicate, to precoated 96 well ELISPOT plates purchased with anti-hIFN-gamma Single-Color ELISPOT kit (ImmunoSpot) for human (will cross react with NHP).
- ***Peptide Library and Control Preparations:*** Peptide libraries for the AAV.GMU01 capsid, and the hARSA gene product were generated by Mimotope and consisted of 15mer peptides spaced every 3 amino acids of the sequence. Each individual peptide was prepared in 80% DMSO at 50mg/ml.
- ***Positive Control Preparations:*** Ionomycin calcium salt from Streptomyces conglobatus [Sigma Aldrich I3909] and PMA [Phorbol-12-myristate-13-acetate – Calbiochem #5005820001] was used as positive controls. Stocks were prepared in DMSO and diluted in RMI-1640 medium to 4uM Ionomycin/100nM PMA
- ***ImmunoSpot hIFN g:*** Single-Color ELISPOT kit protocol was followed for staining and detection, as described by manufacturer. Plates were then imaged and counted on the C.T.L ImmunoSpot S6 Universal M2 analyzer with ImmunoSpot 7.0.28.4 Analyzer Professional DC; Immunospot 7.

Cytokine panel: Quantification of pro-inflammatory cytokines (IL-1 β , IL-1RA, IL-6, IL-10, IL-12/23 (p40), IL-15, IL-18, IFN- γ , TNF α , G-CSF, MCP-1, MIP-1 β , GM-CSF, IL-2, IL-4, IL-5, IL-8, IL-13 and IL-17A) in plasma was performed by Charles River using the standardized Luminex Assay.

NfL assessment: NF-L protein level was measured using Simoa NF-Light^{TM} V2 Advantage kit from Quanterix (Item# 104073). Mouse plasmas sample were diluted 20-fold in kit sample diluent. NHP CSF sample were diluted 160-fold in Lysate diluent C reagent purchased from Quanterix (item# 103360). Diluted samples were analyzed on Simao HD-X analyzer.

Immunofluorescent RNA/Protein integrated co-detection assay: Co-detection of WPRE RNA with payload proteins (human arylsulfatase A or mCherry) and cell type markers from rodent and non-human primate (NHP) brain FFPE slides was performed using a Leica BOND RX

automated stainer (Leica Biosystems) . The multiplexing protocol was programmed to streamline *in situ* analysis of transgene RNA and a continuous IHC staining process for the co-detection of RNA and protein markers. The RNAscope 2.5 LS multiplex fluorescent kit (ACD, 322800) and the Bond polymer refine detection kit (Leica Biosystems, DS9800) were utilized in this automated protocol. Specific WPRE probes (rodent: ACD, 450268; NHP: ACD, 410058) targeted the 3' UTR of the transgene RNA during the *in situ* hybridization (ISH) step. Detection and visualization were achieved using TSA Vivid Fluorophore 647 (Biotechne, 75271KIT). Sequential IHC steps involved the use of antibodies against human ARSA (1:250, R&D Systems, AF2485) or mCherry (1:250, MAB131873), along with cell marker antibodies (1:500) for identifying neurons, astrocytes, microglia, and oligodendrocytes. DAPI was used for nuclear counterstaining. This integrated protocol enables precise co-detection of transgene RNA and protein with cell-specific markers, providing a comprehensive analysis of expression and cellular localization across rodent and NHP brain tissue samples. A full list of reagents can be found in **Supplementary Table 8**. Antibodies are listed in **Supplementary Table 9**.

Supplementary Figure 1. The engineered capsid AAV.GMU01 shows higher transgene expression in the spinal cord and DRG of NHPs, compared to AAV.rh10. Cynomolgus monkeys (Male, Mauritian 2-3yr old, 2-3kg) seronegative for AAV.rh10 and AAV.GMU01 were dosed intra-theal at the cervical level 1-2 junction using a ported intrathecal catheter inserted at the lumbar region. Animals were dosed in the Trendelenburg position. One dose of AAV.GMU01-CBA-eGFP, AAV.rh10-CBA-eGFP or formulation buffer was administered at 2.75×10^{13} VG/NHP (3.65×10^{11} VG/gm brain weight). Two weeks post-dosing, animals were euthanized, and samples were assessed for vector genome exposure and eGFP expression. Spinal cord and DRG from 7 segments along the spinal column. (A) AAV vector exposure by dPCR -(B) eGFP expression by ELISA.

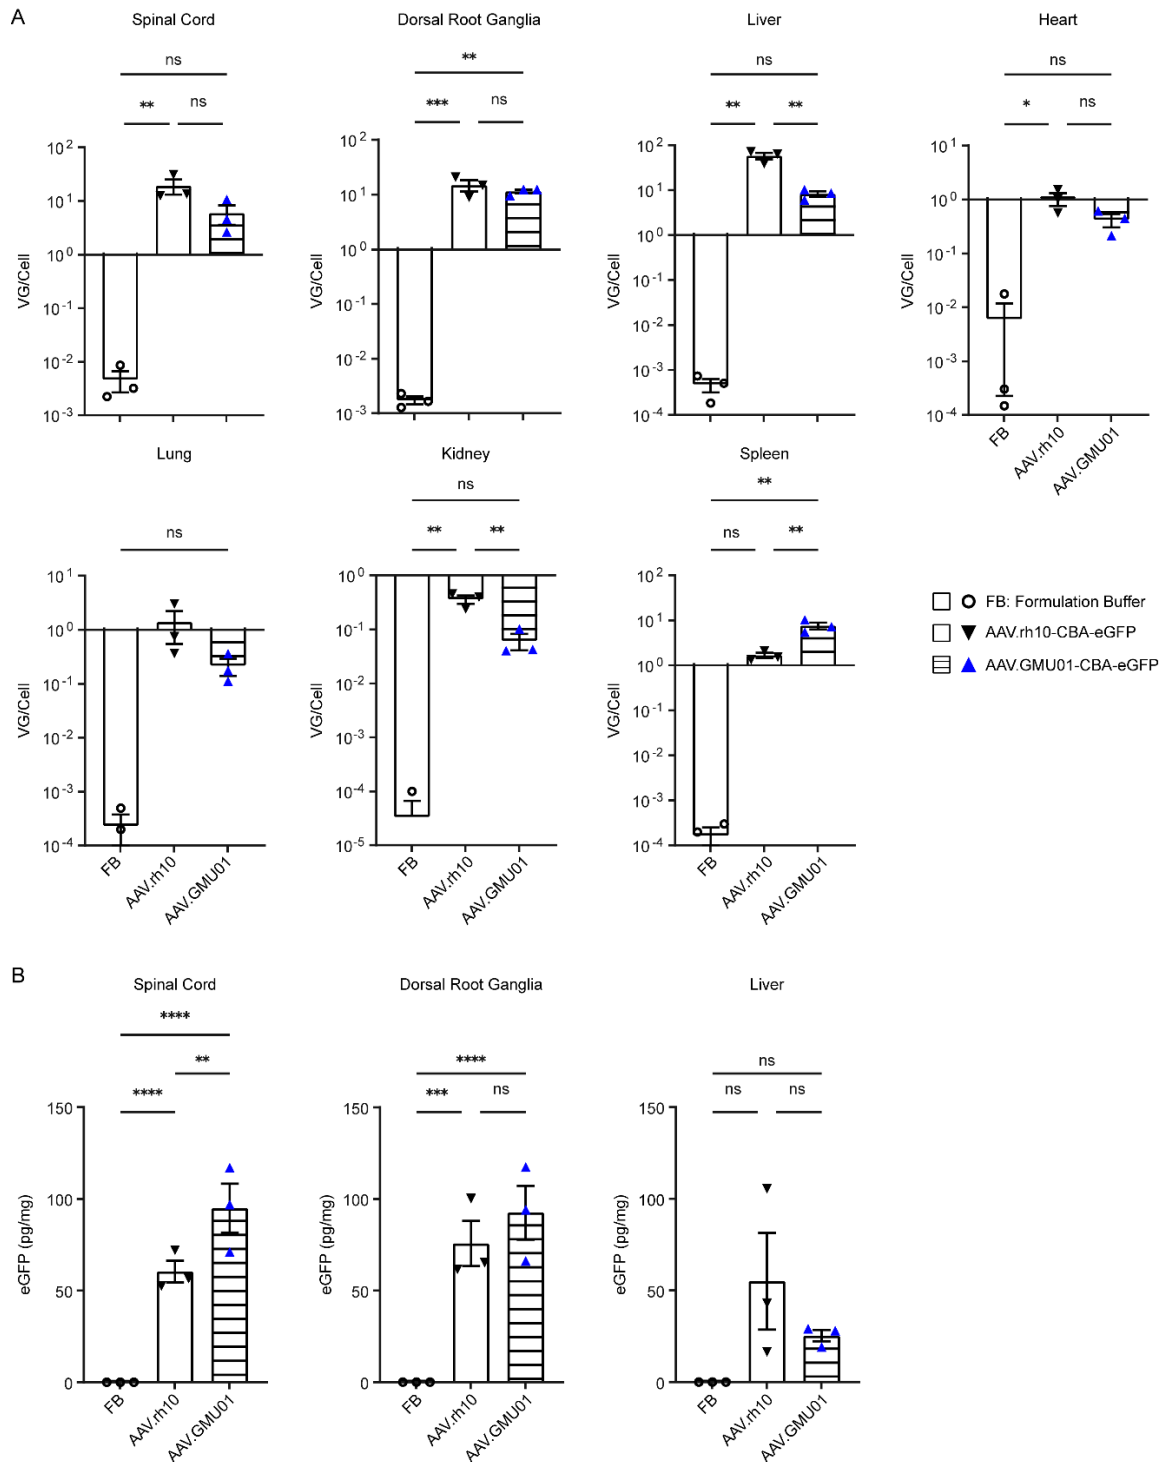

Error bars represent mean with standard error. Two-way ANOVA with Tukey's multiple comparison test.
* $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

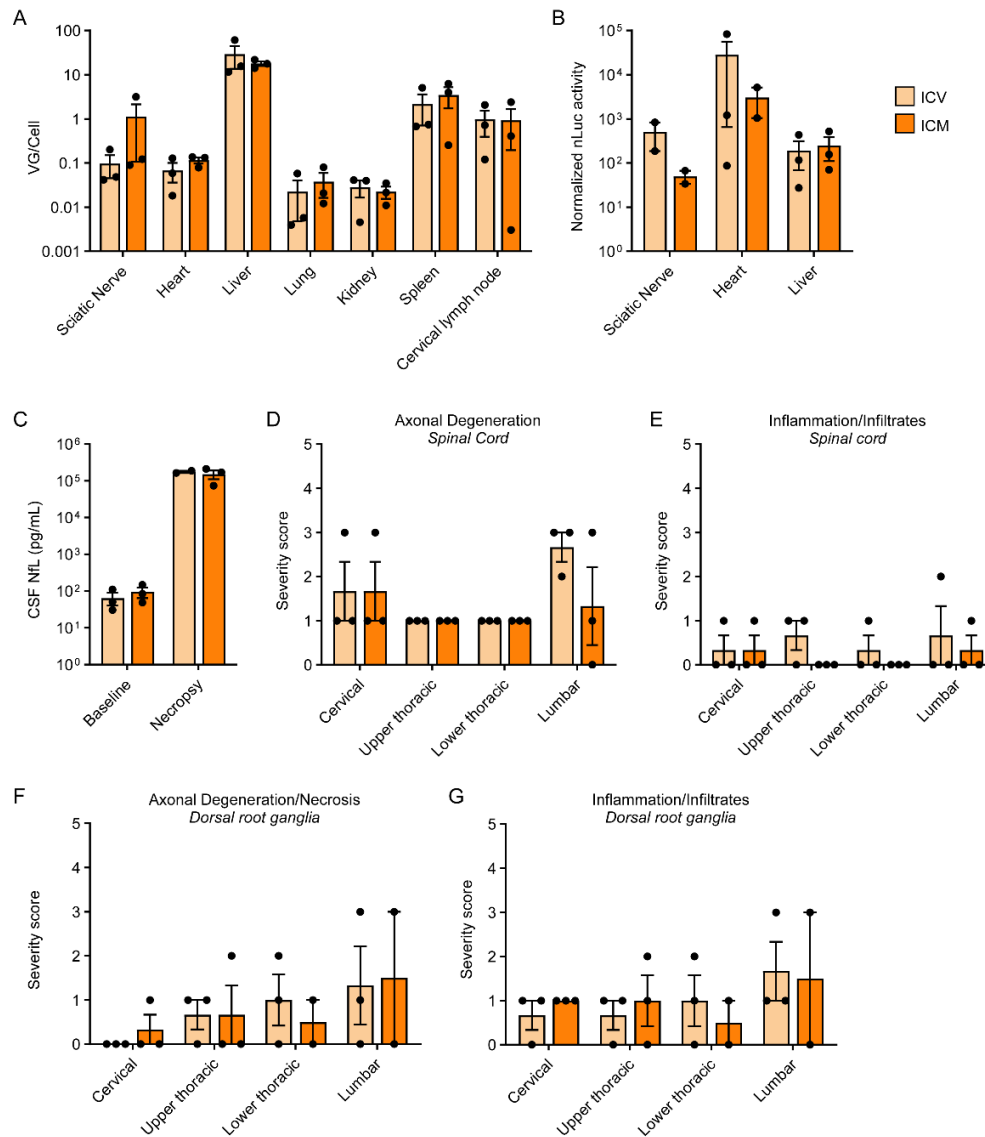

Supplementary Figure 2: AAV.GMU01 shows widespread vector biodistribution and transgene activity in peripheral tissues. Cynomolgus monkeys (Male, Vietnam, 2-3yr old, 2-3kg) seronegative for AAV.GMU01 were dosed with AAV.GMU01-CBA-nLuc-mCherry at 2.0e13VG/NHP (2.75e11 VG/gm brain weight) either by bilateral intracerebroventricular injection (ICV) or direct injection to the cisterna magna (ICM). Four weeks post-dosing, animals were euthanized, and tissues were flash-frozen from peripheral organs. **(A)** AAV vector exposure by bGH-dPCR, **(B)** nanoluciferase (nLuc) activity, normalized to total protein measured by bicinchoninic acid (BCA) assay. **(C)** Cerebrospinal fluid (CSF) samples were collected both prior to dosing (“prestudy”) and at the four-week necropsy timepoint and were assayed by Quanterix Simoa to quantify neurofilament light chain (NfL), a measure of neuronal injury. **(D-G)** Histopathological findings in brain, spinal cord, and DRG; each data point represents the maximum severity of findings scored on 1-2 sections per animal. Severity scores refer to findings graded as 0=no findings, 1=minimal, 2=mild, 3=moderate, 4=marked, 5=severe. Error bars represent mean with standard error.

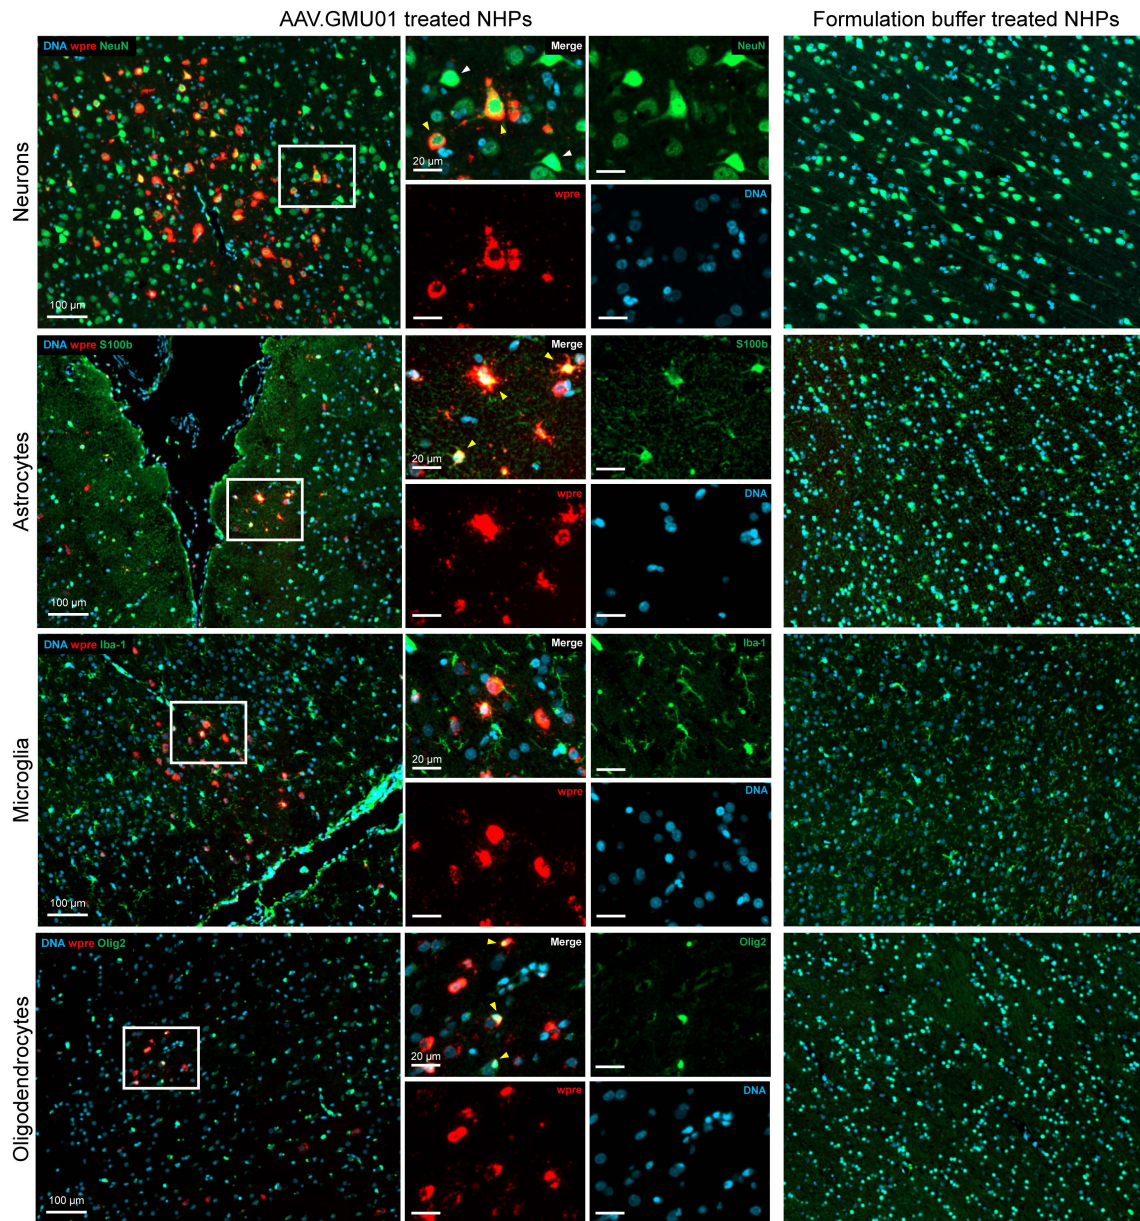

Supplementary Figure 3: AAV.GMU01 shows evidence of transducing neurons, astrocytes, microglia and oligodendrocytes in NHP brain. Representative images depicting co-detection of WPRE RNA and different cell type markers. Yellow arrowhead: transduced cell; White arrowhead: un-transduced cell. Staining and imaging details in Methods section.

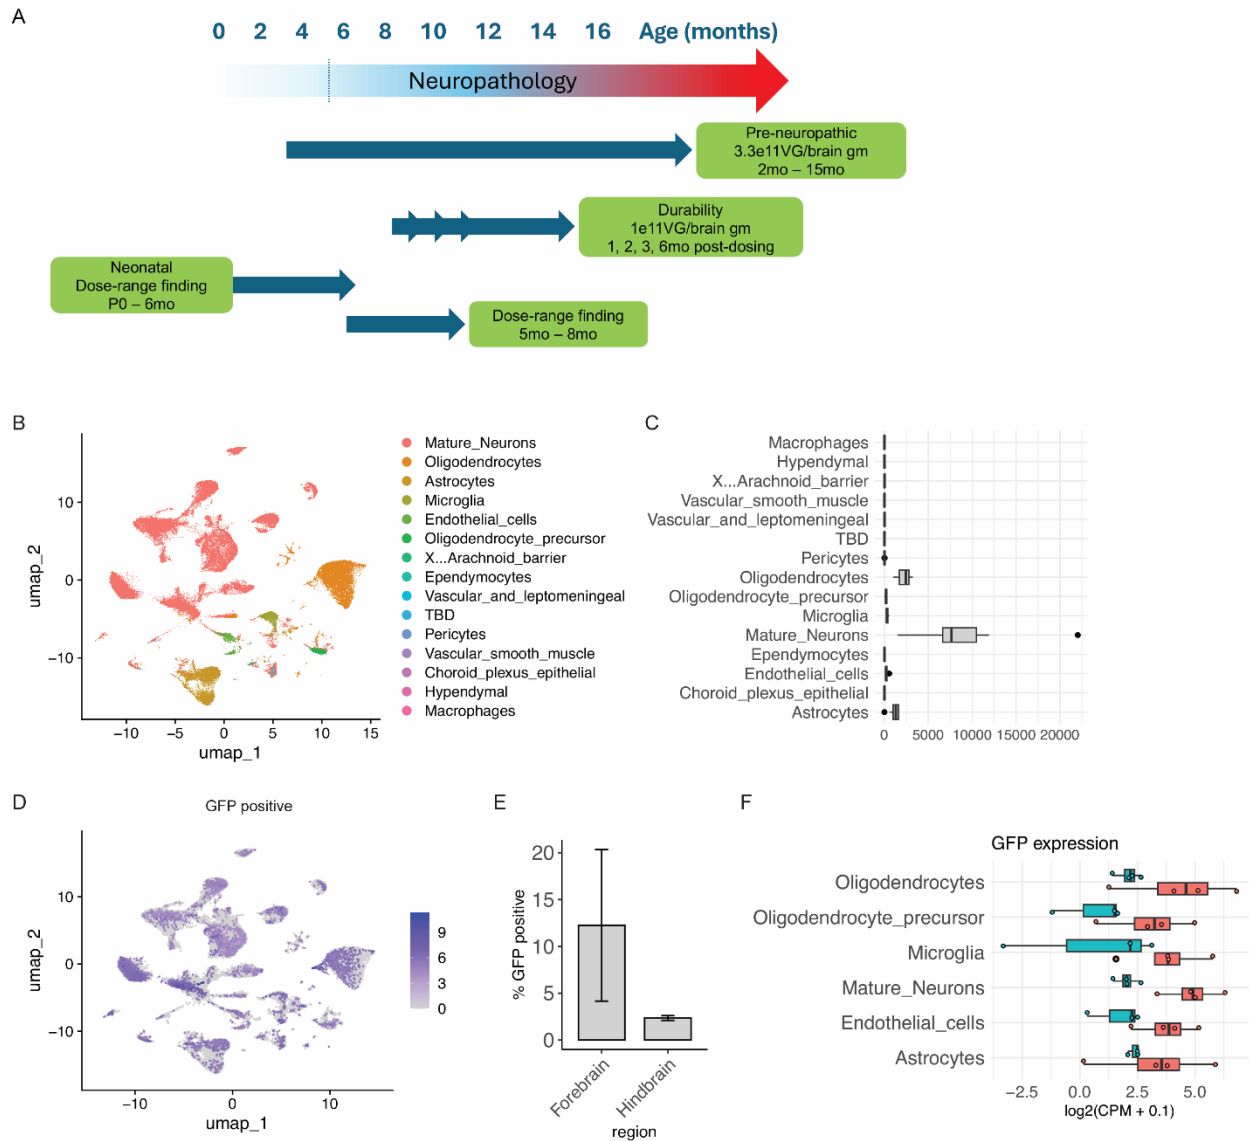

Supplementary Figure 4: Pharmacology studies in *Arsa* KO mice treated with AAV.GMU01-*ARSA* (A) Overview of pharmacology studies in *Arsa* KO mice treated with AAV.GMU01-*ARSA*. Single-cell RNA sequencing in mouse brain treated with AAV.GMU01-GFP (B) UMAP of cell states in mouse brains transfected with AAV1999. (C) Distribution of cell states in the data. Total cell frequencies (left) and proportions of cell states (right) are presented. (D) Feature plot of GFP positive cells on UMAP projection. (E) Percentage of GFP positive cells in the forebrain and hindbrain in different samples. Error bars represent standard error of the means between the samples. (F) Bar plots of GFP expression per cell states in the forebrain (red bars) and hindbrain (teal bars). Dots represent expression in different samples.

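Neurons were the largest class in both regions of mouse B9643, with 55.8% of forebrain nuclei (95% CI 54.8 to 56.7) and 48.0% of hindbrain nuclei (95% CI 47.0 to 49.0). Oligodendrocytes made up 14.1% of forebrain and 18.4% of hindbrain nuclei, and astrocytes 10.7% and 11.1%. Oligodendrocyte precursors (2.67% and 2.23%), microglia (2.62% and 2.60%), and endothelial nuclei (1.45% and 1.47%) had similar shares in both regions. The same clustering separated classes of the ventricles and meninges: choroid plexus epithelium (0.440% of forebrain and 0.592% of hindbrain nuclei), ependymal nuclei (0.621% and 0.417%), vascular and leptomeningeal nuclei (1.09% and 2.14%), and arachnoid barrier nuclei (0.315% and 0.621%). Clusters left unnamed by the naming rules held 9.41% of forebrain and 11.6% of hindbrain nuclei. In the hindbrain of mouse B9638, markers of different cell types shared the same nuclei. There, SNAP25 of neurons was detected in 99.7% of nuclei, SLC1A2 of astrocytes in 97.0%, and TTR in 83.0%. The myelin gene MBP was detected in 95.4% of its nuclei, against 47.3% in the forebrain and 53.9% in the hindbrain of mouse B9643. The spread of a marker over nuclei was measured as a dispersion index, its variance relative to that of UMIs drawn at random from a single shared RNA profile, so that an index near 1 means no difference between nuclei. The index of MBP was 20.0 in the forebrain and 19.6 in the hindbrain of mouse B9643, and 1.11 in the hindbrain of mouse B9638. Over 107 markers, the median index was 3.37, 4.36, and 1.04 in these 3 libraries. With each nucleus thinned to 3744 UMIs, the lowest total in hindbrain B9638, medians over 74 markers were 2.53, 2.63, and 1.02.

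**Figure D2:**
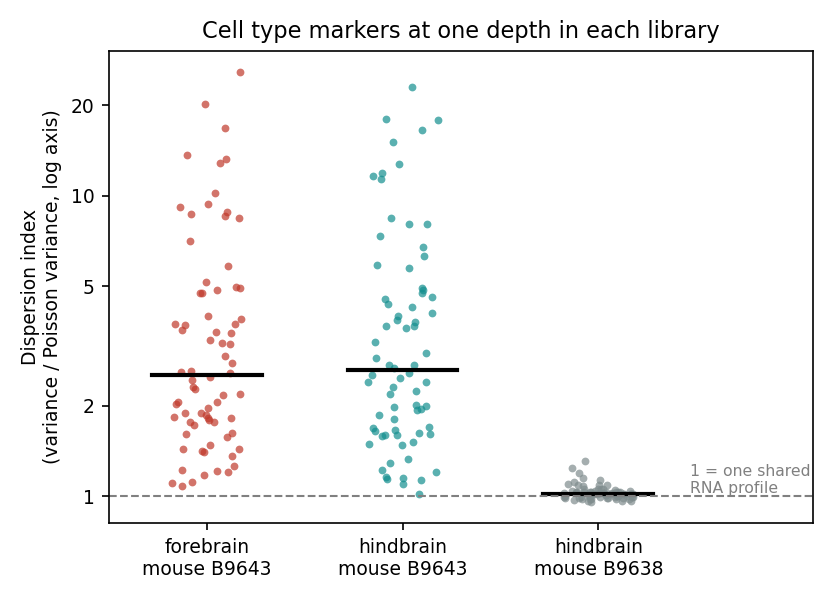
Dispersion index of 74 cell type markers (points, log axis) in each library with nuclei thinned to 3744 UMIs, the black line being the median and the dashed line an index of 1. The markers of hindbrain B9638 all lie at or under 1.31, while those of mouse B9643 reach 25.8 in the forebrain and 23.1 in the hindbrain.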

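Most GFP-positive nuclei carried a single GFP UMI, and a few forebrain nuclei carried many. Nuclei with exactly 1 GFP UMI were 82.4% of the positive nuclei in the forebrain, 94.8% in the hindbrain of mouse B9638, and 85.9% in the hindbrain of mouse B9643. At least 5 GFP UMIs were found in 20 forebrain nuclei and in 2 hindbrain nuclei of mouse B9643. The 5 nuclei with most GFP held 36.0% of the 933 GFP UMIs of the forebrain library. The highest of these was a microglial nucleus with 163 GFP UMIs among its 1946 UMIs (8.38%). It was followed by a nucleus of an unnamed cluster with 80 among 1136 UMIs (7.04%), and neurons with 38 and 34 GFP UMIs had totals of 20275 and 22888 UMIs. In the hindbrain the highest nucleus had 2 GFP UMIs in mouse B9638 and 5 in mouse B9643, where a barcode with 29 of the 318 GFP UMIs in the matrix (9.12%) was among those removed by doublet score. If the GFP UMIs of each library were spread over its nuclei in proportion to their totals, 864 forebrain nuclei would hold at least 1, more than the number observed. The same calculation gives 79.3 nuclei for hindbrain B9638, where the observed number differed by less than counting error, and 235 for hindbrain B9643. Nuclei with GFP were deeper than those without, with medians of 9857 against 7607.5 UMIs in the forebrain, 13334 against 7217 in hindbrain B9638, and 6132 against 5235.5 in hindbrain B9643.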

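In mouse B9643, each of the 6 cell states in the panel had a higher GFP-positive share in the forebrain than in the hindbrain. Neurons were GFP positive in 4.15% of forebrain nuclei (242 of 5838, 95% CI 3.65 to 4.69) and 1.98% of hindbrain nuclei (98 of 4948, 95% CI 1.61 to 2.41). Some neuron clusters came almost wholly from a single region. A cluster of cerebellar granule neurons held 1 forebrain and 1866 hindbrain nuclei, and a cluster of striatal projection neurons held 942 and 15. The 13 neuron clusters with at least 30 nuclei in both regions held 3880 forebrain and 2634 hindbrain neurons. Weighted to a single cluster makeup, the shares over these 13 clusters were 4.56% and 1.76%. Oligodendrocytes, the myelin-forming glia, were positive in 2.71% (95% CI 1.95 to 3.68) and 1.84% (95% CI 1.29 to 2.55), and their intervals overlapped. The intervals also overlapped for astrocytes, with 3.05% (95% CI 2.12 to 4.23) and 1.75% (95% CI 1.07 to 2.68). Smaller classes rest on few positive nuclei: 12 and 3 oligodendrocyte precursors (4.30% and 1.30%), 11 and 3 microglia (4.01% and 1.12%), and 4 and 1 endothelial nuclei (2.63% and 0.662%). The highest shares were in the classes that line the ventricles. Choroid plexus epithelium, which secretes the CSF, was positive in 12 of 46 forebrain and 8 of 61 hindbrain nuclei, and ependymal cells, which line the ventricle walls, in 10 of 65 and 4 of 43. Pericytes showed no GFP UMI in 74 forebrain and 55 hindbrain nuclei, which allows shares of up to 4.05% and 5.45%. As log2(CPM + 0.1) of the UMIs summed per class, GFP in choroid plexus epithelium was 6.54 in the forebrain and 4.64 in the hindbrain, and in ependymal nuclei 5.38 and 5.35. Oligodendrocytes were at 3.82 and 2.30, astrocytes at 2.98 and 2.02, oligodendrocyte precursors at 2.91 and 1.01, and neurons at 2.42 and 1.01. Microglia were at 7.22 in the forebrain, or 149 CPM, and at 11.1 CPM without the nucleus that held most GFP UMIs. In the forebrain, neurons had the lowest GFP level among the classes with at least 11 positive nuclei, while their UMI totals per nucleus, which raise the share with a UMI, were the highest of these classes.

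**Figure D3:**
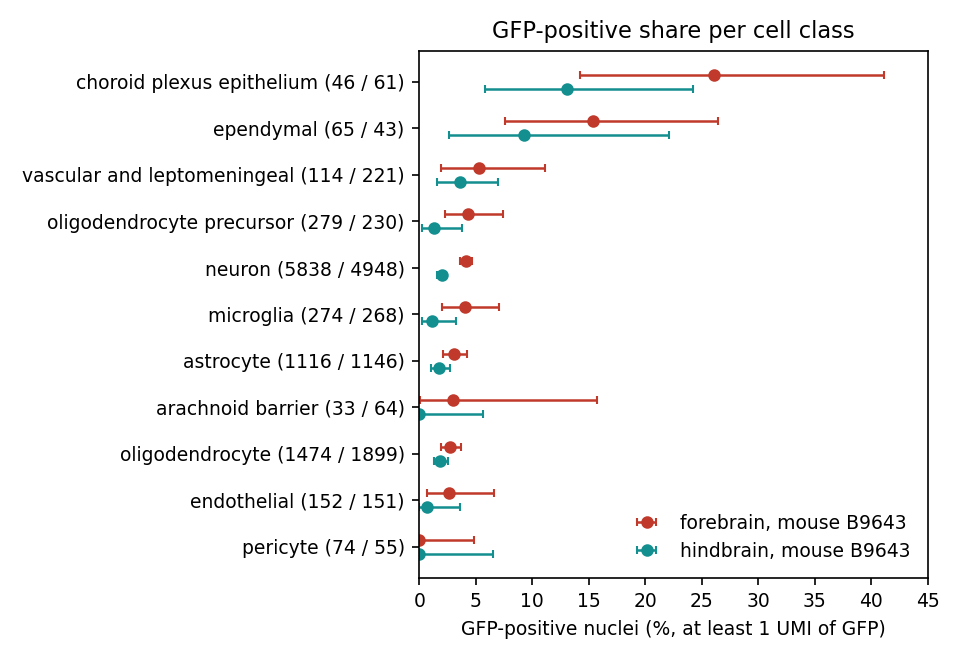
GFP-positive share of nuclei per cell class (percent) in the forebrain and hindbrain of mouse B9643, with 95% Clopper-Pearson intervals as bars and the forebrain and hindbrain numbers of nuclei in brackets. Choroid plexus epithelium and ependymal nuclei have the highest shares in both regions.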

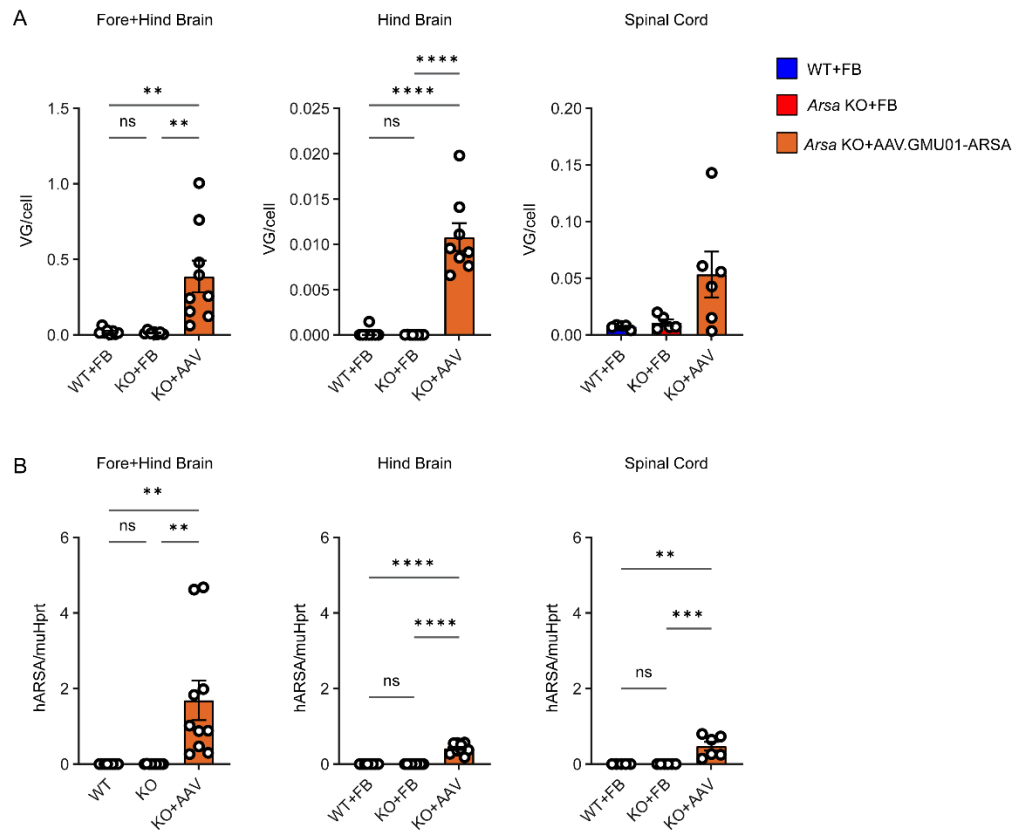

Supplementary Figure 5: *Arsa* KO Mice Treated with AAV.GMU01-*ARSA* show CNS-wide ARSA expression. Pre-neuronopathic *Arsa* KO mice and age-matched control animals were dosed with formulation buffer or AAV.GMU01-*ARSA* at 1.6e11VG/mouse (3.3e11VG/gram brain weight). Thirteen months post-dose, *Arsa* KO mice were euthanized, and brain and spinal cord samples collected. **(A)** Vector exposure by bGH-dPCR, **(B)** human *ARSA* mRNA levels by RT-dPCR. Error bars represent mean with standard error. One-way ANOVA with Tukey's multiple comparison test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. FB= Formulation Buffer.

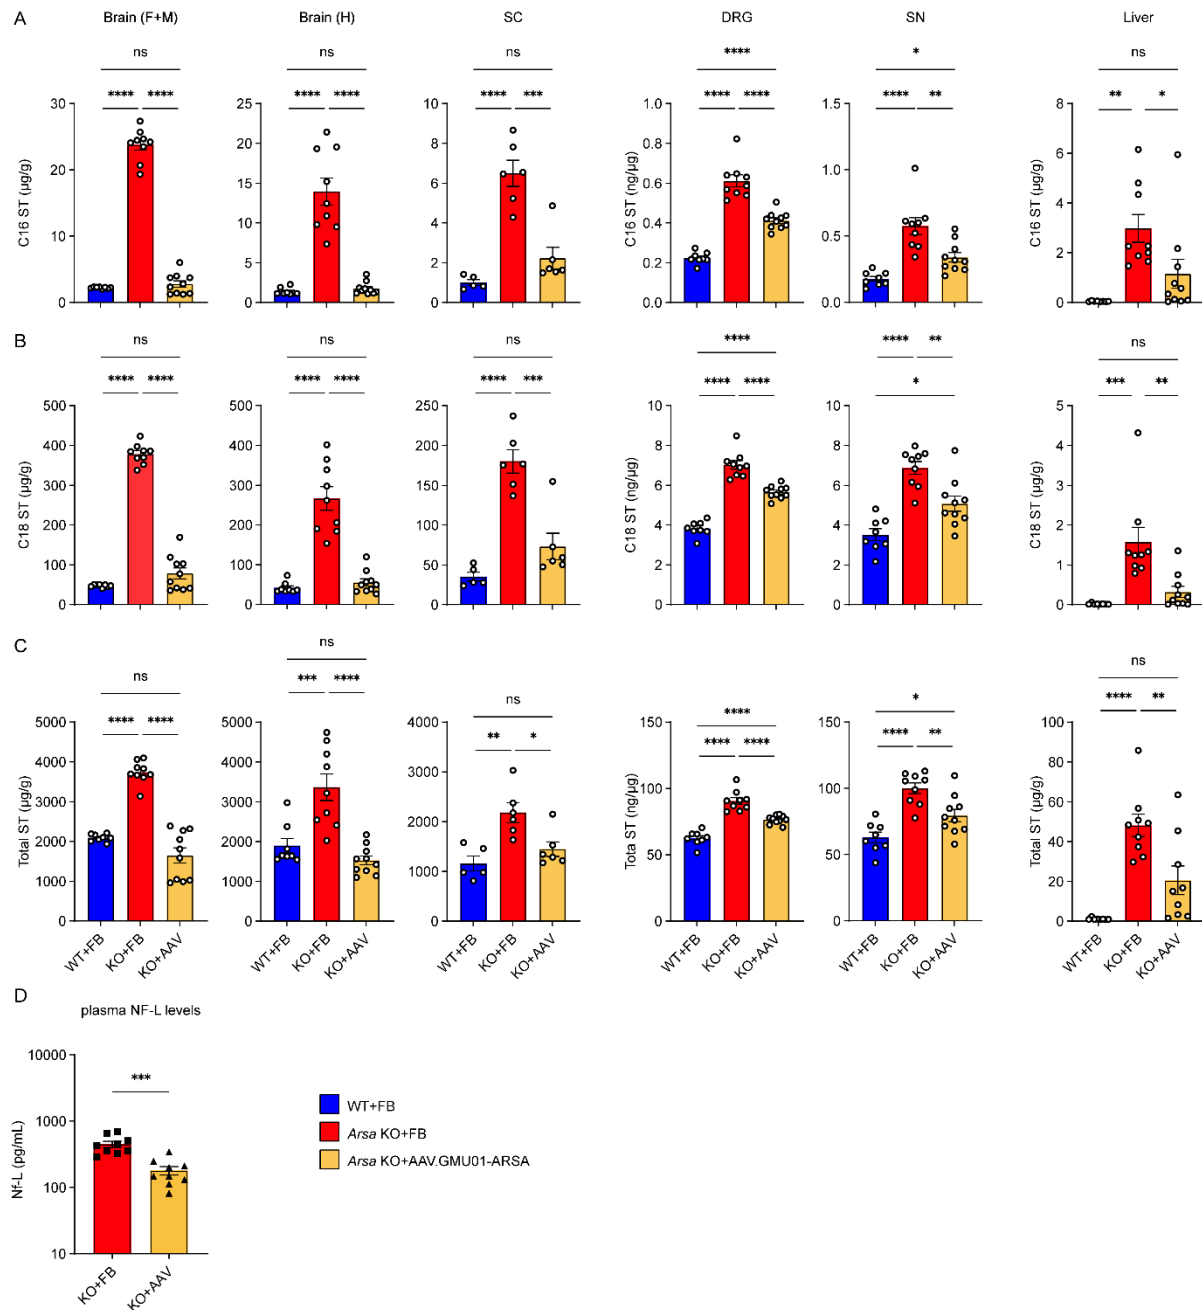

Supplementary Figure 6: Phenotypic reversal in *Arsa* KO mice treated with AAV.GMU01-ARSA. Pre-neuronopathic *Arsa* KO mice and age-matched control animals were dosed with formulation buffer or with AAV.GMU01-ARSA at 1.6e11VG/mouse (3.3e11VG/gram brain weight). Thirteen months post-dose, *Arsa* KO mice were euthanized and brain, spinal cord, DRG, sciatic nerve and liver samples collected. **(A-C)** Sulfatide levels were measured using liquid chromatography–mass spectrometry (LC-MS). Data normalized to tissue weight: converted from ng/mL (50 μL) to $\mu\text{g/g}$ (ng/ μg for DRG and SN). **(D)** Plasma samples were collected at necropsy and were assayed by Quanterix Simoa to quantify neurofilament light chain (NfL). Error bars represent mean with standard error. One-way ANOVA with Tukey’s multiple comparison test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. FB= Formulation Buffer, sulfatide= ST.

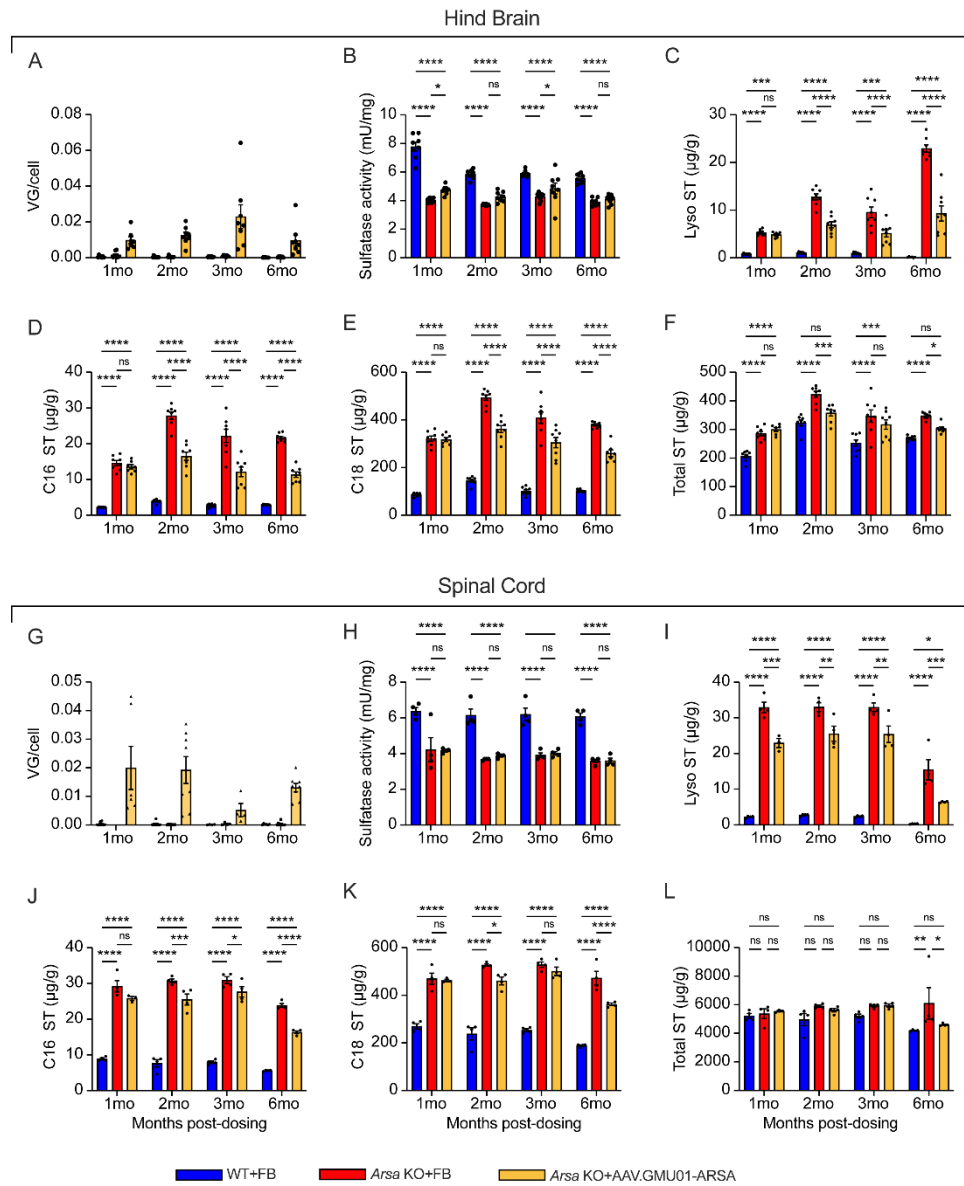

Supplementary Figure 7: ARSA expression and function is persistent over time. Early-neuronopathic *Arsa* KO mice (6mo at dosing) and age-matched control animals were dosed with formulation buffer or AAV.GMU01-ARSA at 5e10VG/mouse (1.0e11VG/gram brain weight). One, two, three and six months post-dose, mice were euthanized, and samples collected. (A-F) Hind brain samples, (G-L) Spinal Cord. (A, G) Vector exposure by bGH-dPCR normalized to the *Rab1a* gene (intronic region). (B, H) ARSA-mediated sulfatase activity was measured using the Sulfatase Activity Assay Kit, data normalized to total protein measured by BCA assay. (C, I) Lyso-sulfatide, (D, J) C16-sulfatide isoform, (E, K) C18-sulfatide isoform and (F, L) Total sulfatide levels were measured using LC-MS. Data normalized to tissue weight: converted from ng/mL (50 μ L) to μ g/g. Error bars represent mean with standard error. Two-way ANOVA with Tukey's multiple comparison test. * p <0.05; ** p <0.01; *** p <0.001; **** p <0.0001. FB= Formulation Buffer, sulfatide= ST.

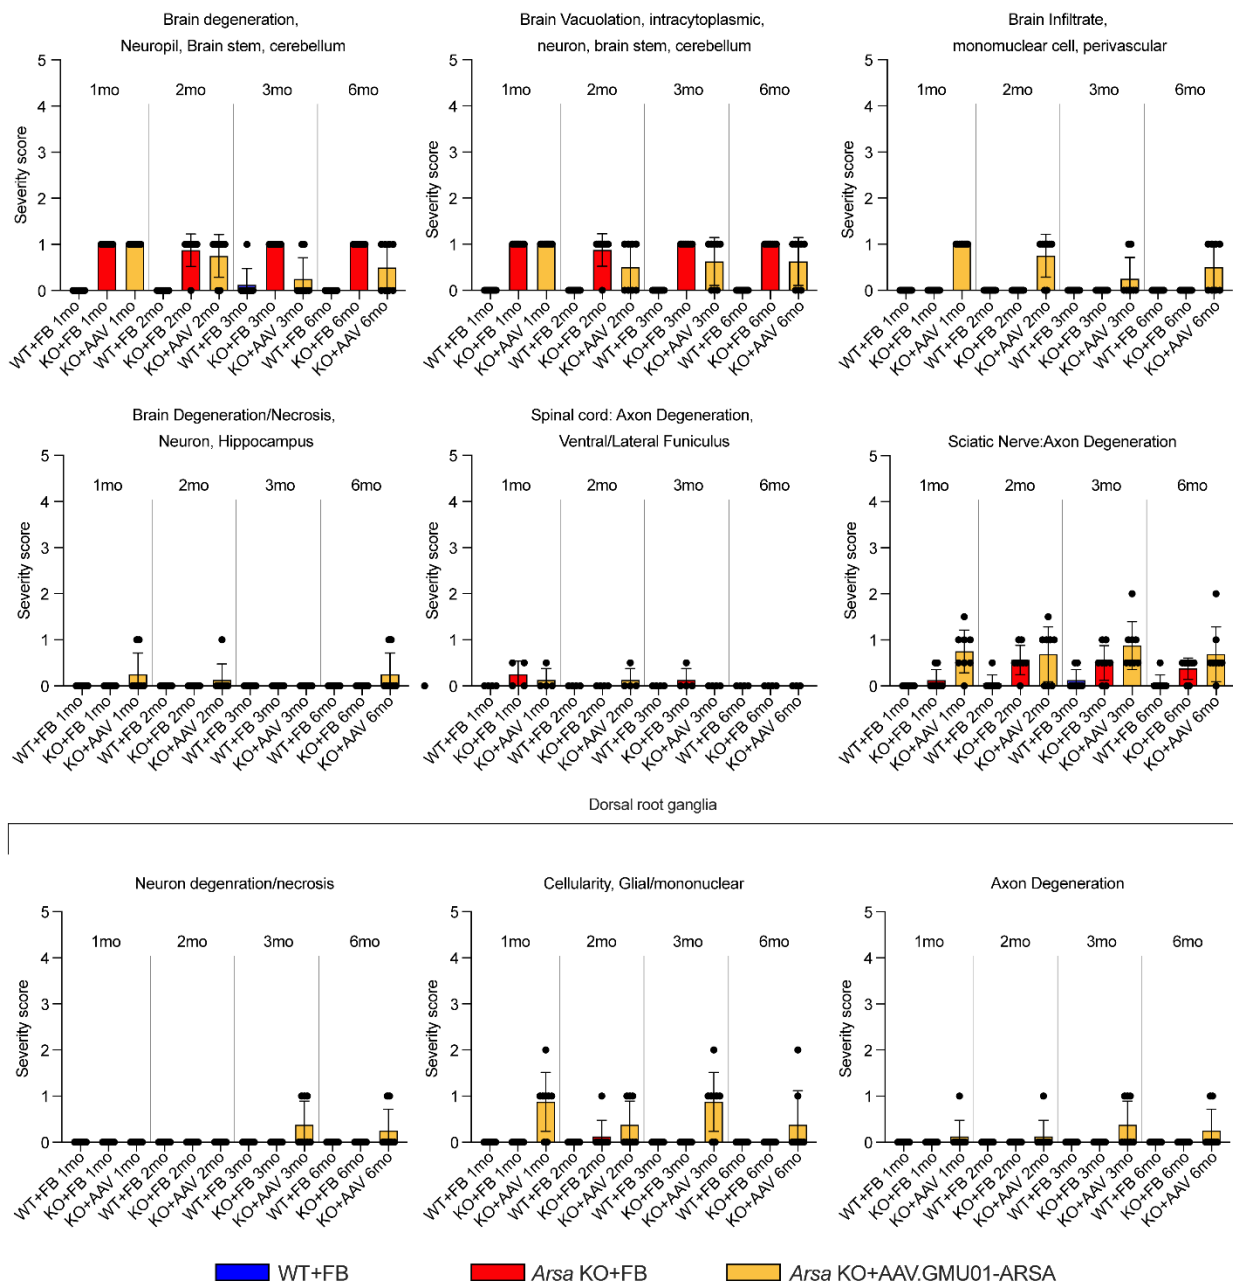

Supplementary Figure 8: AAV.GMU01-ARSA treated *Arsa* KO mice show up to mild findings.

Histopathological findings in brain, spinal cord, sciatic nerve and DRG in *Arsa* KO treated at 6 months (early-neuronopathic); each data point represents the maximum severity of findings scored on 1-2 sections per animal. Severity scores refer to findings graded as 0=no findings, 1=minimal, 2=mild, 3=moderate, 4=marked, 5=severe. Error bars represent mean with standard error. FB= Formulation Buffer.

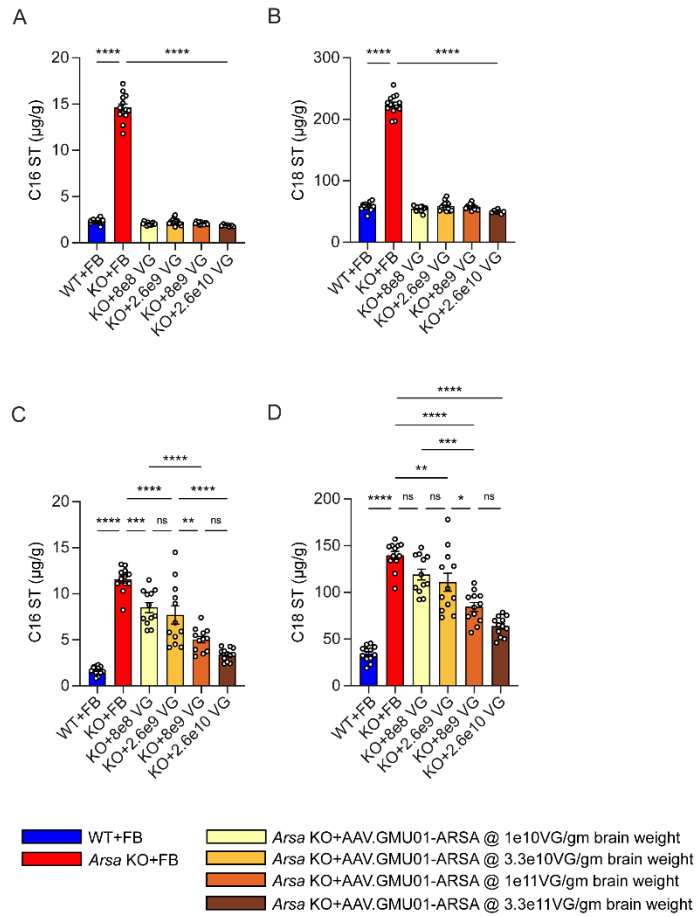

Supplementary Figure 9. AAV.GMU01-ARSA treated results in dose-dependent sulfatide clearance in *Arsa* KO mice. (A-B) Neonatal *Arsa* KO mice (P0 at dosing) and age-matched control animals were dosed with formulation buffer or AAV.GMU01-ARSA at the given doses. Six months post-dose, mice were euthanized and samples collected. (C-D) Early-neuronopathic *Arsa* KO mice (6mo at dosing) and age-matched control animals were dosed with AAV.GMU01-ARSA at noted doses. Three months post-dose, mice were euthanized, and samples collected. (A, C) C16 sulfatide isoform and (B, D) C18 sulfatide isoform levels were measured using LC-MS. Data normalized to tissue weight: converted from ng/mL (50 µL) to µg/g. Error bars represent mean with standard error. Two-way ANOVA with Tukey's multiple comparison test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. FB= Formulation Buffer, sulfatide= ST; gbw= grams per brain weight.

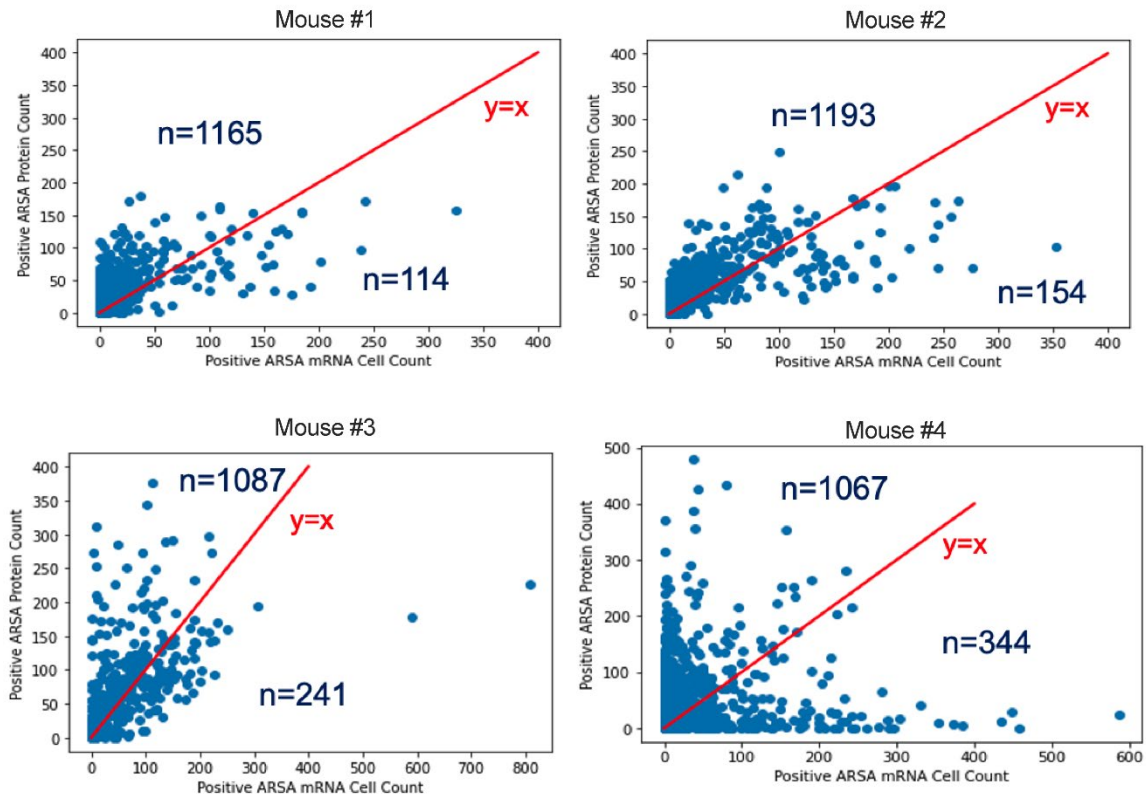

Supplementary Figure 10: AAV.rh10-CBA-ARSA-WPRE treated *Arsa* KO mice show evidence of ARSA protein cross-correction. Late-stage (13 month) *Arsa* KO mice were dosed with AAV.rh10-CBA-ARSA-WPRE. Three months post-dosing, ARSA-mRNA *in situ* hybridization (ISH) and ARSA-protein immunohistochemistry (IHC) were performed on matched sagittal brain hemi-sections. The sections were imaged and analyzed for signal overlay. Adjacent sagittal sections from mouse brain were treated for WPRE ISH or ARSA IHC with DAPI staining for nuclei. The sagittal sections were then analyzed as individual 1024x1024 pixel tiles. In each tile, ISH positive cells and IHC positive cells were determined by thresholding parameters empirically determined across the entire sagittal images. ISH+ cell count vs IHC+ cell count from each tile is plotted as a scatter plot with $y=x$ line shown in red. Tiles above the $y=x$ line indicates cross-corrected cells.

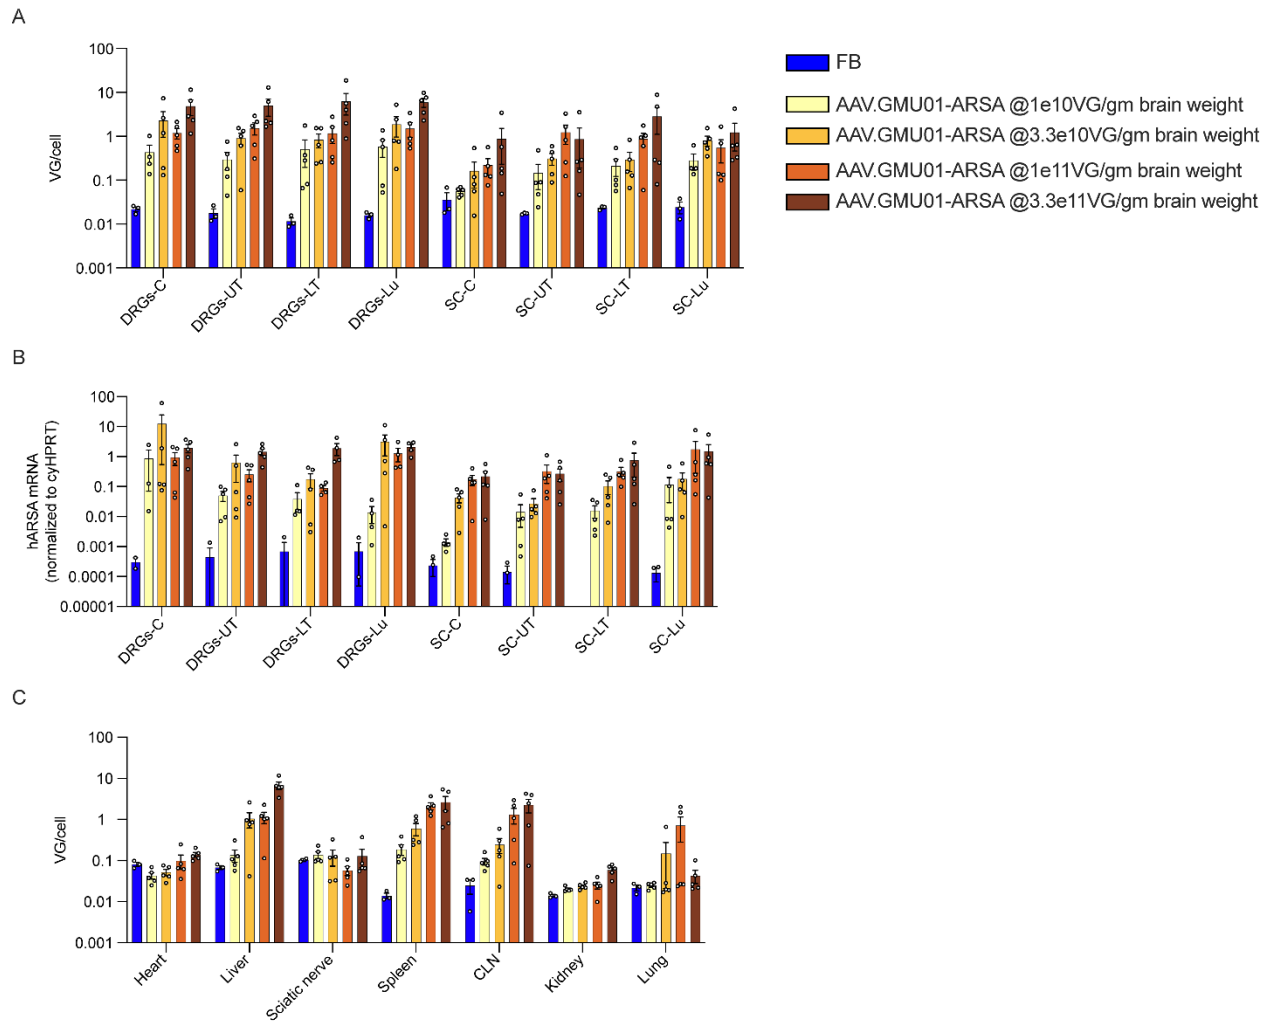

Supplementary Figure 12: Widespread dose-dependent vector biodistribution and ARSA expression in spinal cord, DRGs and peripheral tissues. Eight spinal cord segments with adjacent DRGs, 2 each from cervical, upper thoracic, lower thoracic and lumbar were flash frozen and DNA/RNA isolated. (A, C) Digital PCR (dPCR) was performed to quantify AAV.GMU01 vector concentration and normalized to the *TUBB1* gene intron. (B) RT-dPCR was performed to quantify *ARSA* mRNA expression, normalized to endogenous *HPRT* gene. Each data point represents VG/cell exposure or normalized *ARSA* expression for that sample, averaged across all NHPs in that group. Error bars represent mean with standard error. FB= Formulation Buffer. C=cervical, UT=upper thoracic; LT=lower thoracic; Lu=lumbar; CLN=cervical lymph node

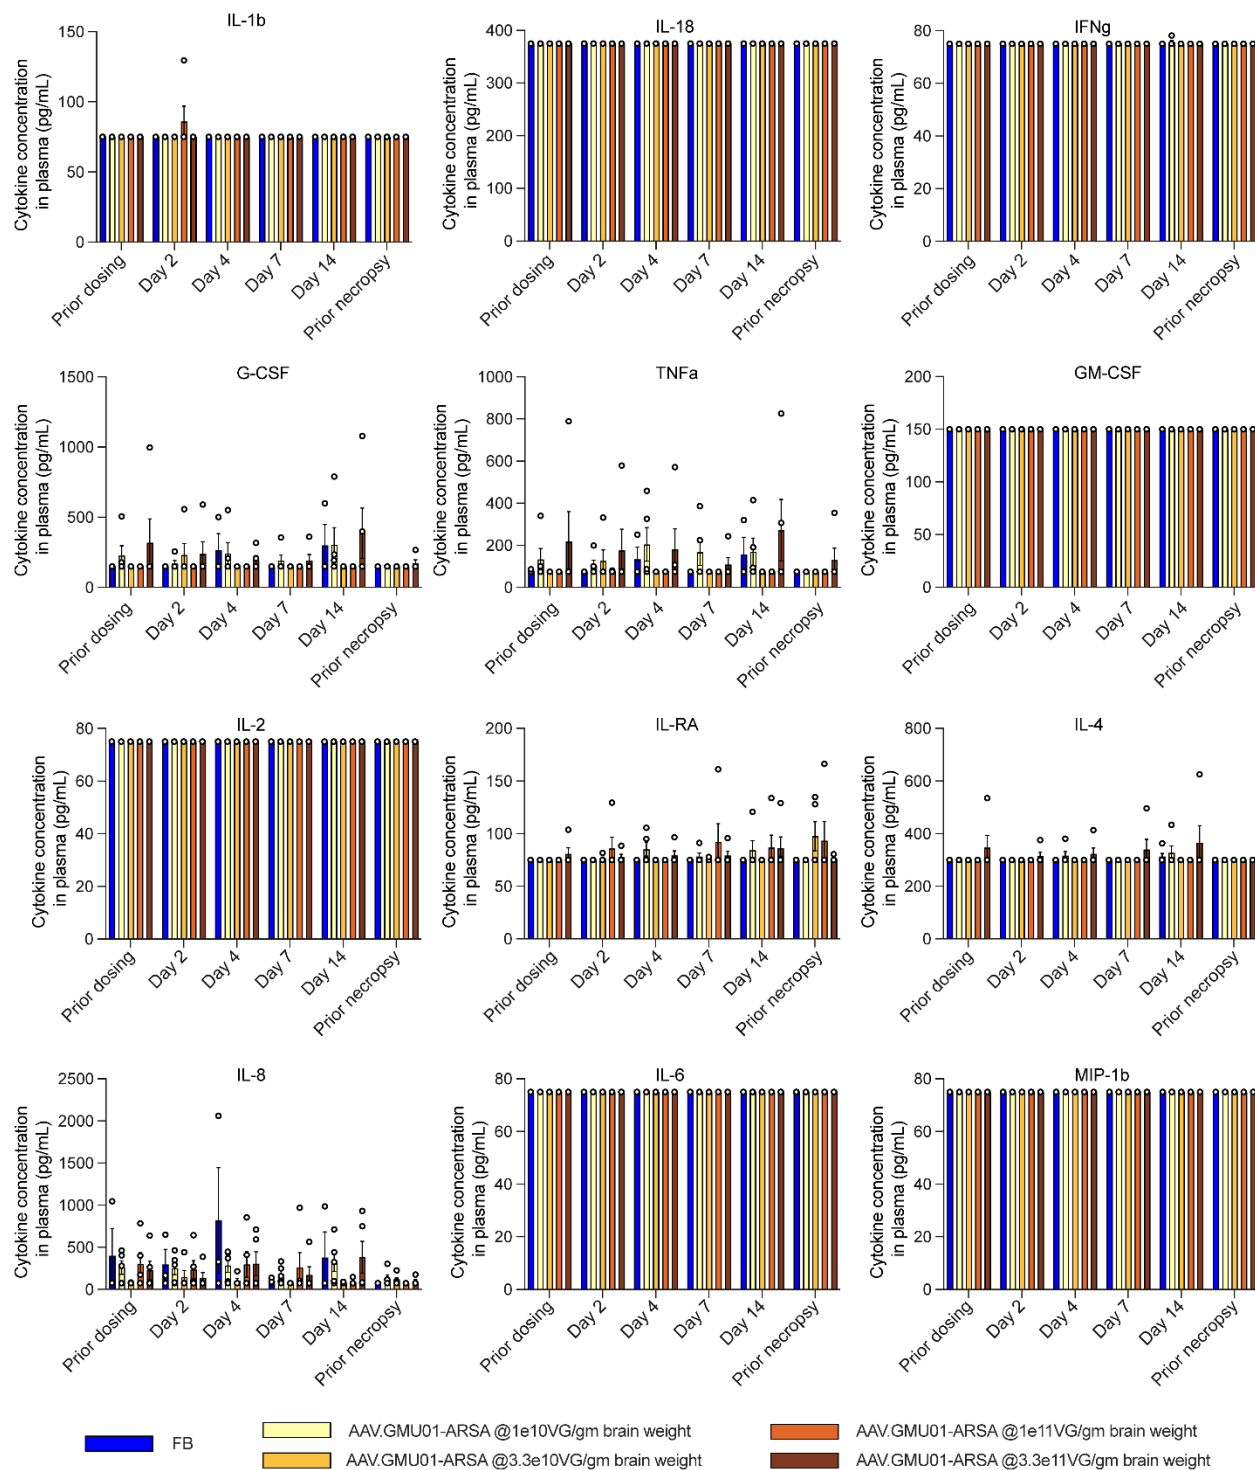

Supplementary Figure 13: ICM infusion was well tolerated and did not trigger innate immune responses.

Plasma was isolated pre-dose and at Days 2, -4, 7, 14 post-dose and at necropsy. The Luminex assay was used to determine the concentration of IL-1b, IL-1RA, IL-6, IL-10, IL12/23 (p40), IL-15, IL-18, IFN-g, TNF-a, G-CSF, MCP-1, MIP-1b, GM-CSF, IL-2, IL-4, IL-5, IL-8, IL-13 and IL-17A. Each data point represented cytokine concentration in that sample, averaged across all NHPs in that group. Error bars represent mean with standard error.

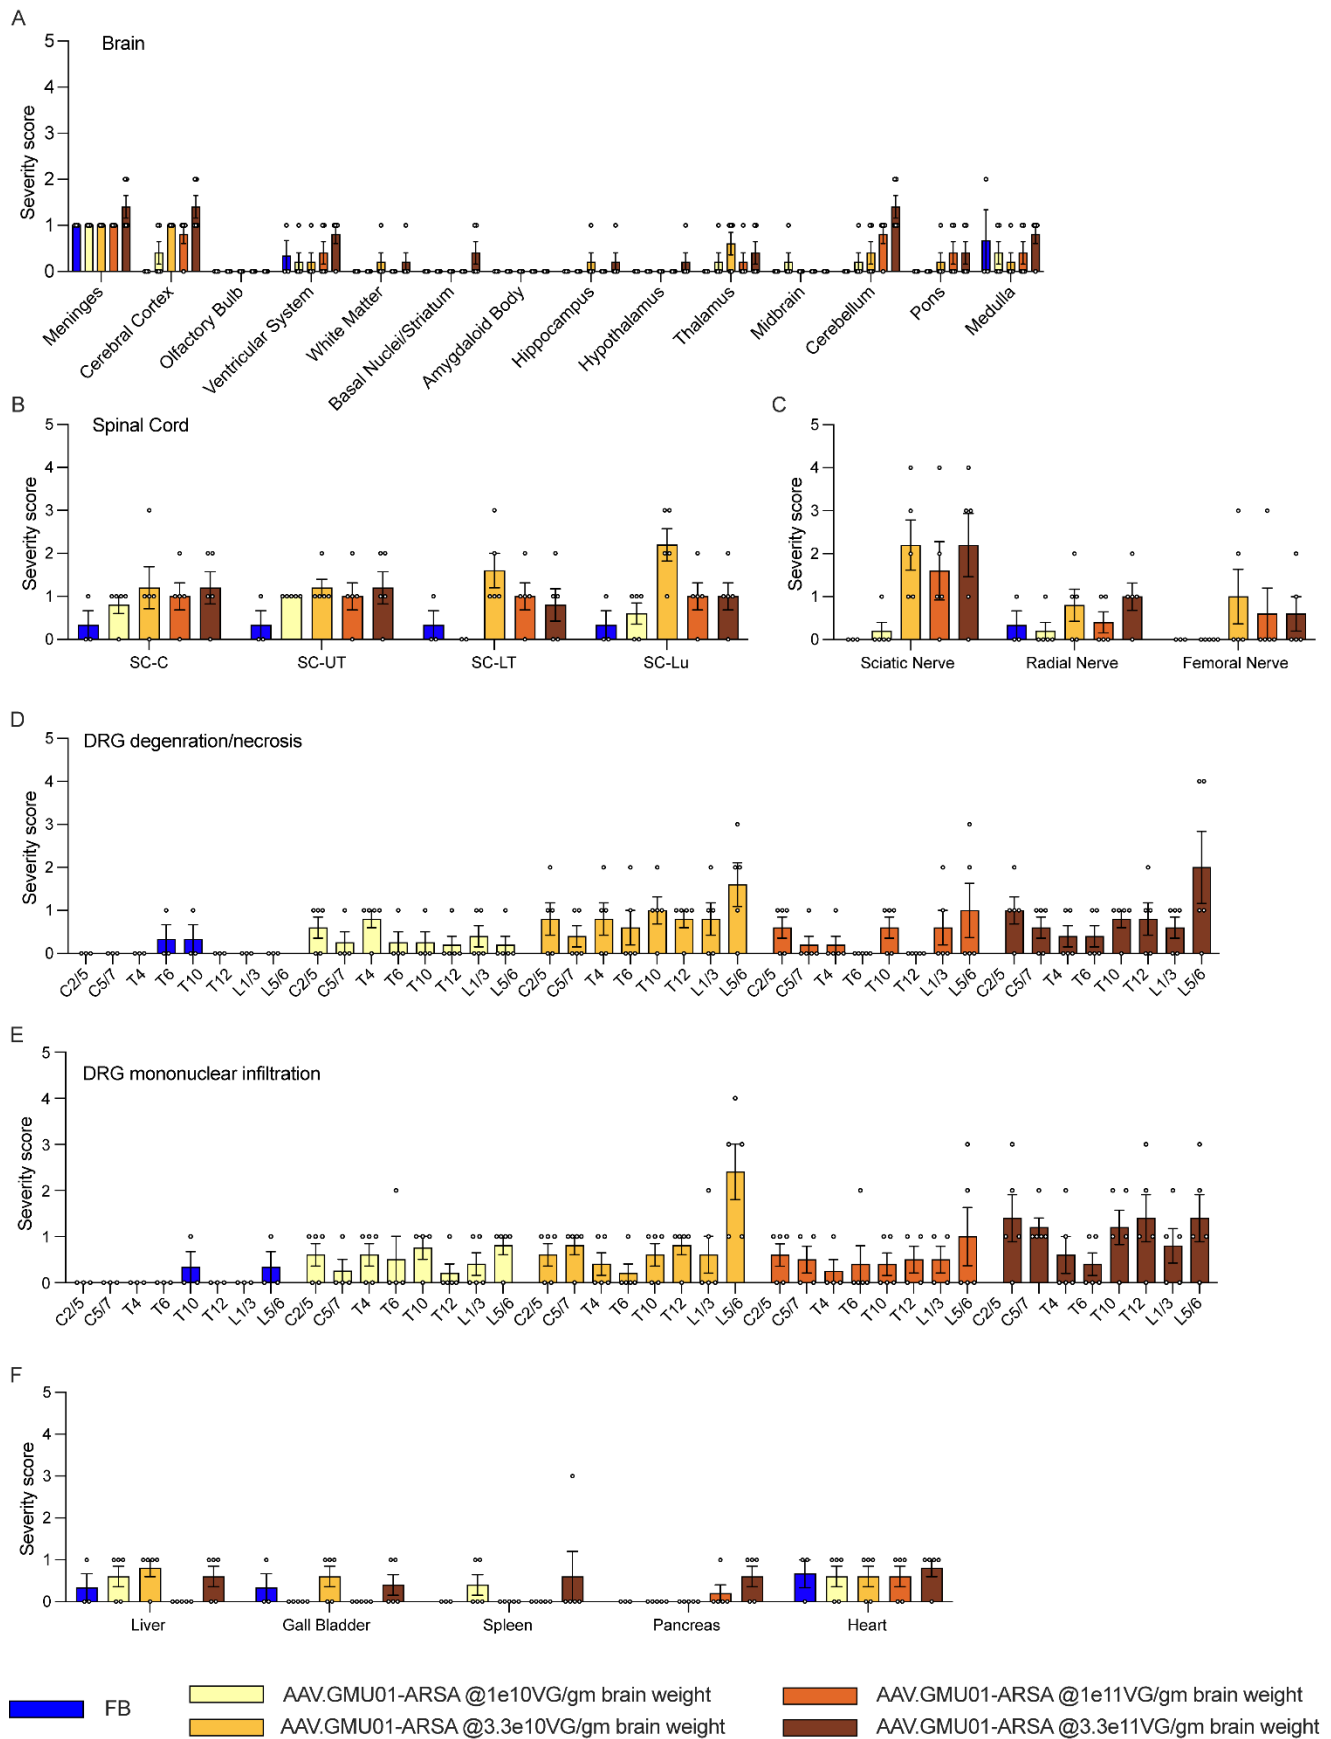

Supplementary Figure 14: ICM infusion was well tolerated in NHPs. Histopathological findings in brain, spinal cord, and DRG; each data point represents the maximum severity of findings scored on 1-2 sections per animal. Refer to Supplementary Table 6 for study design. Severity scores refer to findings graded as 0= no

findings, 1=minimal, 2=mild, 3=moderate, 4=marked, 5=severe. Error bars represent mean with standard error.
C=cervical, T=thoracic; L=lumbar (numbers represent segments reviewed by pathologist)

SUPPLEMENTARY TABLES

Supplementary Table 1: Study design evaluating AAV.GMU01 and AAV.rh10 vector biodistribution and transgene expression in CNS

Group	# of Animals	Test Article	Dose (vg)	Dose (vg/gm brain weight)	RoA	Dosing paradigm	Necropsy
1	3 (M)	Formulation Buffer	N/A	N/A	Intrathecal Catheter (C1-C2)	2.5ml>6hr<br>>2.5ml	29 days
2	3 (M)	AAV.rh10-CBA-eGFP	2.75E+13	2.65E+11			16 days
3	3 (M)	AAV.GMU01-eGFP	2.75E+13	2.65E+11			18 days

Supplementary Table 2: Study design comparing AAV.GMU01 biodistribution and transgene activity by ICV and ICM administration routes

Group	# of Animals	ROA	Description	Animal position	Dose	Volume	Rate	Necropsy
1	3 (M)	Bilateral ICV	Clearpoint, Sequential	Sternal recumbent followed by Trendelenburg	2.0e13 VG/NHP	1ml per hemisphere	0.125 ml/min	28±1 days
2	3 (M)	Direct ICM	CM puncture with needle	Trendelenburg		2ml		

Supplementary Table 3: Long-term Pharmacology, Efficacy and Durability Study in *Arsa* KO mice (2mo-15mo)

Group	Number/sex	Genotype	Test article	Dose	Dosing regimen	Time Points
1	12 (6M, 6F)	WT	Formulation buffer	N/A	Bi-lateral ICV, 4 uL each side	Dosing age: 2 mo<br>Necropsy age: 15 mo (13 mo in-life)
2	12 (6M, 6F)	ARSA ^{-/-}	Formulation buffer	N/A		
3	12 (6M, 6F)	ARSA ^{-/-}	AAV.GMU01- <i>ARSA</i>	1.6e11VG (3.3e11VG/gram brain weight)		

Supplementary Table 4: Longitudinal Pharmacology, Efficacy and Durability Study in *Arsa* KO Mice

Group	Number and Sex	Genotype	Test Article	Dose	Dosing Regimen	Time Points
1	32 (16M, 16F)	WT	Formulation buffer	N/A	Bi-lateral ICV, 4ul each side	Dosing age: 6 mo<br>Necropsy age: 7 mo (1 mo in-life), 8 mo (2 mo in-life), 9 mo (3 mo in-life), 12 mo (6 mo in-life)
2	32 (16M, 16F)	<i>Arsa</i> ^{-/-}	Formulation buffer	N/A		
3	32 (16M, 16F)	<i>Arsa</i> ^{-/-}	AAV.GMU01- <i>ARSA</i>	5e10VG (1e11VG/gram brain weight)		

Supplementary Table 5: Dose-dependent pharmacology studies in *Arsa* KO Mice

Pharmacology and dose optimization study in P0 neonatal mice						
Group	Number and Sex	Genotype	Test Article	Dose	Dosing Regimen	Time Points
1	12 (6M, 6F)	WT	Formulation buffer	N/A	Bi-lateral ICV, 3ul each side	Dosing age: P0<br>Necrospy: 6 mo (6mo in-life)
2	12 (6M, 6F)	<i>Arsa</i> ^{-/-}	Formulation buffer	N/A		
3	12 (6M, 6F)		AAV.GMU01- <i>ARSA</i>	2.64e10VG (3.3e11VG/gram brain weight)		
4	12 (6M, 6F)			8.0e9VG (1.0e11VG/gram brain weight)		
5	12 (6M, 6F)			2.64e9VG (3.3e10VG/gram brain weight)		
6	12 (6M, 6F)			8.0e8VG (1.0e10VG/gram brain weight)		
Pharmacology and dose optimization study in early-neuronopathic mice						
Group	Number and Sex	Genotype	Test Article	Dose	Dosing Regimen	Time Points, Sample Collection, Analysis
1	12 (6M, 6F)	WT	Formulation buffer	N/A	Bi-lateral ICV, 5ul each side	Dosing age: 6 mo<br>Necrospy: 9 mo (3mo in-life)
2	12 (6M, 6F)	<i>Arsa</i> ^{-/-}	Formulation buffer	N/A		
3	12 (6M, 6F)		AAV.GMU01- <i>ARSA</i>	1.6e11VG (3.3e11VG/gram brain weight)		
4	12 (6M, 6F)			- 5.0e10VG (1.0e11VG/gram brain weight)		
5	12 (6M, 6F)			- 1.6e10VG (3.3e10VG/gram brain weight)		
6	12 (6M, 6F)			- 5.0e9VG (1.0e10VG/gram brain weight)		

Supplementary Table 6: NHP dose-ranging and tolerability study

Group	Test Article	Dose/gm Brain Weight	Dose/Animal	Dosing Regimen	# of Animals	Time Points, Sample Collection
1	AAV.GMU01- <i>ARSA</i>	1e10 VG	7.5e11 VG	RoA: ICM with animal placed in Trendelenburg position<br><br>Doing parameters: 2.5ml @0.125mL/min with 250ul flush	5 (M/F)	In-life: 35 days
2		3.3e10 VG	2.5e12 VG		5 (M/F)	CSF (pre-study, and at necropsy)
3		1e11 VG	7.5e12 VG		5 (M/F)	Plasma: pre-study, days post-dose: 2, 4, 7, 14 and at necropsy
4		3.3e11 VG	2.5e13 VG		5 (M/F)	
5	Formulation Buffer	n/a	n/a		3 (M/F)	Neurological/behavioral assessment (pre-dose, 7 days and 5 weeks post-dose)

Supplementary Table 7. Neurological and Behavioral Battery performed pre-dosing, on day 7 post-dose and at necropsy (Week 5 Post-dose).

**General observations**	**Attitudinal Posture Reactions**	**Spinal Segmental Reflex**	**Cranial Nerve Function**
Mental status	Tonic neck	Perineal Reflex	Pathologic Nystagmus
Head posture	Hopping	Withdrawal reflex	Facial sensory Exam
Motor activity	Visual placing	Cross extensor	Olfactory Nerve Exam
Coordination	Tactile placing	Patellar reflex	Jaw tone
Stance	Postural reaction	Babinski reflex	Gag reflex
Gait		Chaddock reflex	Facial symmetry
Circling			Cochlear Nerve Exam
			Tongue Exam
			Menace Response
			Pupillary light reflex (PLR)
			PLR Consensual
			Pupil Size
			Pupil symmetry
			Ocular position
			Ocular motility
			Oculovestibular reflex
			Palpebral reflex

Supplementary Table 8. Reagents for fluorescent RNA *in situ* hybridization

**Kits**	**Vendor**	**Catalog No.**
<i>RNAscope^{TM} LS Multiplex Fluorescent</i>	ACD	322800
<i>Wpre-O1 probe</i>	ACD	450268
<i>Bond Polymer Refine Detection Kit</i>	Leica Biosystem	DS9800
<i>BOND Research Detection System</i>	Leica Biosystem	DS9455
<i>TSA Vivid 650</i>	R&D Systems	75271KIT
<i>RNAscope^{TM} LS Multiplex Fluorescent</i>	ACD	322800
<i>Wpre probe</i>	ACD	410058

Supplementary Table 9. Antibodies for *in situ* hybridization.

Primary antibody			
Target	Host	Vendor	Catalog No.
<i>Human arylsulfatase A/ARSA, pAb</i>	Goat	R&D Systems	AF2485
<i>Anti-NeuN antibody [EPR12763], mAb</i>	Rabbit	Abcam	ab177487
<i>Iba1/AIF-1 (E4O4W) XP, mAb</i>	Rabbit	Cell Signaling Technology	17198S
<i>S100B (E7C3A)</i>	Rabbit	Cell Signaling Technology	42397
<i>Anti-mCherry [1C51]</i>	Mouse	Millipore Sigma	MAB131873
<i>Anti-NeuN antibody [EPR12763], mAb</i>	Rabbit	Abcam	ab177487
<i>Iba1/AIF-1 (E4O4W) XP, mAb</i>	Rabbit	Cell Signaling Technology	17198S
<i>S100B (E7C3A)</i>	Rabbit	Cell Signaling Technology	42397
<i>Anti-Olig2 [EPR2673]</i>	Rabbit	Abcam	ab109186
Secondary antibody			
Target	Host	Vendor	Catalog No.
<i>Anti-Rabbit IgG – Alexa Fluor 488</i>	DK	Thermo	AF32790
<i>Anti-Goat IgG – Alexa Fluor 555</i>	DK	Thermo	AF32816
<i>Anti-Mouse IgG – Alexa Fluor 555</i>	DK	Thermo	AF32773

How the deposited data were processed for this re-analysis (not part of the article)

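The data are single-nucleus 3′ RNA libraries from forebrain and hindbrain of 4 WT mice that received AAV.GMU01-eGFP at 1.6e11 VGs per mouse. The matrices of the 3 libraries used hold UMI counts per feature and barcode, as whole numbers with no normalization by the authors. According to the submitters' processing notes, the authors ran Cell Ranger 7.0.1 with GRCm39. The settings of that run, the rule for a GFP-positive cell, and the filters on cells are not given in the sources used here. Of the 8 libraries, 3 were used (forebrain B9643, hindbrain B9638, and hindbrain B9643), and for the other 5 only the number of barcodes was read. Most symbols among the features are in capitals, and genes are named as the files give them.

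From the 25924 barcodes of the 3 libraries, 25841 passed the filters on UMIs, genes, and mitochondrial share. Scrublet, run per library with 30 components, ranked nuclei by doublet score, and 1063 (9.22%), 71 (2.38%), and 1027 (9.06%) of the highest were removed from forebrain B9643, hindbrain B9638, and hindbrain B9643. Its automatic threshold marked 857 (7.43%), 0, and 442 (3.90%). The 23680 nuclei analysed were clustered in scanpy 1.11.5 on 30 principal components, 15 neighbours, and the Leiden algorithm (leidenalg 0.10.2) at resolution 1 with a fixed seed, which gave 55 clusters. A cluster was named from fixed marker lists and stayed unnamed where its leading genes belonged to another class, where its nuclei were shallow for their library with no own marker among its leading genes, or where most of it came from a library without cell types. A library was taken as without cell types when its median marker dispersion index was under 1.5, a limit chosen after the values were seen. This left 6 clusters unnamed. Lymphocytes (16 forebrain and 21 hindbrain nuclei) were too few for a class of their own. Other versions were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, and Matplotlib 3.10.9.

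A nucleus was GFP positive with at least 1 UMI of the transgene. Shares have exact binomial (Clopper-Pearson) intervals and sums of UMIs exact Poisson intervals, both at 95% and both for counting error only, and a share of 0 is given with the upper limit of 3 counts. Levels per class are CPM of summed UMIs, or log2(CPM + 0.1) as in Supplementary Figure 4F. The tests planned on UMIs summed per library and class (each class against neurons, forebrain against hindbrain, and GFP-positive against GFP-negative nuclei) were not run, because no class had at least 30 nuclei in every library. The 2 libraries with named classes are from 1 mouse, so values are given without p-values. The rule for naming genes therefore uses the size of the difference alone: the transgene, the genes the paper names, members of the fixed lists, and the genes with the largest fold between regions among those at 20 CPM or more in either region. Values of some single genes are not reported here.

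GFP-positive nuclei were compared with up to 3 GFP-negative nuclei each from the same library, cluster, and UMI decile, in classes with at least 20 positive nuclei in both libraries. A gene list was described by the ratio of its summed CPM and by the percentile of its members' median among 10000 random lists of the same size and expression. Log2 ratios of genes and the medians of lists are of CPM + 1. This percentile was tested on simulated data from forebrain astrocytes: 20 of 20 lists of 15 genes raised 2-fold passed the 97.5th percentile, and 0 of 20 unchanged lists did. The simulation drew the UMI total of all forebrain astrocytes, with no spread between nuclei. GFP-positive astrocytes and oligodendrocytes held far less, 104196 to 175193 UMIs per group. The simulation therefore does not show how the percentile performs in those groups or for shorter lists. Of the 27 interferon-stimulated genes listed, 19 were found among the features. The markers, gene lists, and planned comparisons were fixed before the data were examined, as were the alternatives except those that the closing section gives as chosen later. Alternatives were the UMIs that make a nucleus positive, the filters, the treatment of doublets, depth, cluster resolution, the number of variable genes, the pseudocount, and leaving out a library. The Arsa locus was read from the NCBIM37 sequence and annotation, the build in which the paper gives its coordinates, and no coordinate was converted between builds.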

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

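Of the tests in this part, the one on free GFP RNA was chosen only after the result was seen.

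Choroid plexus epithelium, ependymal, and vascular and leptomeningeal nuclei are not among the cell states of Supplementary Figure 4F, and GFP was found in all of them above the limit that a count of 0 allows, which sets no bound on free RNA. In mouse B9643, 26.1% of choroid plexus epithelium nuclei (95% CI 14.3 to 41.1) were GFP positive in the forebrain and 13.1% (95% CI 5.84 to 24.2) in the hindbrain, and 15.4% (95% CI 7.63 to 26.5) and 9.30% (95% CI 2.59 to 22.1) of ependymal nuclei were. More UMIs per nucleus is argued against relative to neurons, which had more (medians of 13145 and 10148.5, against 4156 to 8523 in both classes). Thinning all nuclei to 1000 UMIs gave at least 7.36 times the share of neurons in both regions, a ratio it was bound to raise. Thinned shares in forebrain and hindbrain were 6.84% and 2.53% in choroid plexus epithelium and 3.70% and 3.11% in ependymal nuclei. The next highest, in vascular and leptomeningeal nuclei, were 1.78% and 1.23%, and no interval was made for thinned shares. For free GFP RNA spread over all droplets, the lowest lower bound of these shares was compared with all other nuclei. It was 2.59%, in hindbrain ependymal nuclei, above the upper bound of 2.04% for all other hindbrain nuclei. Since these classes were picked for their high shares, this restates the pattern and cannot decide on free RNA. A higher transduction of cells in contact with the CSF remains a hypothesis from 46 and 61 choroid plexus and 65 and 43 ependymal nuclei of 1 mouse, and other routes of delivery were not compared.

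Vascular and leptomeningeal nuclei were GFP positive in 5.26% of forebrain nuclei (6 of 114, 95% CI 1.96 to 11.1) and 3.62% of hindbrain nuclei (8 of 221, 95% CI 1.58 to 7.01), and these intervals hold the shares of 3.63% and 1.76% of all nuclei outside choroid plexus epithelium and ependyma. With nuclei thinned to 1000 UMIs, the share was 3.54 times that of neurons in the forebrain and 4.78 times in the hindbrain, and relative to all UMIs of the class GFP was at 20.9 CPM (95% CI 9.56 to 39.7) and 13.6 CPM (95% CI 7.58 to 22.4).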

How the results depend on the processing

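The alternatives without hindbrain B9638 for cell classes, without the top nuclei, and at a single cluster makeup were chosen only after the results were seen. GFP was more frequent in the forebrain than in the hindbrain under all 10 alternatives to the ratio of GFP-positive shares, which lay between 1.44 and 2.04 when either hindbrain library was left out. Requiring 2 GFP UMIs lowered the share to 0.669% in the forebrain and to 0.138% and 0.262% in hindbrain B9638 and B9643 (ratio 3.35), and requiring 3 to 0.401%, 0, and 0.126% (ratio 6.36). With 0 of 2908 nuclei, a share of up to 0.103% is allowed. Thinning to 1000 UMIs gave 0.782%, 0.267%, and 0.389% (ratio 2.38). The choice of filter and doublet treatment left each library's share within its interval. All 6 cell states of Supplementary Figure 4F kept the higher share in the forebrain under all 8 alternatives, and 10 of 11 classes did except that 7 did at 2 UMIs.

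The neuron share was 59.1% in the forebrain and 53.1% in the hindbrain at resolution 0.5, 40.9% in the hindbrain at resolution 2, 59.4% and 53.1% with fewer variable genes, 58.7% and 53.0% with at least 1000 UMIs per nucleus, 54.7% in the forebrain with doublets kept, and 43.8% in the hindbrain when B9638 was left out of the clustering. The cause was not tested. Relative to neurons, the share of choroid plexus epithelium was 13.4 (forebrain) and 36.1 (hindbrain) times as high at 2 UMIs and 13.6 times (forebrain) after thinning, and that of ependymal nuclei 7.36 (forebrain) and 12.1 (hindbrain) times after thinning and 25.6 times (hindbrain) at 2 UMIs. For interferon-stimulated genes in oligodendrocytes, the ratio of GFP-positive to GFP-negative nuclei in the forebrain was 19.99 at 2 UMIs and 6.12 without matching. In the hindbrain it was 1.31 without the 3 top nuclei and reversed to 0.168 at 2 UMIs, where 4 positive nuclei are left. Of 176 GFP levels per class and setting, 166 stayed within the counting interval, as did 145 of 176 shares. Alternatives of the planned tests were not run, as those tests were not. No paired analysis was possible because B9643 is the only mouse with both regions among the libraries used.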

Differences from the paper's values

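The paper gives approximately 12% of cells as transduced in the forebrain, and about 12% with an SEM of about 8 in Supplementary Figure 4E, read by eye. In the 1 forebrain library used here, 3.80% of nuclei had a GFP UMI, which is 3.16 times lower. None of the 7 alternatives set before the data were examined reached the paper's value: they lay between 0.401% (at least 3 GFP UMIs) and 3.92% (all deposited barcodes). The paper's value is a mean over samples, of which 1 forebrain sample was used here. With an SEM of about 8 single samples differ widely, so 3.80% in 1 library does not contradict that mean. The paper also does not state how many GFP UMIs made a cell positive. In the hindbrain, the value here of 2.26%, from 2 of the 4 hindbrain samples, lies within 1.5 times of the paper's 3% and of about 2.4% in Supplementary Figure 4E, read by eye. Of 9 alternatives, 4 differ from the paper's 3%: 1.86% without B9638, 0.200% and 0.0631% when at least 2 or at least 3 GFP UMIs were required, and 0.328% after thinning to 1000 UMIs.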

Other observations

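In this part, only the test of free RNA by neuronal markers and that of UMI totals were chosen before the results were seen; the other tests and the dispersion limit were chosen after.

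GFP-positive oligodendrocytes of the forebrain had more transcripts of interferon-stimulated genes than GFP-negative oligodendrocytes of the same cluster and depth. Over 40 positive and 120 negative nuclei, the 19 genes of the list summed to 170 and 133 UMIs. This is a ratio of 3.90 (95% CI 3.09 to 4.93). Intervals of ratios in this part cover counting error of pooled UMIs only, not the spread between nuclei or mice. All 14 genes with at least 5 UMIs over both groups were higher in the positive nuclei. Oasl2, an oligoadenylate synthetase-like antiviral gene, was at 146 against 26.3 CPM (ratio 5.54, 95% CI 2.53 to 12.8), and GBP3, a guanylate-binding protein, at 109 against 21.5 CPM (ratio 5.08, 95% CI 2.08 to 13.2). Genes of MHC class I antigen presentation were 4.55 times higher (95% CI 3.23 to 6.44), among them NLRC5 (ratio 6.10) and H2-D1 (ratio 5.42). For this list the ratio was 1.61 (95% CI 1.14 to 2.25) in forebrain astrocytes, and the interval held 1 in forebrain neurons (1.19), hindbrain neurons (1.23), hindbrain oligodendrocytes (1.44, 95% CI 0.875 to 2.32), and hindbrain astrocytes (0.924). At 2 or more GFP UMIs, 8 of 13 positive nuclei had at least 5 UMIs of the interferon list, against 0 of 39 matched nuclei. Read the other way, with no match on cluster or depth, 11 of 31 forebrain oligodendrocytes with at least 5 such UMIs were GFP positive (35.5%, 95% CI 19.2 to 54.6). Of those with fewer, 29 of 1443 were (2.01%, 95% CI 1.35 to 2.87). In the hindbrain these were 1 of 15 (6.67%, 95% CI 0.169 to 31.9) and 34 of 1884 (1.80%, 95% CI 1.25 to 2.51). The list was also higher in GFP-positive forebrain neurons (ratio 1.99, 95% CI 1.76 to 2.26) and astrocytes (ratio 1.82, 95% CI 1.46 to 2.26), and the ratio was 1.11 (95% CI 0.892 to 1.36) in hindbrain neurons and 0.822 (95% CI 0.503 to 1.30) in hindbrain astrocytes. Of the interferon list genes with at least 5 UMIs over both groups, 3 of 6 were higher in GFP-positive hindbrain oligodendrocytes. In neurons 16 of 17 were in the forebrain and 6 of 13 in the hindbrain, and in astrocytes 14 of 17 and 4 of 11. The difference between regions was not tested.

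RNA or doublets of microglia are argued against as the source, since microglia markers had a ratio of 1.03 (95% CI 0.703 to 1.49) in the same forebrain oligodendrocytes, and more free RNA in GFP-positive droplets is argued against by a ratio of 0.996 (95% CI 0.914 to 1.08) for neuronal markers. Without the 3 nuclei with most list UMIs in each group, the forebrain ratio was 4.50 (95% CI 3.26 to 6.24). Negative nuclei were dropped as well, so this cannot show how far a few positive nuclei carry the ratio. Of the positive forebrain oligodendrocytes, 11 had at least 5 list UMIs and 29 had fewer. In hindbrain oligodendrocytes the ratio of 2.44 (95% CI 1.64 to 3.62) fell to 1.31 (95% CI 0.747 to 2.21) under the same removal. There it may rest on a few nuclei. A candidate explanation for the forebrain is an interferon response in cells that carry the vector or express GFP, but interferon itself may also alter the expression of the transgene, and untreated brains were not analysed here.

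Among the other lists, the same forebrain oligodendrocytes had a ratio of 1.84 (95% CI 1.33 to 2.52) for gliosis and microglial activation, but the median of its 5 measured members lay at percentile 87.7 of random lists. In hindbrain oligodendrocytes the sum and the median of this list differed in direction, with a ratio of 0.921 (95% CI 0.644 to 1.29) and a median log2 ratio of 1.05 over 7 members. In the forebrain oligodendrocytes, ratios with intervals that hold 1 were found for sulfatase activation and lysosome (1.12), sulfatide synthesis (1.13), mannose 6-phosphate tagging and uptake (0.958), AAV entry and trafficking (0.881), p53 and DNA damage (1.02), unfolded protein response (1.03), immediate early (1.40), heat shock (0.978), forebrain patterning (0.944), and hindbrain patterning genes (1.17). Elsewhere the sulfatide synthesis interval lay above 1 in forebrain astrocytes (1.42) and hindbrain oligodendrocytes (1.18). It held 1 in hindbrain astrocytes (0.972) and in forebrain and hindbrain neurons (0.976 and 1.04). The gliosis interval lay above 1 in hindbrain astrocytes (1.36) and forebrain neurons (1.35), and held 1 in forebrain astrocytes (1.01) and hindbrain neurons (0.877).

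ARSA, the enzyme replaced in the paper's therapy, was detected in each large class of mouse B9643, at 14.3 CPM in forebrain and 18.3 CPM in hindbrain oligodendrocytes, 10.6 and 11.3 CPM in astrocytes, 8.49 and 11.5 CPM in microglia, and 6.95 and 10.1 CPM in neurons. The 12 genes of sulfatide synthesis summed to 1904 CPM in forebrain and 1944 CPM in hindbrain oligodendrocytes, against 553 and 622 CPM in neurons and 719 and 666 CPM in microglia. UGT8 (627 CPM in forebrain oligodendrocytes against 11.5 CPM in neurons), FA2H (588 against 5.75 CPM), and GAL3ST1 (151 against 5.50 CPM) made up much of this difference, while CERS6 was lower in oligodendrocytes (48.1 against 245 CPM). IGF2R, the receptor for mannose 6-phosphate that takes up lysosomal enzymes, was at 123 CPM in pericytes of both regions, and at 26.2 CPM in forebrain and 41.1 CPM in hindbrain neurons. GFAP was at 155 and 176 CPM in forebrain and hindbrain astrocytes and AIF1 at 23.8 and 37.5 CPM in microglia. LAMP1 was at 84.2 CPM and HPRT1 at 56.3 CPM in forebrain oligodendrocytes.

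Astrocytes of the regions differed in patterning genes, with most hindbrain astrocytes in cluster 7 (671 of 1146) and most forebrain astrocytes in clusters 6 (558) and 19 (241 of 1116). HOXA3 (50 UMIs), HOXB3 (41 UMIs), and HOXD3 (34 UMIs) were found in hindbrain astrocytes and had 0 UMIs in those of the forebrain. Among the genes with the largest fold, CYP26B1, which degrades retinoic acid, was at 75.9 CPM in hindbrain against 0.599 CPM in forebrain astrocytes (log2 ratio of CPM + 1, 5.59), and DAO, D-amino acid oxidase, at 64.2 against 0.599 CPM (5.35 on the same scale). In the other direction, LAMA3 was at 22.0 against 141 CPM (-2.62). Interferon-stimulated genes summed to 183 CPM in hindbrain and 294 CPM in forebrain astrocytes, with a median log2 ratio of -0.60 over 13 members, and its direction varied between classes. The median was also under 0 in oligodendrocytes (-0.45), choroid plexus epithelium (-0.32), vascular and leptomeningeal (-0.16), ependymal (-0.09), and oligodendrocyte precursor nuclei (-0.01), and above 0 in pericytes (1.77), arachnoid barrier nuclei (0.95), microglia (0.42), and endothelial nuclei (0.25). In neurons 2 members were measured and no median was taken.

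The hindbrain library of mouse B9638 shows no cell types. Low UMI totals are argued against, since the lowest median dispersion index of the other libraries at its depth was 2.53. Barcodes of a single true cell type are argued against, since SNAP25 and TTR were each in at least 83.0% of its barcodes. A single RNA mixture shared by all barcodes, such as lysate in place of whole nuclei, stays open, since an index under 1.5 for 100.0% of 74 markers restates the pattern and does not test it. Its lowest total of 3744 UMIs per barcode, against 505 and 539 in the other libraries, has no tested explanation. The median mitochondrial share per barcode was 0.349% in hindbrain B9638, against 0.0583% in forebrain B9643 and 0.0564% in hindbrain B9643. The cause of this difference was not tested either.

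At a single cluster makeup, over 26 clusters with at least 30 nuclei in both regions of mouse B9643, the GFP-positive share was 4.08% in the forebrain and 1.94% in the hindbrain, with 23 clusters higher in the forebrain.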
